# Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms

**DOI:** 10.1186/s12885-022-09381-y

**Published:** 2022-04-25

**Authors:** Irene Kleinberger, Ellen Sanders, Katrien Staes, Marleen Van Troys, Shinji Hirano, Tino Hochepied, Kelly Lemeire, Liesbet Martens, Christophe Ampe, Frans van Roy

**Keywords:** Protocadherin-10 isoforms, Tumor suppression, Conditional gene knockout, GFAP-Cre, Mouse medulloblastoma model, Mouse auricular tumors, Somatic stem cells, Tumor-derived cells, Allografts, RNA-Seq

## Abstract

**Background:**

Nonclustered mouse protocadherin genes *(Pcdh)* encode proteins with a typical single ectodomain and a cytoplasmic domain with conserved motifs completely different from those of classic cadherins. Alternative splice isoforms differ in the size of these cytoplasmic domains. In view of the compelling evidence for gene silencing of protocadherins in human tumors, we started investigations on *Pcdh* functions in mouse cancer models.

**Methods:**

For *Pcdh10*, we generated two mouse lines: one with floxed exon 1, leading to complete Pcdh10 ablation upon Cre action, and one with floxed exons 2 and 3, leading to ablation of only the long isoforms of Pcdh10. In a mouse medulloblastoma model, we used GFAP-Cre action to locally ablate *Pcdh10* in combination with *Trp53* and *Rb1* ablation. From auricular tumors, that also arose, we obtained tumor-derived cell lines, which were analyzed for malignancy in vitro and in vivo. By lentiviral transduction, we re-expressed Pcdh10 cDNAs. RNA-Seq analyses were performed on these cell families.

**Results:**

Surprisingly, not only medulloblastomas were generated in our model but also tumors of tagged auricles (pinnae). For both tumor types, ablation of either all or only long isoforms of Pcdh10 aggravated the disease. We argued that the perichondrial stem cell compartment is at the origin of the pinnal tumors. Immunohistochemical analysis of these tumors revealed different subtypes. We obtained several pinnal-tumor derived (PTD) cell lines and analyzed these for anchorage-independent growth, invasion into collagen matrices, tumorigenicity in athymic mice. Re-expression of either the short or a long isoform of Pcdh10 in two PTD lines counteracted malignancy in all assays. RNA-Seq analyses of these two PTD lines and their respective Pcdh10-rescued cell lines allowed to identify many interesting differentially expressed genes, which were largely different in the two cell families.

**Conclusions:**

A new mouse model was generated allowing for the first time to examine the remarkable tumor suppression activity of protocadherin-10 in vivo. Despite lacking several conserved motifs, the short isoform of Pcdh10 was fully active as tumor suppressor. Our model contributes to scrutinizing the complex molecular mechanisms of tumor initiation and progression upon *PCDH10* silencing in many human cancers.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-022-09381-y.

## Background

Protocadherin-10 (PCDH10), originally called OL-protocadherin [1], belongs to the delta-protocadherin (δ-Pcdh) family [2], which is part of the important cadherin superfamily of cell-cell adhesion molecules, and is encoded by the non-clustered *PCDH10* gene [3]. The ectodomains of δ-protocadherins form preferentially homophilic adhesive *trans* dimers but lack cis-dimerization [4]. All δ-Pcdhs are expressed as multiple isoforms differing in their cytoplasmic domains. Human PCDH10 is expressed as one short isoform and one long isoform (Fig. 1A). Mouse Pcdh10 is expressed as one short isoform 1 (iso1) and three long isoforms (iso2 to iso4) (Fig. 1). Interestingly, the longer isoforms of δ-Pcdhs share several evolutionary conserved motifs in their cytoplasmic tails [2, 5], suggesting that putative common interaction partners might be important players in some basic biological functions of these still largely enigmatic proteins. Among these interacting proteins is for instance Nck-associated protein 1 (Nap1), a subunit of the WAVE regulatory complex (WRC) [6], which binds to the conserved peptide motif WIRS in the cytoplasmic domain of protocadherin-10 [5]. The PCDH10-WRC interaction was shown to promote a kind of uncoordinated migration of astrocytoma cells in contact with each other, but not in case of solitary cells, probably by focal redistribution of N-cadherin [6].

**Fig. 1:**
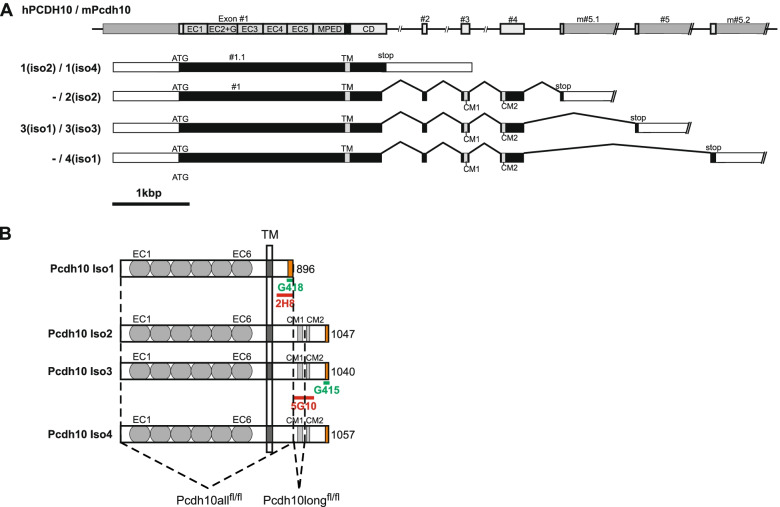
Gene structure, transcripts and protein structure of human PCDH10 and mouse Pcdh10 isoforms. **A** Isoform numbers before slash signs indicate human transcripts, isoform numbers after slash signs indicate mouse transcripts. Isoform 2 and 4 have not yet been identified in humans. Variant annotations between parentheses refer to nomenclature from literature, but lack overall consistency in the δ-PCDH family. Gray boxes in the gene represent exons (drawn to scale), the intervening lines represent intronic sequences (introns not to scale). Black boxes in the transcripts represent coding sequences, white boxes represent 5′ or 3′ untranslated regions. CD, sequence in exon 1 encoding the membrane-proximal part of the cytoplasmic domain; CM1, and CM2, conserved motifs; EC, sequences encoding the extracellular cadherin repeats; MPED, sequence encoding the membrane-proximal extracellular domain; TM, sequence encoding the transmembrane domain. **B** Schematic representation of mouse Pcdh10 proteins. All proteins are drawn to the same scale and aligned at their transmembrane domain (TM). Their total size is indicated on the right (number of amino acid residues). Differences in the amino acid sequences between the four isoforms are highlighted in orange. Colored horizontal lines indicate the approximate locations of the epitopes of the isoform-specific monoclonal (2H8 and 5G10, red) and polyclonal (G418 and G415, green) antibodies. Dashed lines indicate the regions that were floxed in Pcdh10all^fl/fl^ and Pcdh10long^fl/fl^ mice, respectively. Upon Cre-mediated deletion the predicted consequences are the removal of exon 1 in Pcdh10all^fl/fl^ mice, leading to a complete KO of all Pcdh10 isoforms, and the removal of exons 2 and 3 in Pcdh10long^fl/fl^ mice, leading to a frameshift in exon 4 and 5, so that only the short isoform is expected to be expressed. See **A** for abbreviations

In recent years, direct and indirect evidence has accumulated that δ-Pcdhs are important during tumorigenesis, either as tumor-suppressor genes or as oncogenes [7–10]. It has been reported that human *PCDH10*, located at chromosome 4q28.3, is frequently inactivated in various human cancers suggesting that PCDH10 acts as tumor suppressor in these malignancies. A focal homozygous deletion of *PCDH10* was seen in a medulloblastoma patient [11], and 53 out of 171 colorectal cancer patients showed allelic deletion of *PCDH10* [12]. Moreover, *PCDH10* was found to be frequently silenced epigenetically by promoter hypermethylation in numerous human malignancies. Since the original report of *PCDH10* promoter methylation in breast cancer [13], this phenomenon has been detected in medulloblastomas, nasopharyngeal and esophageal carcinomas, gastric cancer, colorectal cancer, hepatocellular carcinoma, pancreatic cancer, breast cancer, cervical cancer, testicular cancer, prostate cancer, bladder cancer, non-small cell lung cancer and multiple haematologic malignancies [8–10]. *PCDH10* methylation does not occur in normal tissues.

Importantly, tumor-associated *PCDH10* silencing may be quite useful for early detection of occurrence and/or progression of multiple human cancers [10]. For instance, increased *PCDH10* promoter methylation was associated significantly with poorer survival of gastric cancer patients, and identified to be an independent prognostic indicator of this cancer type [14, 15]. The frequent genetic deletion of *PCDH10* in colorectal cancers was significantly associated with tumor progression and distant metastasis and found to be an independent predictor of poor survival [12]. Low expression of PCDH10 mRNA in hepatocellular carcinoma specimens was associated with a worse overall survival and this was an independent prognostic indicator [16]. Also for very lethal pancreatic ductal adenocarcinoma *PCDH10* promoter methylation significantly associated with worse progression-free survival although not overall survival [17]. Hormone-receptor positive breast cancer patients with hypermethylation of the *PCDH10* promoter showed significantly poorer disease outcome than patients with unmethylated *PCDH10* [18, 19]. The methylation status of *PCDH10* starts at very early stages of cervical cancer and is highly associated with the severity of the disease [20–22]. Its analysis in cervical scrapings is superior to the human papillomavirus (HPV) test. Increased *PCDH10* promoter methylation was also significantly associated with increased malignancy (invasion, metastasis, recurrence) of prostate cancers, and an independent prognostic biomarker of worse recurrence-free survival of patients after radical prostatectomy [23]. Likewise, *PCDH10* promoter methylation was significantly associated with tumor recurrence and shortened survival of patients with bladder transitional cell carcinoma [24]. In these patients, both *PCDH10* promoter methylation and downregulated PCDH10 protein levels were independent predictors of decreased overall survival [24, 25]. Patients with curatively resected pathological stage I non-small-cell lung cancer patients showed significantly worse survival (recurrence-free, overall or disease-specific) in case of *PCDH10* promoter methylation [26]. In diffuse large B-cell lymphoma patients, treated with the drug combination R-CHOP, promoter methylation of *PCDH10* was an independent prognostic indicator of worse overall survival and worse progress-free survival [27]. Moreover, silencing of *PCDH10* contributes to chemotherapy resistance of leukemia and lymphomas [28, 29] and might therefore serve as an indicator of drug resistance.

Ectopic expression of the short isoform 1 of mouse Pcdh10 in mouse L and Neuro2A cells has been used by Hirano et al. [1] to demonstrate the rather weak but homophilic cell-cell adhesion activity of this newly described protocadherin. Nakao et al. [6] introduced the long isoform 3 of mouse Pcdh10 into U252 human astrocytoma cells and observed a peculiar effect on migration by cells in mutual contact. Regarding ectopic re-expression of human PCDH10, such experiments have been reported for a multitude of different human cancer cell lines, but as far as we could find out, this was done exclusively for the long isoform of PCDH10 [11, 12, 14, 30–45]. Interesting recent experiments included knockdown of PCDH10 by shRNA in a T-cell lymphoma cell line [44], and conditional induction of PCDH10 in a non-small cell lung cancer cell line and a colorectal cancer cell line [38, 45]. Frequent observations upon PCDH10 re-expression in these many reports were: reduced in vitro cell proliferation, reduced in vitro colony formation, reduced in vitro anchorage-independent growth, reduced monolayer wound healing, reduced in vitro invasion into Matrigel matrices, reduced angiogenesis, reduced telomerase activity, increased in vitro apoptosis and reversal of epithelial-mesenchymal transition. Some exceptions were also reported, including unchanged in vitro cell proliferation [11, 38], no increase in apoptosis [31, 38], or no effect on monolayer wound healing [35]. Interestingly, some studies reported on slower growth of subcutaneous xenografts in immunodeficient mice [12, 14, 31, 35], and decreased liver colonisation after splenic injection of colorectal cancer cell lines [12].

Several signalling pathways were found to be modified by PCDH10 expression or re-expression: increased pro-apoptotic NFκB signalling in multiple myeloma [36], decreased β-catenin/Wnt signalling in endometroid endometrial cancer cell lines, multiple myeloma, lymphoma and colorectal carcinoma cells [35, 37, 42, 45], and inhibition of the PI3K/Akt signalling pathway in hepatocellular and colorectal carcinoma cells [43, 45]. In breast and gastrointestinal cancer cell lines, oncogenic long non-coding RNAs HOTAIR and MALAT1 were found to antagonize *PCDH10* by inducing the methylation of its promoter [40, 46–48]. On the other hand, *PCDH10* was reported to be a direct transcriptional target of wild-type but not oncogenic p53 in various cancer cell lines [38].

An animal model for the tumor suppressor activity of PCDH10 has not been reported. A mouse with *Pcdh10*-null alleles has been generated previously by replacing the first long exon, transcribed in all four transcript types, by a lacZ-neo selection cassette [49]. Brain development was studied in this interesting mouse, but homozygous mutant mice showed early lethality, possibly due to failure of striatal axon outgrowth [49]. On the other hand, heterozygous mice of this mutant strain were successfully used as model for neural disorders [50–52]. Indeed, *PCDH10* is an autism spectrum disorder gene, and a region (PIR, proteasome interacting region), shared by the C-termini of both short and long isoforms of Pcdh10, is instrumental in excitatory synapse elimination by linking ubiquinated PSD-95 to the proteasome [53].

In summary, inactivation of *PCDH10* is widespread in a large variety of human cancers. Re-expression experiments have consolidated the importance of PCDH10 expression in tumor suppression. However, the activity of long versus short isoforms has not been compared. Animal cancer models with *Pcdh10* inactivation have not been reported. A *Pcdh10*-null mouse is available but cannot be used for tumorigenicity studies. Therefore, we have generated and extensively studied exclusive mouse models in which either all isoforms or only long isoforms of Pcdh10 can be conditionally ablated. In the present study, we have used these engineered mice in a study of medulloblastoma generation. In addition to this tumor type, we observed and analyzed generation of peculiar tumors in the auricles (pinnae).

## Methods

### Animals

Mice were bred and housed in individually ventilated cages in the specific-pathogen-free animal facility of the IRC department. All experiments on mice were conducted according to institutional, national, and European animal regulations and guidelines (See Ethics Approval in Declaration Section). In this report, use of the ^−/−^ notation means that the animals are GFAP-Cre positive, and that the knockout status was confirmed for the floxed genes indicated. The progenitor p53^fl/fl^ mice and Rb1^fl/fl^ mice were kindly provided by Dr. A. Berns (Netherlands Cancer Institute, Amsterdam, The Netherlands) [54]. GFAP-Cre mice, expressing Cre recombinase under the control of the *GFAP* promoter [55], were obtained from Dr. Jody Haigh. Nestin-Cre mice [56] were obtained from the Jackson Laboratory (Jax #002858). The Rosa26^Tg/+^ mouse was generated in house [57]. R26R reporter mice [58] were obtained from the Jackson Laboratory (Jax #003474).

### Conditional knockout of either all or long isoforms of the *Pcdh10* allele

As shown in Fig. 2A, we constructed a *Pcdh10* gene targeting vector comprising two loxP sites sandwiching exon 1, a positive selection marker flanked by FRT sequences and inserted into intron 1, and a negative selection marker following the genomic fragment. The detailed procedure for cloning the targeting vector by recombineering [59] is described in Additional file 1. To target only the long isoforms of Pcdh10, we constructed a *Pcdh10* gene targeting vector comprising two loxP sites sandwiching exons 2 and 3, and a neo-resistance cassette flanked by FRT sequences and inserted into intron 1, downstream of the first loxP site (Fig. 2B). The detailed procedure for cloning the targeting vector by recombineering is described in Additional file 2. For homologous recombination, the targeting vector was linearized and electroporated in G4 embryonic stem (ES) cells [60], with genetic background (129S6xC57BL/6 N)F1. The generation and subsequent selection of recombinant ES cell lines were performed by the Transgenic mouse core facility (TMCF) of the IRC department (VIB, Ghent University). About 20 μg of plasmid DNA was linearized overnight at 37 °C, run on an agarose gel, and the correct band was isolated using the Qiagen gel extraction kit (Qiagen Benelux, Antwerp, Belgium). ES cells were grown on feeders, trypsinized and electroporated (250 V, 500 μF) with 20 μg of linearized plasmid DNA. Positive selection was started the day after electroporation using G418 at a concentration of 180 μg/ml. Negative selection was started 3 days after electroporation using ganciclovir at a concentration of 2 μM. After 7–8 days of selection, individual ES cell clones were picked and expanded to 96-well plates for freezing and to 24-well plates for genomic DNA preparation. For Southern blot analysis, genomic DNA was isolated from ES cells by standard procedures. Correctly targeted ES cell clones were identified by Southern blot analysis using both 5′ and 3′ probes, cloned by genomic PCR (Fig. 2; Additional file 3: Table S3). Diploid aggregation with morulas of Swiss females, transfer of blastocysts to pseudo-pregnant females and selection of chimeric mice were performed by the TMCF of IRC. Germline transmission of the targeted genes was confirmed by genomic PCR analysis (Additional files 4 and 5: Fig. S3 and Table S4).

**Fig. 2:**
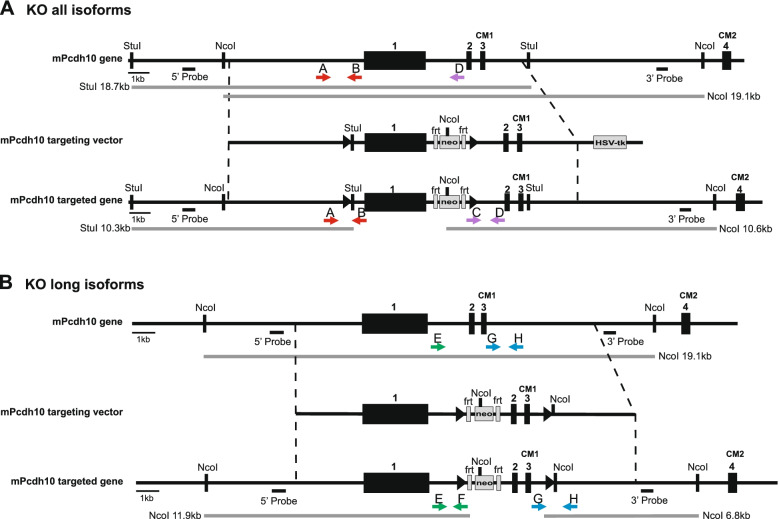
Generation of recombinant mice with floxed *Pcdh10* genes. **A** Targeting strategy to generate Pcdh10all^fl/fl^ mice. loxP sites (black arrowheads) were inserted downstream and upstream of exon 1. A neo-resistance cassette (neo) flanked by FRT sites was inserted downstream of exon 1 for selection of correctly targeted embryonic stem (ES) cells. An HSV-tk cassette was cloned into the targeting vector for negative selection of ES cells with random integration of the targeting vector. **B** Targeting strategy to generate Pcdh10long^fl/fl^ mice. loxP sites were inserted upstream of exon 2 and downstream of exon 3, respectively. A neo cassette flanked by FRT sites was inserted upstream of exon 2 for selection of correctly targeted ES cells. **A and B** 5′ and 3′ probes and restriction enzyme sites for Southern blot analysis of ES cells are indicated and expected fragments are shown in grey (Results in Additional file 4: Fig. S3A). Colored arrows indicate the position of genotyping primers used to check the 5′ (red or green arrows) and 3′ (purple and blue arrows) recombined regions (Additional file 4: Fig. S3B). Black rectangles, exons 1–4; CM1 and CM2, conserved motifs

### Quantitative RT-PCR (qRT-PCR)

 Total RNA was isolated from mouse tissues using the RNeasy plus kit (Qiagen) according to the manufacturer’s protocol. cDNA was prepared using the iScript cDNA synthesis kit according to the manufacturer’s instructions (Bio-Rad). Quantitative RT-PCR mixes contained 14.7 ng template cDNA, LightCycler 480 SYBR Green I Mastermix (Roche) and 300 nM forward and reverse primers (Additional file 6: Table S5). Reactions were performed on a LightCycler 480 (Roche) using the following protocol: 95 °C for 5 min, 45 cycles at 95 °C for 10 s, 60 °C for 30 s, and 72 °C for 1 s. For normalization, the expression of nine mouse housekeeping genes was analyzed in several mouse tissues (brain, liver, kidney). As determined by geNorm [61], the mouse genes *Gapdh*, *Hprt*, *Rpl13a*, *Sdha* and *Ubc* showed a good expression stability in the three tissues tested and were used for normalization of all mouse tissues. Isoform-specific primer sets to amplify either all, only the short or only the long Pcdh10 isoforms were selected based on both specificity (as determined by melting curve analysis) and efficiency (as determined by a standard curve). For the expression analysis of other mouse Pcdh mRNAs, primers amplifying all isoforms were used.

### Protein expression analysis

Primary antibodies used for western blotting, Immunohistochemistry (IHC) and Immunofluorescence (IF) are listed in Additional files 7 and 8 (Tables S6 and S7). Western blotting was by standard procedures. Brains were crunched in liquid nitrogen and tissue powder was lysed in 1x Laemmli buffer. After sonication, protein concentration was determined with the DC protein assay according to the manufacturer’s instructions (Bio-Rad). 100 μg of total protein lysate was loaded on a 7% one-dimensional SDS-PAGE gel and the separated proteins were transferred to polyvinylidene fluoride (PVDF) membranes (Millipore). After blocking with 5% non-fat dry milk in Tris buffered saline containing 0.1% Tween-20, membranes were incubated with primary antibodies overnight at 4 °C. After several washing steps in Tris buffered saline, membranes were incubated for 1 h with secondary horseradish peroxidase (HRP)-conjugated antibodies. Detection was performed using the enhanced chemiluminescence (ECL) detection system (Amersham GE healthcare). Membranes were exposed to a Phosphor Image screen for appropriate exposure times and scanned with a Molecular Imager (Bio-Rad). Stripping of membranes before reprobing with different antibodies was by Restore™ PLUS Western blot stripping buffer (Thermo Scientific).

To unmask antigens on paraffin sections, sections were rehydrated and treated with citrate buffer in a Retriever apparatus (PickCell Laboratories, Amsterdam, The Netherlands). The sections were incubated with primary antibodies at 4 °C overnight, followed by incubation with secondary antibodies conjugated with biotin (Agilent, Santa Clara, CA, USA). Avidin-biotin complexes were made (Vector Laboratories, Burlingame, CA, USA), and the signal was detected with diaminobenzidine (Agilent). The NFATc1 and vimentin signals were amplified by using a Tyramide Signal Amplification kit (Akoya Biosciences, Marlborough, MA, USA). For IF, slides were labeled with goat anti-rabbit or anti-mouse IgG (H + L) secondary antibody DyLight488 (dilution 1:1000; Thermo Fisher Scientific, Merelbeke, Belgium). Counterstaining was performed with Hoechst and all slides were mounted with 1% propyl gallate in glycerol before analysis with a Leica SP5 confocal scanning microscope.

### Histology and LacZ staining

Histology was on paraffin sections stained with hematoxylin and eosin following standard procedures. For whole-mount staining of β-galactosidase (LacZ) activity, tissues were fixed for 2 h in 4% paraformaldehyde at room temperature, washed 3 times for 30 min with permeabilization buffer (0.01% sodium deoxycholate, 0.02% Nonidet P-40, 10 mM MgCl_2_, 2.5 mM EGTA, 0.01% BSA in 200 mM phosphate buffer, pH 7.4), and stained overnight on a shaker in the dark. Staining was with X-gal (1 mg/ml), 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide in permeabilization buffer. After washing, specimens were fixed for 3 h in 4% paraformaldehyde, followed by 70% ethanol and mounting in paraffin. Detection of LacZ activity in cell cultures was likewise except for fixation for 5 min in 0.8% paraformaldehyde, 0.2% glutaraldehyde in permeabilization buffer, and staining at 37 °C. Mounting was in Aquatex (Merck).

### Tumor-derivation of cell lines

Pinnal-tumor derived (PTD) cell cultures were obtained by cutting aseptically prewashed pinnal tumors into small pieces in PBS with gentamycin (250 μg/ml). Uniform cell suspensions were obtained by treatment at room temperature with dissociation buffer (DMEM, 10% fetal calf serum, 250 μg/ml gentamycin, 0.5% glucose, 0.125 U/ml Dispase II (Sigma-Aldrich), 220 U/ml crude Collagenase (Sigma-Aldrich), followed by gentle centrifugation, filtration through cell strainers of 70 μm and 40 μm, and seeding on tissue-culture plastic substrates. The genotypes of the original tumor-bearing mice and the specific treatments are listed in Table 1. Ablation of floxed genes in the PTD cells was confirmed by genomic PCR. More specifically, the PTD7 cell line was derived from a pinnal tumor in a female mouse with GFAP-Cre^tg/+^;Pcdh10^−/−^;p53^−/−^;Rb^−/−^ genotype, killed at 21.5 weeks after birth. The original cell population was subcloned by limiting dilution and colony picking. The PTD25 cell line was a cell population derived from a pinnal tumor in a male mouse with GFAP-Cre^tg/+^;Pcdh10^−/−^;p53^−/−^;Rb^−/−^ genotype, killed at 17 weeks after birth.

**Table 1:** Origin and characteristics of pinnal-tumor derived (PTD) cell lines and rescued derivatives thereof

Mouse tag number	Genotype of original mouse				PTD cell line	Origin	Enrichment	Colonies in soft agar	In vitro invasion	Growth rate of s.c. allograft
	GFAP-Cre	Pcdh10 all	p53	Rb1						
9034	tg/+	**fl/fl**	**fl/fl**	**fl/fl**	PTD4	Pinnal tumor, dissociated overnight	pool	++	+++	quick
~					**PTD7**	~	subclone	++	+++	quick
~					PTD8	~	subclone	++	+++	intermediate
8822	tg/+	**fl/fl**	**fl/fl**	+/+	PTD11	Pinnal tumor, 4 h dissociation	subclone	none	+	slow
~					PTD12	~	subclone	none	+	very slow
~					PTD12AD4	PTD12 allograft	pool	n.d.	n.d.	quick
9135	tg/+	**fl/fl**	**fl/fl**	+/+	PTD17	Pinnal tumor, 1 h dissociation	subclone	none	n.d.	intermediate
~					PTD19	Pinnal tumor, 4 h dissociation	subclone	none	n.d.	intermediate
1729	tg/+	**fl/fl**	**fl/fl**	**fl/fl**	PTD24	Middle part of pinnal tumor, 1 h dissociation	pool	++	n.d.	very quick
~					**PTD25**	Outer part of pinnal tumor, 1 h dissociation	pool	+++	+++	very quick
9988	tg/+	**fl/fl**	**fl/fl**	**fl/+**	PTD26	Pinnal tumor, 2 h dissociation	pool	n.d.	++	intermediate
~					PTD27	Pinnal tumor, 4 h dissociation	pool	n.d.	+	intermediate
**Pcdh10 Rescued Derivatives**										
9034	tg/+	**fl/fl**	**fl/fl**	**fl/fl**	PTD7_RS	PTD7, rescued with Pcdh10 short isoform 1	FACS sorted	none	-(+)	reduced rate
~					PTD7_RL	PTD7, rescued with Pcdh10 long isoform 4	FACS sorted	none	-(+)	reduced rate
1729	tg/+	**fl/fl**	**fl/fl**	**fl/fl**	PTD25_RS	PTD25, rescued with Pcdh10 short isoform 1	FACS sorted	none	–	no tumor
~					PTD25_RL	PTD25, rescued with Pcdh10 long isoform 4	FACS sorted	none	–	reduced rate

### Soft agar colony formation

Anchorage-independent growth in soft agar was measured as described before [62].

### In vitro invasion / migration

Multicellular spheroidswere generated using cells of the PTD and derivative cell populations and embedded in a 3D-collagen Type I hydrogel (1 mg/ml) in 12-well plates as described [63]. Phase contrast images of the embedded spheroids were taken using an Olympus Cell M system at the indicated time points for up to 5 days. Quantification of the sphere perimeters was performed in FIJI* (*https://fiji.sc/*).*

### Allograft formation

Dissociated single-cell suspensions were mixed on ice with an equal volume of Matrigel (Corning, Life Sciences). An inoculum of 200 μl containing 10^3^ to 5 × 10^6^ cells was injected subcutaneously (s.c) into the flank of 3-week old athymic mice (strain Hsd:Athymic Nude-Foxn1^nu^; Envigo, Indianapolis, USA). Four to five animals were injected per cell line and concentration. The human cell lines HOS and MNNG-HOS [62] served as negative and positive controls, respectively. Starting from d 5 after injection, tumor dimensions were measured regularly with callipers, and volumes calculated using the formula: (π/6) x L x W x H.

### Lentiviral rescue of Pcdh10 expression

To obtain derivative cell lines of PTD7 and PTD25, rescued for the ablation of Pcdh10 by the introduction and expression of cDNA encoding either long isoform 4 of mouse Pcdh10 (designated _RL) or short isoform 1 of mouse Pcdh10 (designated _RS), the parental cell lines were transduced with recombinant lentiviruses. To this end, we constructed plasmids pLenti6(bla)-mPcdh10short (no stop)-HA (encoding short isoform 1 of mouse Pcdh10) and pLenti6(bla)-mPcdh10-long (no stop)-HA (encoding long isoform 4 of mouse Pcdh10), both available at the BCCM/GeneCorner Plasmid Collection (Ghent University, Ghent, Belgium) as plasmids LMBP12686 and LMBP12687, respectively. HEK293T cells (1.2 × 10^6^) were seeded in a 25-cm^2^ flask and treated with 25 μM chloroquine for 5 min. The cells were then co-transfected with each of the abovementioned lentiviral vectors (3 μg), together with pCMV D8.9 packaging plasmid (3 μg) and pMD.G envelope plasmid (1.5 μg), using the calcium phosphate method. After 8 h the cells were washed, and viral supernatant was harvested after 48 h. PTD7 and PTD25 cells were transduced by spinoculation (12-well plate, 3200 rpm, 90 min, 32 °C) with the filtered (45 μm) viral stocks, followed by blasticidin selection (7 μg/ml).

The transduced cell populations were enriched for viable Pcdh10 expressing cells by FACS (VIB Flow Core Facility). For this experiment, single-cell suspension were obtained by non-enzymatic cell dissociation solution (Sigma-Aldrich), containing 1% BSA and 20% fetal calf serum. The primary antibody used was a rabbit polyclonal antibody recognizing epitope AA 1–290 of human and mouse Pcdh10 (Invitrogen Cat. No. PA5–31043). This epitope is exposed extracellularly. The second antibody was polyclonal Alexa Fluor 488 goat anti-rabbit antibody (Sigma-Aldrich). Dead cells were excluded on the basis of DAPI staining. Expression of Pcdh10 cDNA in the rescued cell lines was confirmed by immunofluorescent microscopy.

### RNA-Seq analysis

All cell lines to be analyzed by RNA-Seq were grown to confluence in 75-cm^2^ tissue culture flasks before RNA extraction. For each cell line three to four biological replicates were processed. Total RNA was extracted with TRIZOL reagent (Life Technologies), followed by on column extraction with the Aurum Total RNA mini kit (Life Science Research – Bio-Rad). Concentrations were measured by the NanoDrop technology (Thermo Fisher Scientific) and adjusted to 300 ng/μl. RNA quality was assessed by the Bioanalyzer RNA 6000 Nano assay (Agilent, Santa Clara, CA, USA) and found to be highly intact for all samples (RNA Integrity Number of 9.9 to 10). RNA-Seq library preparation was performed by the VIB Nucleomics Core facility (Leuven, Belgium), using the Illumina TruSeq stranded mRNA prep kit (Illumina Inc., San Diego, CA, USA). Samples were sequenced by the Illumina NextSeq 500 High 75 Sequencing System, yielding single-end 75-bp reads. The preprocessing of the RNA sequencing data was done by Trimmomatic v0.35. The adapters were cut off, and reads were trimmed when the quality dropped below 20. Reads with a length < 35 were discarded. All samples passed quality control based on the results of FastQC v0.11.4. Reads were mapped to the mouse reference genome (mm10) via Tophat2 v2.1.0, sorted using samtools v0.1.18 and counted via HTSeqCount v0.6.1p1. Samples were subsequently analyzed using R/Bioconductor, and the DESeq2 procedure was used to normalize the data and to calculate the differentially expressed (DE) genes. The datasets generated during this study have been deposited in the Gene Expression Omnibus public database under accession number GEO: GSE198236.

### Ingenuity pathway analysis (IPA)

Datasets of DE genes were assembled as follows (Additional files 9, 10, 11: Tables S8-S10). For the PTD7 cell family, genes were considered differentially expressed when the Benjamini-Hochberg adjusted *p*-value (padj) was < 0.01, and when the log2FoldChange was either < − 1 or > 1. For the PTD25 cell family and for the comparison PTD25 versus PTD7, genes were considered differentially expressed when padj was < 0.01, and when the log2FoldChange was either < − 2 or > 2. DE genes, that were either shared by Pcdh10 rescued cell lines, or that were unique to a particular cell line, were manually selected from the abovementioned datasets. The datasets were uploaded in the QIAGEN IPA program, using the values of updated gene ID, baseMean (mean of normalized counts for all samples of each comparison), log2FoldChange, p_adj_ (Benjamini-Hochberg adjusted Wald test p-value). Core analyses were run on the various dataset files, on the basis of the Expression Log Ratios, using the Ingenuity Knowledge Base (Genes only) as reference set. Direct and indirect relationships were considered, and all available data sources were used except for COSMIC and ClinVar. No cutoff values were applied. The number of networks was restricted to 25, each comprising a maximum of 35 DE genes. The subcellular layout was chosen for both graphical summaries and separate network displays.

## Results

### Conditional knockout of Pcdh10 isoforms

We have generated two conditional knockout mouse models, deleting either all or only the long isoforms of Pcdh10 (Pcdh10all^fl/fl^ and Pcdh10long^fl/fl^, respectively) (Fig. 2). For mouse Pcdh10 four transcripts have been identified (Fig. 1A). All four contain genetic information of exon 1, encoding the extracellular domain of Pcdh10, its transmembrane domain and a 138-AA part of the cytoplasmic domain. The short isoform is entirely encoded by an extended version of exon 1, yielding a 896-AA protein with a cytoplasmic tail lacking the conserved motifs CM1 and CM2, which are encoded by, respectively, exon 3 and 4. The three long isoforms in the mouse (1040-, 1047- and 1057-AA) are generated by splicing of exon 1 to exon 2, followed by exons 3 and 4, and by, respectively, the alternatively used exons 5, 5.1 or 5.2. In the mouse, this results in the translation of 4 proteins, differing only at their carboxyterminal end (Fig. 1B). In Pcdh10all^fl/fl^ mice the long exon 1 was floxed (Fig. 2A) and Cre recombinase activity in such mice will therefore ablate all 4 isoforms of Pcdh10. In contrast, in Pcdh10long^fl/fl^ mice exons 2 and 3 are floxed (Fig. 2B), and Cre-mediated deletion in these mice will result in a frameshift in exons 4 and 5, so that only the shortest isoform 1 is expected to be expressed.

The correct genotype of these animals was checked at the genomic (Additional file 4: Fig. S3), transcriptional and protein levels. Both qRT-PCR and western blot analyses, using either broad-specificity or isoform-specific antibodies, confirmed the complete loss of all Pcdh10 isoforms in the brains of Pcdh10all-null mice (Fig. 3). These knock-out (KO) mice were obtained by crossing Pcdh10all^fl/fl^ with a transgenic mouse line showing ubiquitous expression of Cre recombinase in all adult tissues (Nestin-Cre) [56]. We extended the qRT-PCR analysis to several related δ-Pcdhs, and this revealed upregulated transcript levels for several of them, pointing at a compensatory mechanism (Additional file 12: Fig. S4A). The situation was different in the brains of Pcdh10long-null mice, which were obtained by crossing Pcdh10long^fl/fl^ mice with the Nestin-Cre mouse. The qRT-PCR analysis did not show upregulation of other δ-Pcdhs (Additional file 12: Fig. S4B), while both qRT-PCR and the western blot analyses revealed that progressive loss of long isoforms was compensated by transcriptional upregulation of the short isoform (Fig. 4).

**Fig. 3:**
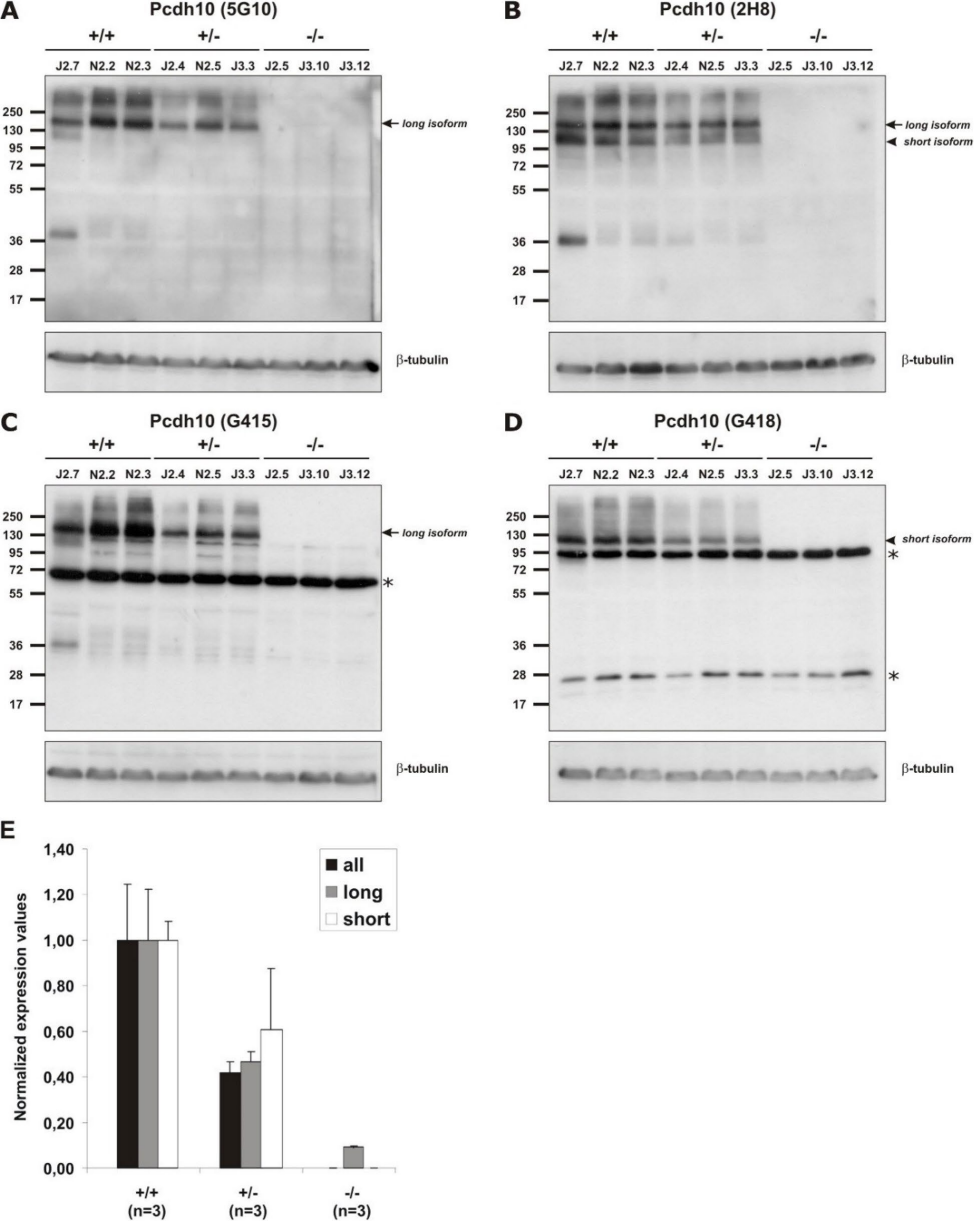
Pcdh10 expression levels in Pcdh10all^−/−^ mice. **A-D** Western blot analysis of brain lysates from wild-type (+/+), heterozygous (+/−) and homozygous (−/−) mutant Pcdh10all mice. See Additional file 8: Table S7 for antibody information. Loading control: β-tubulin. The corresponding original, uncropped Western blots are shown in Additional files 26 to 28. **A** Monoclonal antibody 5G10 detects only long isoforms. **B** Monoclonal antibody 2H8 detects all isoforms. **C** Polyclonal antibody G415 detects only long isoforms. **D** Polyclonal antibody G418 detects only the short isoform. Arrows point to the band corresponding to the long isoforms, arrowheads point to the band corresponding to the short isoform. Asterisks indicate aspecific bands recognized by the polyclonal antibodies. **E** qRT-PCR analysis of brains from wild-type, heterozygous and homozygous mutant Pcdh10all mice. Expression levels of all (black bars), long (grey bars) and short (white bars) isoforms were determined in 3 mouse brains of each genotype and data are represented as Mean + SD. Values for wild-type brains were set to 1. See Additional file 6: Table S5 for primer information

**Fig. 4:**
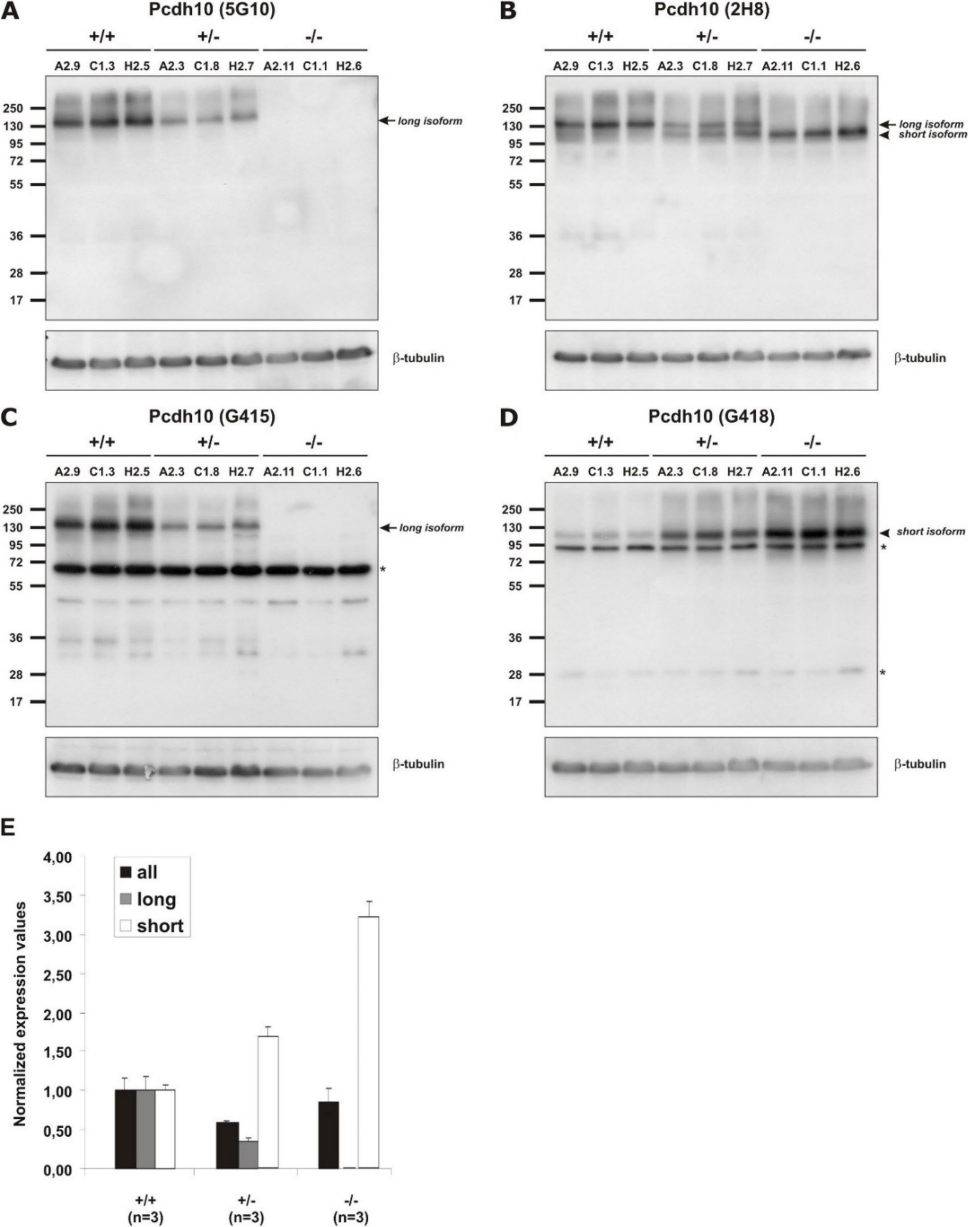
Pcdh10 expression levels in Pcdh10long^−/−^ mice. **A-D** Western blot analysis of brain lysates from wild-type (+/+), heterozygous (+/−) and homozygous (−/−) mutant Pcdh10long mice. See Additional file 8: Table S7 for antibody information. Loading control: β-tubulin. The corresponding original, uncropped Western blots are shown in Additional files 29 to 32. **A** Monoclonal antibody 5G10 detects only long isoforms. **B** Monoclonal antibody 2H8 detects all isoforms. **C** Polyclonal antibody G415 detects only long isoforms. **D** Polyclonal antibody G418 detects only the short isoform. Arrows point to the band corresponding to the long isoforms, arrowheads point to the band corresponding to the short isoform. Asterisks indicate aspecific bands for the polyclonal antibodies. **E** qRT-PCR analysis of brains from wild-type, heterozygous and homozygous mutant Pcdh10long mice. Expression levels of all (black bars), long (grey bars) and short (white bars) isoforms were determined in 3 mouse brains of each genotype and data are represented as Mean + SD. Values for wild-type brains were set to 1. See Additional file 6: Table S5 for primer information

Uemura et al. [49] reported severe defects in axon pathways in the ventral telencephalon of Pcdh10 null mice, smaller size at birth and death within several weeks after birth. Surprisingly, our homozygous Pcdh10 KO mice, affecting either all or only the long isoforms of Pcdh10, did not show any prominent phenotype or early lethality (Additional file 13: Fig. S5). Birth rate of heterozygous and homozygous mutant animals was in accordance with Mendelian ratios. Body weight of wild-type, heterozygous and homozygous KO animals was recorded for 8 weeks after birth and showed no significant differences between genotypes (Additional file 14: Fig. S6). Signs of neurological defects, early lethality or decreased fertility were not observed in our mutant animals.

### GFAP-Cre mediated knockout of Pcdh10 isoforms aggravates medulloblastoma and auricular tumor formation in transgenic mouse models

As PCDH10 expression is frequently repressed in human medulloblastoma [11], which is originating in the external granular layer of the developing cerebellum, we checked the effect of Pcdh10 ablation in an established mouse model for medulloblastoma [54]. In this model, floxed *Trp53* and *Rb1* alleles are recombined by a Cre recombinase under control of the *GFAP* (glial fibrillary acidic protein) promoter. We have modified this genotype by crossing in either the Pcdh10all^fl^ or the Pcdh10long^fl^ alleles. Kaplan-Meyer curves of medulloblastoma-free survival revealed: i. strict dependence of medulloblastoma formation on both Rb ablation and p53 ablation (Fig. 5), in concordance with published data [54]; ii. shorter tumor lag period and increased fraction of animals affected in case of heterozygous and in particular homozygous ablation of all Pcdh10 isoforms (Fig. 5C). All curve differences were statistically significant (Additional file 15: Table S11). Also in case of ablation of only long Pcdh10 isoforms, a statistically significant decrease in tumor-free survival was observed (Fig. 5D).

**Fig. 5:**
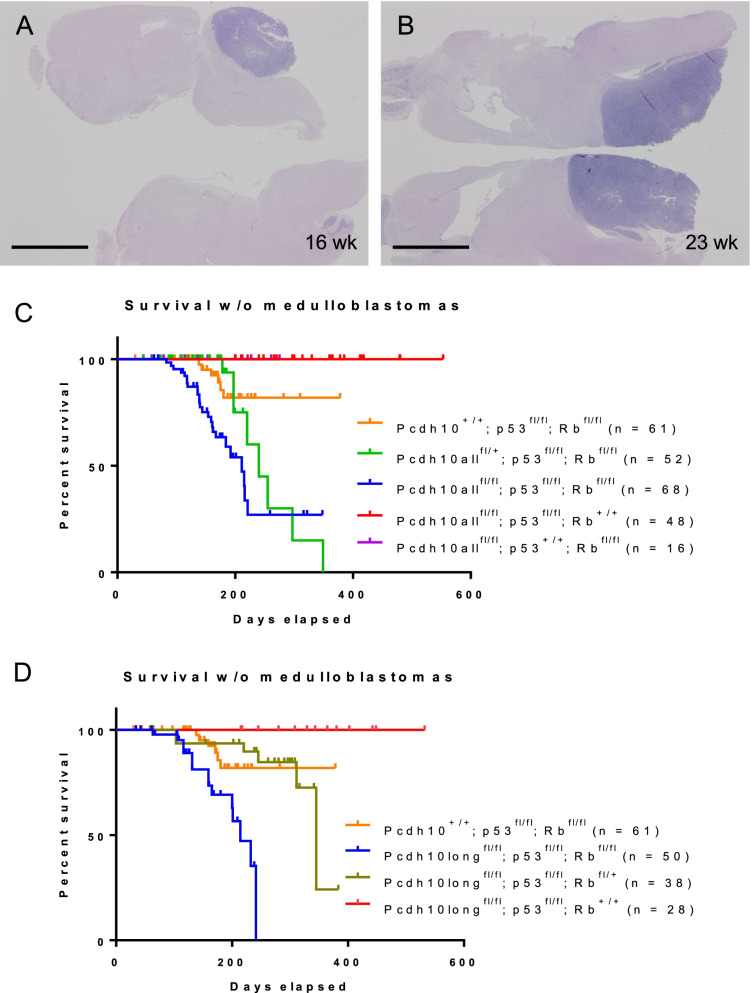
Development of medulloblastoma in GFAP-Cre^tg/+^ transgenic mice. **A,B** Sagittal sections through the brain of GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/fl^ mice at, respectively, 16 and 23 weeks after birth. The normal cerebellum is progressively replaced by medulloblastoma. Scale bars: 5 mm. **C,D** Evolution of medulloblastoma-free mice with the genotypes indicated. The number of mice evaluated is indicated between brackets. Pathological evaluation was initially on the basis of typical behavioral abnormalities (tremor, uncoordinated movements, balance distortions), but confirmed for each case by dissection and histology. See Additional file 15: Table S11 for statistical analysis

Unexpectedly, auricular (or pinnal) tumor formation was observed in these same animals (Fig. 6). The occurrence of these tumors was dependent on several factors: i. in all cases, auricular tumor formation occurred only unilaterally, namely exclusively in the ear with monel number tag, indicating that chronic irritation or inflammation is a requisite for this type of tumorigenesis (Fig. 6A); ii. in case of WT Pcdh10 (Pcdh10^+/+^), tumor formation was dependent on GFAP-Cre driven Rb ablation; iii. in case of Pcdh10all ablation (Fig. 6C), tumor formation was significantly more efficient than in case of WT Pcdh10; iv. contrary to medulloblastoma formation, auricular tumor formation did occur in a WT Rb background upon ablation of both Pcdh10 (all isoforms) and p53 (Fig. 6C); v. similar findings were done for GFAP-Cre driven Pcdh10long ablation (Fig. 6D), although in these mice differences between curves did not reach statistical significance (Additional file 15: Table S11). Histopathological examination of these lesions suggested a fibrosarcomatous tumor type in most cases (Fig. 6B).

**Fig. 6:**
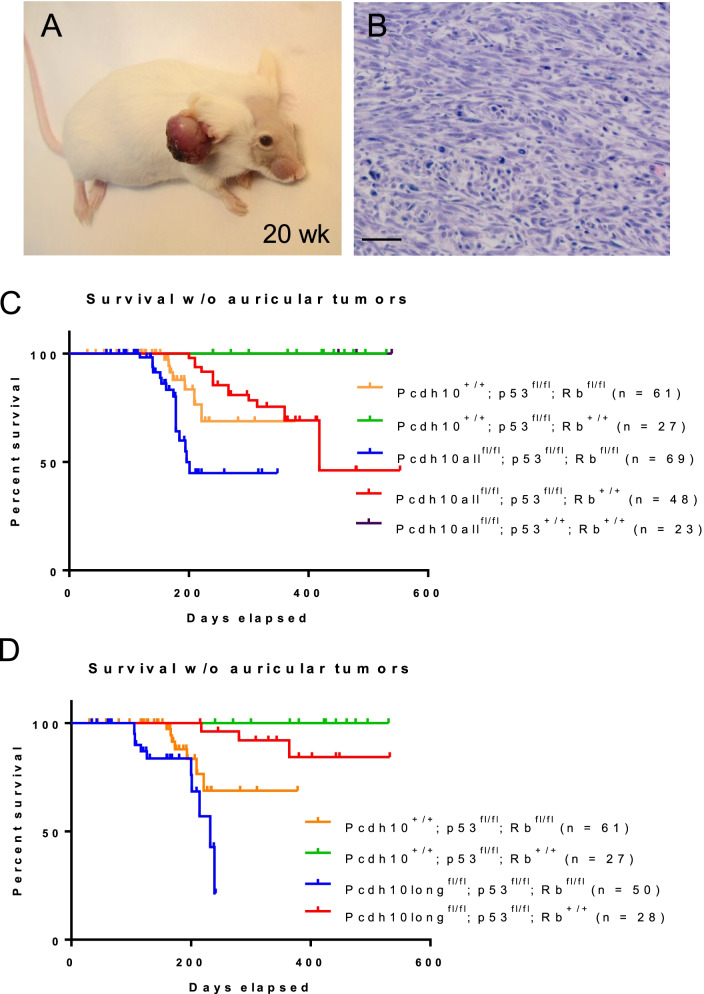
Development of auricular/pinnal tumors in GFAP-Cre^tg/+^ transgenic mice. **A** Auricular tumor in a GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/fl^ mouse at 20 weeks after birth. These pinnal tumors arise only unilaterally in the pinna marked with a monel tag. **B** Typical histology of a pinnal tumor. Scale bar: 50 μm. **C,D** Evolution of auricular-tumor free mice with the genotypes indicated. The number of mice evaluated is indicated between brackets. See Additional file 15: Table S11 for statistical analysis

### GFAP-Cre induced auricular tumors show stem cell features in vivo

Considering that medulloblastomas are known to arise in cerebellar stem cells [54, 64], we wondered about the cells of origin of the auricular tumors. We checked the location of GFAP-Cre activity in two ways: i. immunolocalization of GFAP protein; ii. lacZ activation in a Cre reporter mouse. The latter mouse was obtained by crossing GFAP-Cre mice with the R26R reporter mouse, which carries a loxP-STOP-loxP-*lacZ* cassette targeted into the ubiquitously expressed *ROSA26* locus [58]. Consistent results were obtained: GFAP was specifically detected in the perichondrium of the elastic cartilage of auricles, but neither in the mature chondrium nor in other tissues of the auricles (Fig. 7A,B). This particular perichondrium has been reported to harbour presumptive somatic stem cells, perichondrial stem cells (PSC) [65], and to be derived from the 1st branchial arch [66]. In agreement with this, prominent GFAP-Cre driven LacZ activity was seen in the perichondrium of adult GFAP-Cre^tg/+^;Rosa26^tg/+^ mice, but only rarely in mature chondrocytes and not at all in other tissues of the auricles (Fig. 7D-F). As expected, brain structures and in particular the cerebellum were positive for lacZ in this GFAP-Cre reporter mouse (Fig. 7C).

**Fig. 7:**
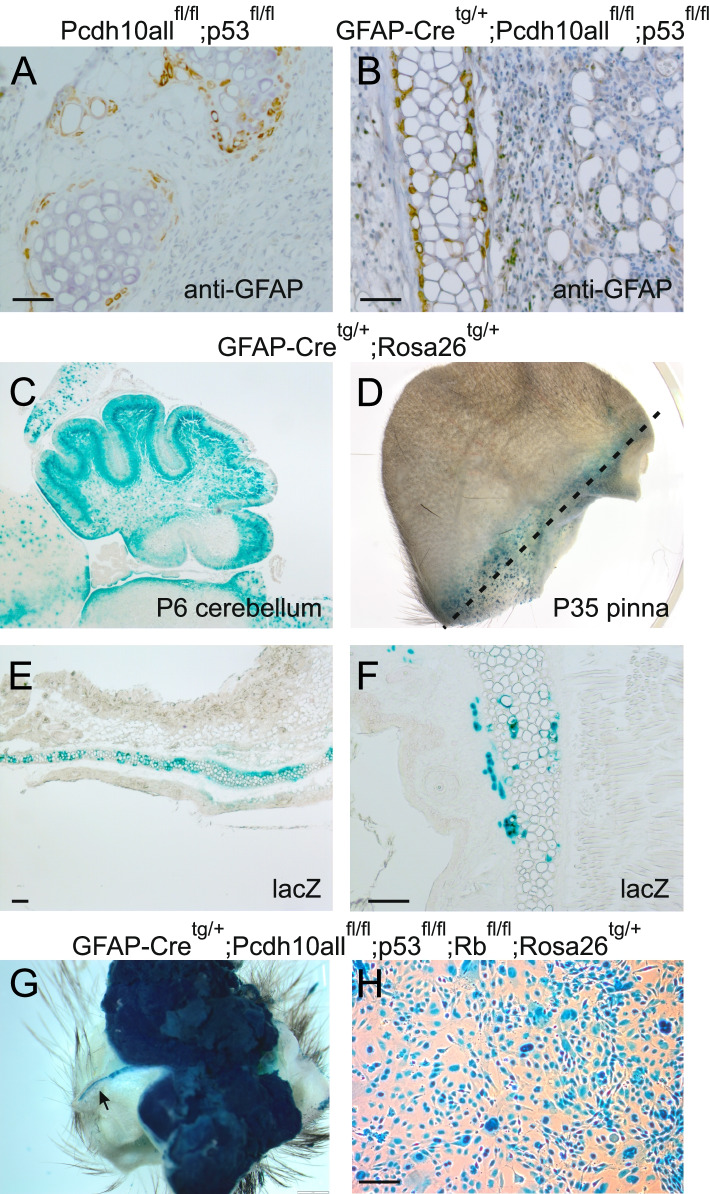
Detection of GFAP protein and GFAP-Cre activity in mouse tissues and tumors. Genotypes of mice analyzed are given on top of the corresponding panels. **A,B** Immunostaining of pinnal tissues with anti-GFAP antibody. In normal pinnae (**A**), only perichondrial stem cells (PSC) are positive. In case of pinnal tumors (**B**), also tumor cells surrounding the elastic cartilage may be positive, but this is often not the case. Scale bars: 50 μm. **C,D** GFAP-Cre activity in GFAP-Cre^tg/+^;Rosa26^tg/+^ mice, as detected by LacZ staining. **C** Positive staining of the granular layer of the cerebellum (young P6 mouse). Sagittal section obtained after whole-mount LacZ staining of the brain. **D** Positive whole-mount staining at the basis of the pinna (P35 mouse). The broken line indicates the section plane, yielding sections shown in **E** and **F**. Scale bars: 100 μm. LacZ-positive cells were seen at the location of PSC. **G** Strong LacZ activity in a pinnal tumor demonstrates previous GFAP-Cre activity. The arrow points at positivity in ‘normal’ elastic cartilage. **H** Strong LacZ activity in a cell line derived from a tumor, similar to this depicted in **G**. Scale bar: 50 μm

Unfortunately, we were unable to identify reliable anti-Pcdh10 antibodies, suitable for immunohistochemical analysis in the mouse. However, the causality between auricular tumor formation and GFAP-Cre mediated Pcdh10 ablation was further strengthened in the following ways: i. both auricular and cerebellar tumors in mice with GFAP-Cre^tg/+^;Pcdh10^fl/fl^;p53^fl/fl^ genotypes showed consistent Pcdh10 ablation (either all or only long isoforms) when analyzed by genomic PCR; ii. in an R26R reporter mouse with GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/fl^ genotype both the site of pinnal elastic cartilage and the whole pinnal tumor were lacZ-positive (Fig. 7G); two cell lines, which were obtained from such pinnal tumors, expressed lacZ homogeneously in vitro (Fig. 7H), but not Pcdh10; iii. in line with this, several cell lines were derived from pinnal tumors, and these completely lacked expression of Pcdh10, while some other protocadherins were nonetheless expressed (see below).

Although we cannot exclude that also other cell types besides PSC contribute to auricular tumor formation, we sought further evidence for a stem cell origin by analyzing these peculiar auricular tumors in more detail. We performed immunohistochemistry for several markers. Specificity of the antibodies for their respective antigens in the specimens under study was carefully validated as exemplified in Additional file 16: Fig. S7. CD44 has been reported to be expressed in the PSC of the pinna [65], and found by us to be generally expressed also in the pinnal tumors (Fig. 8A,B; Additional file 16: Fig. S7G and H). Sox2, which is a more universal stem cell marker, was not detected in the PSC but several pinnal tumors showed moderate to frequent expression of nuclear Sox2 (Fig. 8C; Additional file 16: Fig. S7F). Interestingly, NFATc1, a general marker of inflammation, was detected in numerous nuclei of several pinnal tumors (Fig. 8D; Additional file 16: Fig. S7C). In line with a fibrosarcoma histology, several pinnal tumors were positive for vimentin (Fig. 8E), but this staining was often heterogeneous and about half of the tumors was essentially negative for vimentin (Additional file 16: Fig. S7D). In one tumor (mouse #1729), we detected consistent desmin expression by the tumor cells (Fig. 8F), while other tumor-bearing pinnae showed specific desmin expression in normal skeletal muscle only (Fig. 8G). Also surprisingly, many tumors stained positively for cytokeratins (illustrated for CK1 in Fig. 8H). This prompted us to check also typical epithelial junctional proteins: E-cadherin and the associated beta-catenin and p120ctn (Additional file 17: Fig. S8; Additional file 16: Fig. S7E). E-cadherin was often weakly expressed, but mainly atypically in the cytoplasm. Beta-catenin was detected in many tumor cells, but generally cytoplasmic or nuclear, in line with activation of the Wnt signalling pathway. Also p120ctn was often strongly expressed in the cytoplasm, sometimes even in the nuclei. Expression of beta-catenin at cell-cell contacts was seen in the tumor with desmin positivity (mouse #1729). In view of these findings, we speculate that PSCs of the pinna have been subject to inflammation-triggered tumorigenesis. Tumors have apparently undergone progression along several ways of incomplete differentiation resulting in diverse features of fibrosarcoma, sarcomatoid (spindle-cell) carcinoma and even rhabdosarcoma.

**Fig. 8:**
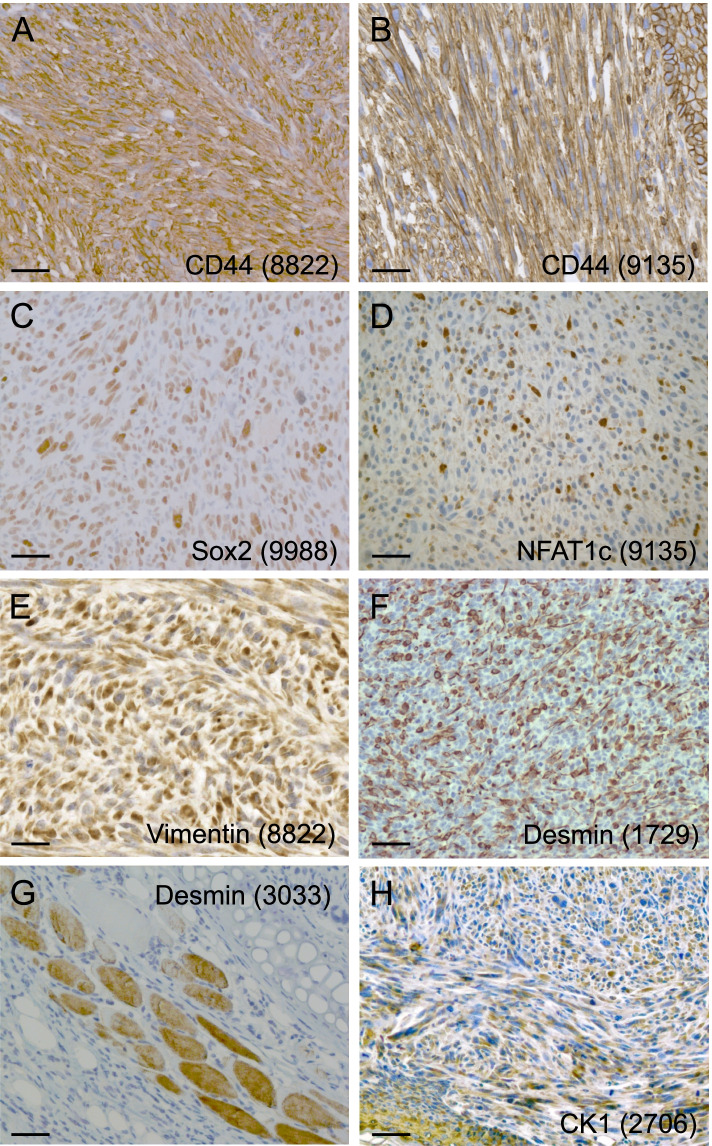
Immunohistochemical detection of stem cell markers, inflammation marker, and intermediate filaments in representative pinnal tumors. **A, B** cytoplasmic and cell surface CD44 staining (Upper right corner in **B**: normal epidermis with cell contact staining). **C** Nuclear Sox2 staining. **D** Nuclear NFAT1c staining. **E** Cytoplasmic vimentin staining. **F** Strong cytoplasmic desmin staining in one pinnal tumor. **G** Desmin staining in normal skeletal muscle of the pinna. **H** Cytoplasmic cytokeratin-1 staining (normal epidermis in the lower left corner). The genotype of mice in (**A,B,D,E,G,H**) is GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^+/+^. The mouse in (**C**) has genotype GFAP-Cre^tg/+^; Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/+^.The mouse in (**F**) has genotype GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^; Rb^fl/fl^. Mouse ear tag numbers are given between brackets. All scale bars: 50 μm

### GFAP-Cre induced auricular tumors show stem cell features ex vivo

To further our insight in the characteristics of the pinnal tumors, we explanted several of them into culture. These pinnal-tumor derived (PTD) cell lines were generally composed of elongated cells, which proliferated rapidly in vitro. Morphological heterogeneity in the cultures was reduced by subcloning. At the end, we performed analyses on 11 PTD lines, derived from 5 original tumors and fully checked for correct genotype by PCR (Table 1; Additional file 18: Table S12). We analyzed these cell lines for morphology, for anchorage-independent growth in soft agar, for invasive growth in extracellular matrix, and for subcutaneous (s.c.) allograft formation in athymic animals. Morphology was generally elongated and fibroblastic, except for PTD25 cells, which were highly refractile and much less adherent (Fig. 9). Colony formation in soft agar was clearly dependent on Rb ablation. All PTD cell lines displayed strong invasive capacity in a 3D-collagen matrix in vitro. This was based on the observation of single cells escaping from multicellular spheroids and showing invasive growth (Fig. 10). S.c. allografts were formed by each of the PTDs, although with diverse growth rates and lag periods (Additional file 19: Fig. S9). PTDs from mice with wild-type Rb (PTD11, 12, 17, 19) were slower performers. Those with confirmed ablation of Pcdh10all, p53 and Rb (PTD4, 7, 8, 24, 25) were remarkably efficient allograft formers. The increased aggressiveness in function of Rb ablation was also apparent from experimental metastasis assays. Injections of 2 × 10^5^ viable cells into the tail veins of athymic mice yielded fast growing lung colonies for PTD7 and PTD25, but none for either PTD11 or PTD19 cells (Additional file 20: Table S13 and Fig. S10). However, when a PTD12 allograft with wild-type Rb and showing a very long lag period was put in culture, yielding PTD12AD4, the latter formed allografts much more efficiently (Fig. 11 and Additional file 18: Table S12). Moreover, we repeated the allograft experiment for four PTD lines using decreasing numbers of inoculated cells (Fig. 11; Additional file 18: Table S12), and found that even inocula as small as 10^4^ or 10^3^ cells readily formed tumors in case of PTD25. PTD 25 was derived from the pinnal tumor in mouse #1729, and shows desmin positivity like the original tumor (see Fig. 8F and Additional file 21: Fig. S11). These features are in line with the presence of cancer stem cells in the PTD populations [67].

**Fig. 9:**
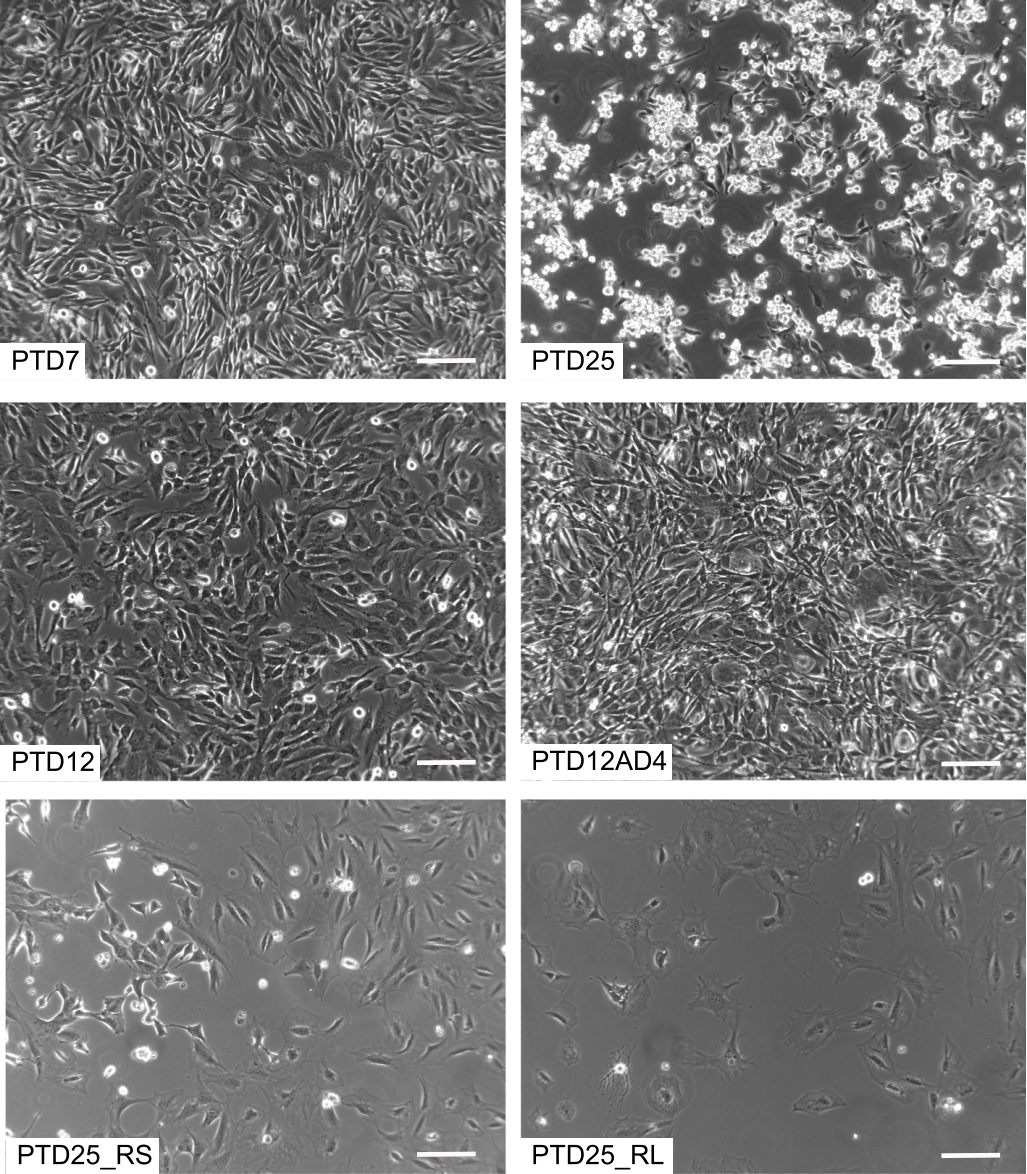
Phase contrast microscopy of pinnal-tumor derived cell lines (PTDs) and derivatives. Genotypes of the original pinnal-tumor bearing mice (Table 1) were: GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/fl^ (for PTD7 and PTD25) and GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^+/+^ (for PTD12). PTD12AD4 is a cell line derived from an allograft generated by s.c. injection of 2.5 × 10^6^ cells PTD12 (see text and Additional file 19: Fig. S9). PTD25_RS and PTD25_RL are transduced and FACS-sorted derivative populations of PTD25, rescued for Pcdh10 ablation by cDNA expression of, respectively, Pcdh10_short isoform 1 and Pcdh10_long isoform-4 (see text, Table 1 and Additional file 18: Table S12). Scale bars: 50 μm

**Fig. 10:**
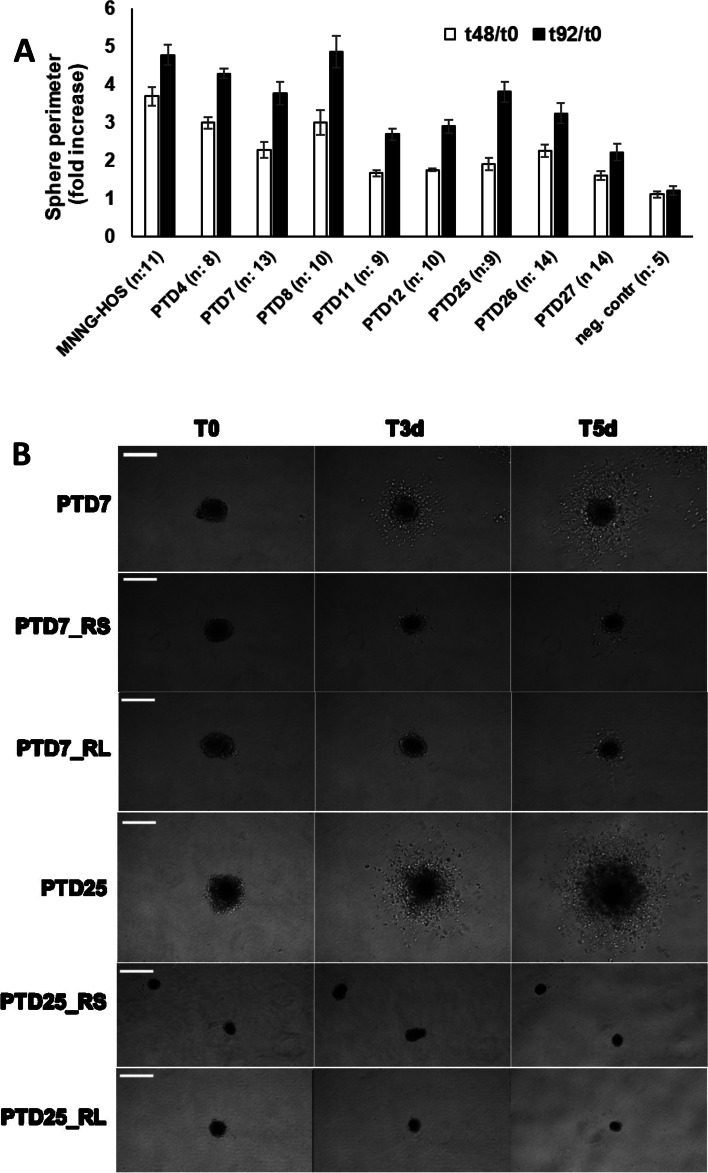
Invasive growth in 3D collagen matrices by spheroids generated from PTD cell lines. **A** Quantitation of representative experiments is shown. For details on PTDs see Table 1. Genotypes of the original pinnal-tumor bearing mice were: GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/fl^ (for PTD4, 7, 8, 25), GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/+^ (for PTD26, 27) and GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^+/+^ (for PTD11, 12). Sphere perimeters at 48 and 92 h were normalized to the sphere perimeter at t0 (fold increase). MNNG-HOS is a human cancer cell line, which served as a positive control [62]; The negative control is a non-invasive human breast cancer cell line T47D (sphere diameter fold increase ~ 1). For each cell line, the number of spheroids observed is given between brackets, and the values plotted are the means + SEM. **B** Representative data for three time points are shown, up to 5 days after seeding (T5d). PTD7 and PTD25 are the original PTD cell lines obtained from mice with GFAP-Cre^tg/+^;Pcdh10all^fl/fl^;p53^fl/fl^;Rb^fl/fl^ genotype. PTD7_RS and PTD25_RS are transduced and FACS-sorted derivative cell populations of, respectively, PTD7 and PTD25, rescued for Pcdh10 ablation by cDNA expression of the Pcdh10_short isoform 1 (see text, Table 1 and Additional file 18: Table S12). PTD7_RL and PTD25_RL are similar derivative cell populations, but rescued by cDNA expression of the Pcdh10_long isoform-4. Note the strongly reduced invasion or even lack of invasion upon Pcdh10 rescue. Scale bars, 150 μm

**Fig. 11:**
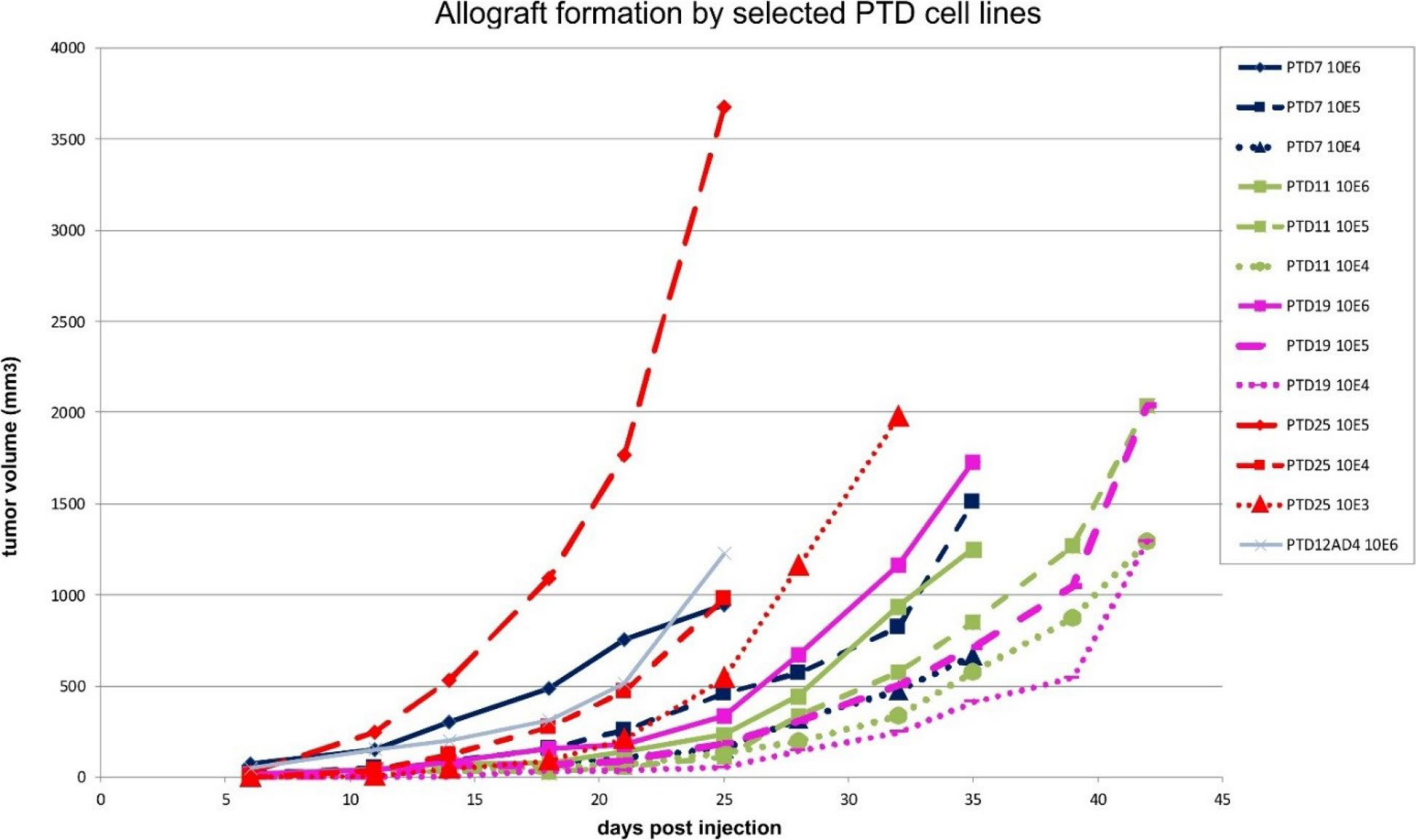
Allograft formation by decreasing amounts of various PTD cell lines. Athymic nude mice were s.c. injected. The number of inoculated cells varied from 10^6^ to 10^3^ as indicated for the PTD lines analyzed. PTD12AD4 is a cell line derived from an allograft generated by s.c. injection of 2.5 × 10^6^ cells PTD12 (see text and Additional file 19: Fig. S9). The cells were mixed with Matrigel before injection. Tumor volumes are the average for 5 injected mice. See Additional file 18: Table S12 for quantitation

### Restoration of Pcdh10 expression in two PTD cell lines strikingly reduces malignancy

PTD7 and PTD25 cell lines were transduced with lentiviruses expressing either the short isoform 1 of mouse Pcdh10, or the long isoform 4 of mouse Pcdh10, both C-terminally HA-tagged. Transduced cells were selected by blasticidin and further enriched by FACS using an antibody recognizing the extracellularly exposed amino-terminal end of Pcdh10. The selected cell pools _RS (rescued with short Pcdh10 isoform) and _RL (rescued with long isoform) showed fair expression of HA-tagged Pcdh10 isoform-1 or − 4 at cell-cell contacts (Fig. 12A,B). The Pcdh10 rescue converted the refractile PTD25 cells to flat and adherent cells, which had lost desmin expression (Fig. 9; Additional file 21: Fig. S11). In addition, in all Pcdh10 rescued derivatives, anchorage-independent growth and in vitro invasion into collagen matrices were strikingly suppressed or even lost (Table 1; Fig. 10B; Additional file 18: Table S12). Most importantly, allograft formation by the Pcdh10 rescued derivatives was obviously retarded or even abolished (Fig. 12C,D; Table 1; Additional files 18 and 22: Tables S12 and S14).

**Fig. 12:**
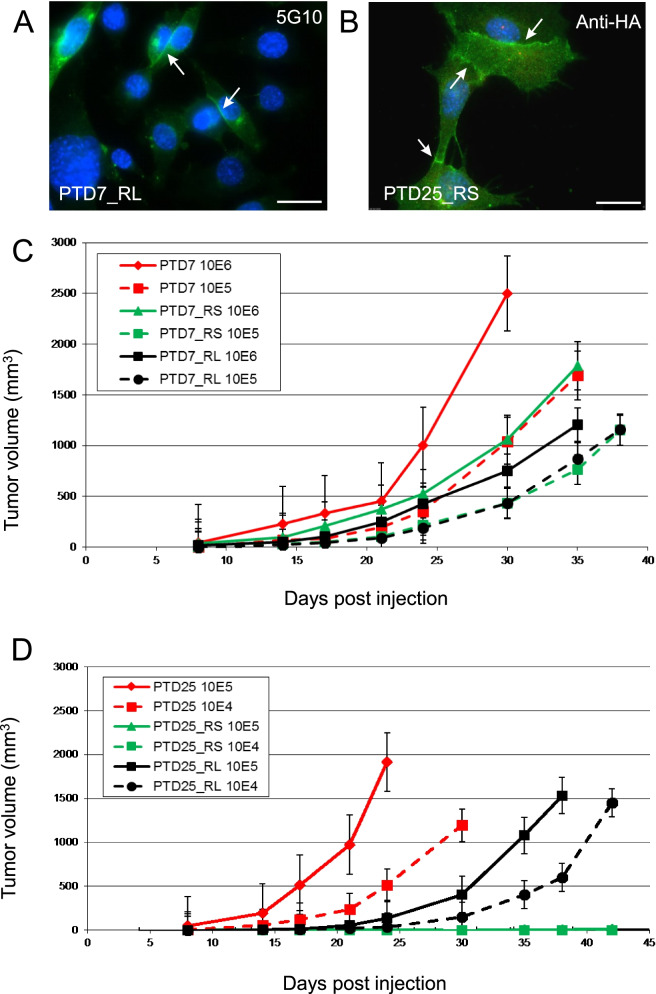
Restored expression of Pcdh10 isoforms reduces malignancy of pinnal-tumor derived cell lines PTD7 and PTD25. **A** Immunofluorescent detection of ectopic expression of Pcdh10 (long isoform 4) at cell-cell contacts (arrows) in transduced and FACS sorted PTD7_RL cultures, using MAb 5G10 as primary antibody specific for long Pcdh10 isoforms (Additional file 8: Table S7). Scale bar: 20 μm. **B** Immunofluorescent detection of ectopic expression of HA-tagged Pcdh10_short isoform 1 at cell-cell contacts (arrows) in transduced and FACS sorted PTD25_RS cultures, using anti-HA as primary antibody. Scale bar: 20 μm. **C,D** Allograft formation after s.c. injection of single-cell suspensions. Tumor volumes are the average + SD for 4 to 5 injected mice. See Additional files 18 and 22: Tables S12 and S14 for quantitation and statistical analysis. **C** Inoculation of PTD7 cells and their Pcdh10 rescued derivatives. PTD7_RS expresses ectopic Pcdh10_short isoform 1; PTD7_RL expresses the long isoform 4. The number of inoculated cells was 10^6^ and 10^5^ as indicated. **D** Inoculation of PTD25 cells and their Pcdh10 rescued derivatives. PTD25_RS expresses ectopic Pcdh10_short isoform 1; PTD25_RL expresses the long isoform 4. The number of inoculated cells was 10^5^ and 10^4^ as indicated

Given the exclusive nature of this collection of cell lines, we performed an RNA-Seq experiment (Additional files 9-11: Tables S8-S10). 

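RNA was sequenced from 21 cultures of the PTD7 and PTD25 cell families. PTD7 and PTD25 are cell lines from mouse pinnal tumors in which Pcdh10, Trp53 and Rb1 had been floxed. The paper's methods describe PTD7 as a subclone from a female mouse and PTD25 as a cell population from a male mouse. The _RS derivatives re-express the short isoform 1 of Pcdh10 and the _RL derivatives the long isoform 4, each from a lentiviral vector in a FACS-sorted population. A single derivative per isoform and family was analysed here, with no vector-only derivative, so the replicates are cultures of the same line. There were 3 libraries of PTD7, 4 of PTD7_RS, 4 of PTD7_RL, 3 of PTD25, 4 of PTD25_RS and 3 of PTD25_RL. The authors prepared stranded mRNA libraries, sequenced single reads of 75 bp, trimmed and aligned them, and deposited the number of reads counted on each gene, without normalization. Each library lists genes by symbol. Between 11064855 and 18300851 reads per library were counted on genes. The median was 17187937 in PTD7, 11874605.5 in PTD7_RS, 14905883.5 in PTD7_RL, 14807600 in PTD25, 17350445.5 in PTD25_RS and 15939974 in PTD25_RL. Reads on no annotated gene made up 4.57% to 7.43% of the reads in a library, and reads that matched more than 1 gene 1.16% to 1.77%. The smallest level taken as detected, 3 counts, corresponded to 1.64e-05% to 2.71e-05% of the counts of a library. This floor covers counting error only. The lowest correlation of log2 counts across genes between libraries of a group was 0.993, and no 2 libraries were identical. Counts were scaled by edgeR's TMM method within each cell family, and normalized counts are the counts after this scaling. Genes with enough counts for testing were kept with edgeR's filterByExpr (minimum count 10), which left 12032 genes in the PTD7 family and 13098 in the PTD25 family. Differential expression was tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes kept. As in the paper, genes were called differentially expressed at an adjusted p-value under 0.01 and an absolute log2 fold change over 1 in the PTD7 family, or over 2 in the PTD25 family and between PTD25 and PTD7.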

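Pcdh10 lies on chromosome 3 of the mouse genome (GRCm38, positions 45378398 to 45435623). It had 0 counts in each of the 3 PTD7 libraries, and the highest count in a PTD25 library was 2. Its mean normalized count was 559.7 ± 186 (SD, n = 4) in PTD7_RS, 739 ± 193 (SD, n = 4) in PTD7_RL, 1436 ± 83.7 (SD, n = 4) in PTD25_RS and 3332 ± 434 (SD, n = 3) in PTD25_RL. The deposited values are sums over a whole gene, so reads on deleted exons and on remaining exons of a floxed gene cannot be told apart. Trp53, which encodes p53, lies on chromosome 11 from 69580359 to 69591873. Its mean normalized count was 101 ± 14.9 (SD, n = 3) in PTD7 and 135 ± 13.3 (SD, n = 3) in PTD25. In the rescued derivatives it was 77.9 ± 9.29 (PTD7_RS, SD, n = 4), 47.7 ± 8.68 (PTD7_RL, SD, n = 4), 57.2 ± 3.92 (PTD25_RS, SD, n = 4) and 86.5 ± 4.85 (PTD25_RL, SD, n = 3). The decrease in PTD7_RL, a log2 fold change of -1.10 (standard error 0.16, adjusted p = 2.60e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), passed the threshold of its family. Rb1 lies on chromosome 14 from 73183673 to 73325822. Its mean normalized count was 39.1 ± 7.53 (SD, n = 3) in PTD7 and 55.3 ± 10.2 (SD, n = 3) in PTD25. None of its changes in the rescued derivatives passed the threshold. Its log2 fold change was 0.74 in PTD7_RS, 0.95 in PTD7_RL, -0.32 in PTD25_RS and -0.59 in PTD25_RL. In this order the adjusted p-values were 0.00412, 0.000325, 0.148 and 0.0238 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 4 PTD7_RS libraries, replicate 4 had the lowest Rb1 value, 49.2, against 70.8 to 72.0 in the others.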

First, this analysis confirmed the ablated nature of Pcdh10, p53 and Rb in the PTD7 and PTD25 cell lines, and the Pcdh10 rescue in _RS and _RL derivatives (Additional file 23: Table S15). Genes differentially expressed (DE) between PTD7 or PTD25 and their respective _RL and _RS derivatives were studied by the Ingenuity Pathway Analysis (IPA, Qiagen) (Table 2; Fig. 13; Additional file 24: Figs. S12-S16). 

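In PTD7_RS, 1133 of the 12032 genes tested were differentially expressed relative to PTD7, 346 upregulated and 787 downregulated. In PTD7_RL there were 1773, of which 755 were upregulated and 1018 downregulated. In PTD25_RS, 2041 of 13098 genes differed from PTD25 (966 upregulated, 1075 downregulated), and in PTD25_RL 1828 (894 upregulated, 934 downregulated). Between the parental lines, tested on their 6 libraries alone, 1911 of 12831 genes differed, 1293 higher in PTD25 and 618 higher in PTD7. By the adjusted p-value alone, without a limit on the fold change, the numbers were 4871 in PTD7_RS, 6414 in PTD7_RL, 9343 in PTD25_RS, 8675 in PTD25_RL and 8710 between the parental lines. The alternative that moved the first of these results most was a log2 fold change over 2 in place of 1, with which PTD7_RS had 388 differentially expressed genes. Replicate numbers label cultures, and the paper does not say that cultures with the same number were grown together. The residuals of same-numbered libraries correlated across genes with a mean r of -0.139 between PTD7 and PTD7_RL and of -0.118 between PTD25 and PTD7. With the replicate number as a replicate block in the model, these comparisons gave 1731 and 1909 genes.

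**Figure D1:**
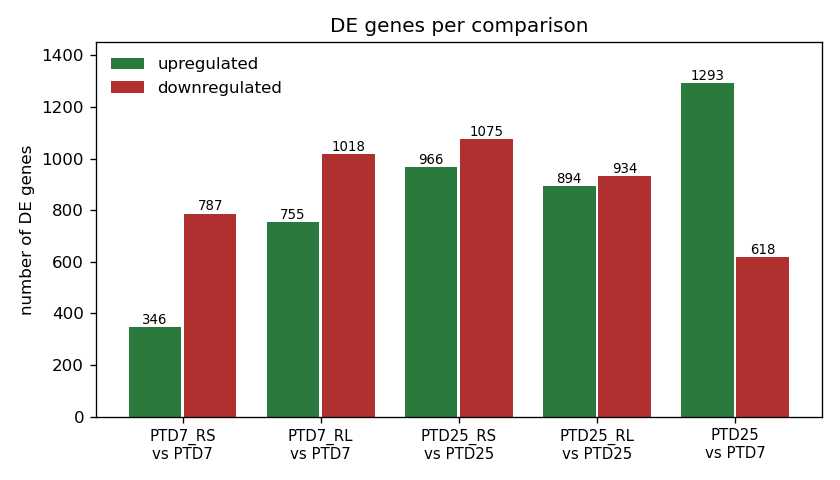
Number of differentially expressed genes in each of the 5 comparisons, with bars for upregulated and downregulated genes side by side. The bars range from 346 upregulated genes in PTD7_RS to 1293 genes higher in PTD25 than in PTD7.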

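Pcdh10 had at most 3 counts in every parental library, so its increase is given as a lower bound against that floor. The increase was at least 228-fold in PTD7_RS, 301-fold in PTD7_RL, 449-fold in PTD25_RS and 1042-fold in PTD25_RL. Among the genes past the threshold, Pcdh10 ranked 1 by fitted log2 fold change in each of the 4 comparisons. Its adjusted p-values were 2.93e-07 in PTD7_RS, 8.02e-08 in PTD7_RL, 2.72e-15 in PTD25_RS and 1.40e-15 in PTD25_RL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene ranked next was Sp8 in PTD7_RS, with 0 counts in PTD7 and 2 to 3 counts in PTD7_RS. In PTD7_RL it was Ces1f, with 0 counts in PTD7 and 6 to 14 counts in PTD7_RL. In both PTD25 derivatives it was Megf6, which had 0 counts in PTD25 and rose at least 60.0-fold in PTD25_RS and 57.2-fold in PTD25_RL. The alternative that moved the log2 fold change of Pcdh10 most was DESeq2 with a prior on fold changes, which gave 5.02 in PTD7_RS and 5.37 in PTD7_RL.

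**Figure D2:**
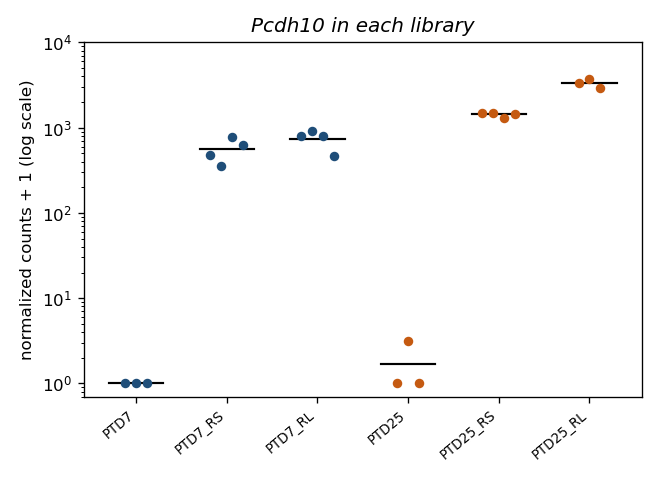
Normalized count of Pcdh10, plus 1, in each library of the 6 groups on a log axis. Points are libraries and lines are group means. The parental libraries are at or near 0 counts, and the rescued libraries lie above 352.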

In all rescued derivatives, Pcdh10 was the most upregulated molecule. 

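Both isoforms of a family were compared with the same 3 parental libraries. This alone makes their log2 fold changes correlate and their gene lists overlap. Across the genes tested, which are not independent replicates, Pearson's r between the log2 fold changes of the short and the long isoform was 0.82 in the PTD7 family and 0.91 in the PTD25 family. Differentially expressed with both isoforms in the PTD7 family were 837 genes, 5.01 times the 167 expected for independent lists. In the PTD25 family there were 1515, which is 5.32 times the 285 expected for independent lists. With shared parental libraries the lists are not independent, so this excess alone does not show that the isoforms act alike. The lists of the 10 genes with the largest increases for each isoform had 5 genes in common in the PTD7 family and 5 in the PTD25 family. The corresponding lists of decreases had 3 and 2 genes in common. All of the 10 most increased genes of PTD7_RS and 9 of the 10 of PTD25_RS were past the threshold with the long isoform as well, and so were all 10 of the most decreased genes in each family. A log2 fold change over 2 in place of 1 moved the number of genes shared in the PTD7 family most, from 833 with the same direction to 282.

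**Figure D3:**
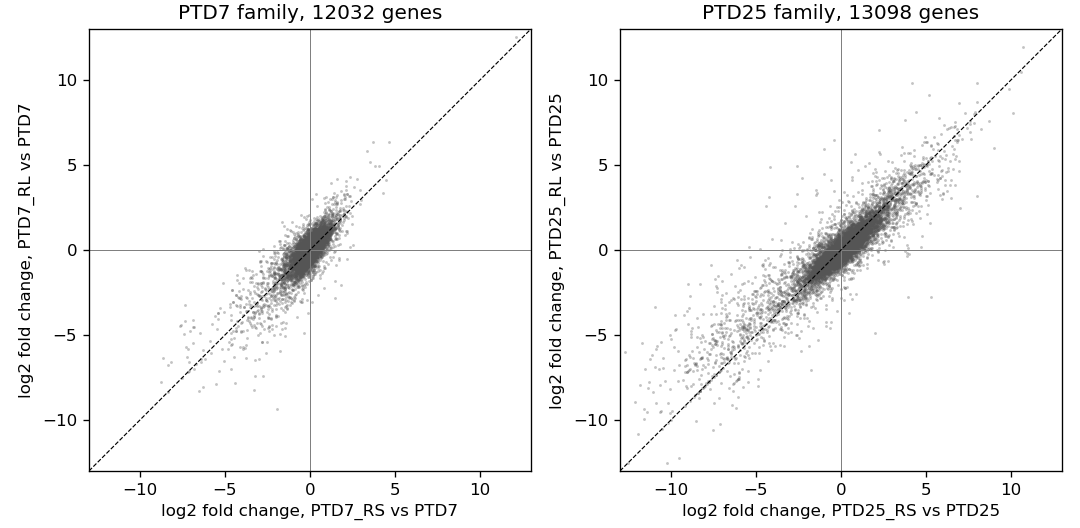
Log2 fold change with the long isoform (vertical axis) against the log2 fold change with the short isoform (horizontal axis), for 12032 genes of the PTD7 family and 13098 genes of the PTD25 family. The dashed line marks equal changes. Most genes far from 0 lie near this line.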

Contrary to what the lists of top-10 upregulated or downregulated DE genes in Table 2 might suggest, there is a considerable agreement between the upregulated or downregulated DE genes in PTD7_RS and PTD7_RL cells (versus PTD7) as well as in PTD25_RS and PTD25_RL cells (versus PDT25) (considering either the highest log2FoldChange or the lowest log2FoldChange values in Additional files 9 and 10: Tables S8 and S9; sheets with both ‘Shared’ and ‘(Sort DE)’ in their names). 

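Of the 346 genes lowered by more than 2 on the log2 scale in PTD7_RS, 318 (91.9%) were also differentially expressed in PTD7_RL. Of the 240 genes raised by more than 4 in PTD25_RS, 226 (94.2%) were also differentially expressed in PTD25_RL. In the other directions, 38 of 42 genes raised by more than 2 in PTD7_RS (90.5%) and 536 of 577 genes lowered by more than 4 in PTD25_RS (92.9%) were shared with the long isoform.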

For instance, 69 out of 75 downregulated genes in PTD7_RS with log2FoldChange values lower than − 2 were shared with those in PTD7_RL, and 156 of 160 upregulated genes in PTD25_RS with log2FoldChange values higher than + 4 were shared with those in PTD25_RL. It was striking that in all comparisons about 50% of the DE genes was associated at high significance with cancer-related pathways (Table 2). However, also DE genes in parental PTD25 compared to parental PTD7 showed such high association with cancer, likely reflecting the higher tumorigenicity of PTD25 (Table 1; Fig. 11; Additional files 19 and 24f: Figs. S9 and S17). The occurrence of the keyword ‘cancer’ in the associated top gene networks and the occurrence of cancer-related terms in the graphical summaries of the IPA analyses (Table 2; Fig. 13; Additional file 24: Figs. S12-S16) added significance to the DE genes observed in these rescued derivatives with lower malignancy. 

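The genes found with both isoforms made up 73.9% of the differentially expressed genes of PTD7_RS and 47.2% of those of PTD7_RL. In the PTD25 family they made up 74.2% of the list of PTD25_RS and 82.9% of the list of PTD25_RL.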

About half of the DE genes of PTD7_RS were shared by the PTD7_RL cells, whereas more than 80% of DE genes of PTD25_RL were shared by PTD25_RS cells (Table 2). These shared DE genes were almost always differential in the same direction (up- or downregulated) (Additional files 9 and 10: Tables S8, S9). 

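The direction was the same for 833 of the genes shared by PTD7_RS and PTD7_RL, 245 upregulated and 588 downregulated, and opposite for 4. For PTD25_RS and PTD25_RL it was the same for 1508 genes, 685 upregulated and 823 downregulated, and opposite for 7.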

DE genes in PTD7_RL were more often associated with cell death networks than DE genes in PTD7_RS (Table 2). However, there were almost no DE genes shared between any rescued PTD7 population and any rescued PTD25 cell population, reflecting also the large difference between gene activity in, respectively, parental PTD7 and PTD25 (Table 2, Additional files 23 and 24f: Table S15 and Fig. S17). 

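Of 11705 genes tested in both families, 370 were differentially expressed in PTD7_RS and in PTD25_RS, against 102 expected by chance (3.64 times as many). For a one-sided Fisher's exact test across genes, p was 3.66e-130 and 7.31e-130 after Benjamini-Hochberg adjustment over the 4 overlaps between families. Genes are not independent replicates. These 370 genes were 32.7% of the list of PTD7_RS and 18.1% of the list of PTD25_RS. The direction was the same for 249 of them (67.3%). For the long isoform, 431 genes were in both lists, against 144 expected (2.99 times as many, Fisher's exact p = 4.81e-120, the largest of the 4 and unchanged by the adjustment). They were 24.3% of the list of PTD7_RL and 23.6% of the list of PTD25_RL, and 291 of them (67.5%) changed in the same direction. Pearson's r of the log2 fold changes across all genes tested in both families was 0.23 for either isoform. The alternatives that moved the overlap for the short isoform most were a log2 fold change over 1 throughout, which gave 623 genes, and a test against the fold-change threshold itself (edgeR's glmTreat), which left 122. Genes that differed between PTD25 and PTD7 were frequent among those changed in the rescued PTD25 lines. Of the 2041 differentially expressed genes of PTD25_RS, 975 also differed between the parental lines, and 888 of these changed in the opposite direction. For PTD25_RL the numbers were 923 and 852. The parental PTD25 libraries enter both comparisons.

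**Figure D4:**
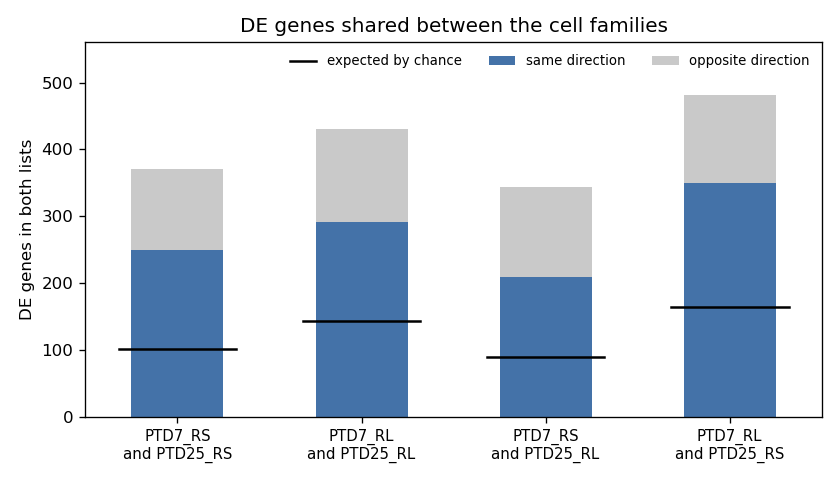
Number of genes differentially expressed in both families for each of the 4 pairs of comparisons, split into genes changed in the same and in the opposite direction. The black lines mark the numbers expected by chance, which range from 89.0 to 164.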

The myogenic differentiation in PTD25 is striking, as well as its inhibition in both rescued derivatives PTD25_RS and PTD25_RL.

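Among the muscle genes, Myod1 (chromosome 7, 46376474 to 46379099) and Myog (chromosome 1, 134289989 to 134292548) encode regulators of myogenesis. Des (chromosome 1, 75360329 to 75368579) encodes desmin, and Myh3 (chromosome 11, 67078300 to 67102291) encodes a myosin heavy chain. No PTD7 library had more than 1 count on any of them. Relative to the detection floor of 3 counts they were at least 3761-fold (Myod1), 9825-fold (Myog), 11211-fold (Des) and 2158-fold (Myh3) higher in PTD25. The mean normalized count of Myod1 was 10748 ± 728 (SD, n = 3) in PTD25, 175 ± 27.4 (SD, n = 4) in PTD25_RS and 615 ± 288 (SD, n = 3) in PTD25_RL. Myog had means of 28071 ± 2418, 129 ± 31.4 and 409.9 ± 326 in the same groups. Its log2 fold change was -7.77 in PTD25_RS (standard error 0.51, adjusted p = 5.85e-07) and -6.09 in PTD25_RL (standard error 0.52, adjusted p = 5.25e-06), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Myod1 the log2 fold changes were -5.94 and -4.12, for Des -6.38 and -5.68, and for Myh3 -7.38 and -5.27. The 3 PTD25_RL libraries differed widely, with Myog between 170.4 and 781. In the PTD7_RS libraries, Myog was at 0 except in replicate 3, where it was 9.17, and Des was 7.86 in that replicate and at most 1.29 in the others.

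**Figure D5:**
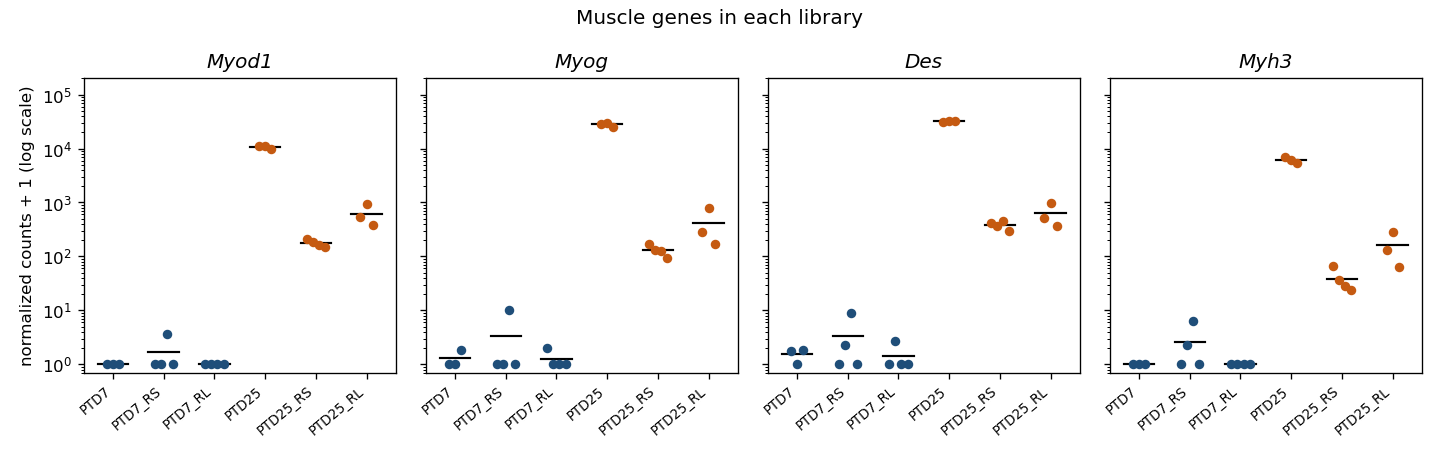
Normalized counts, plus 1, of Myod1, Myog, Des and Myh3 in each library of the 6 groups on a log axis. Points are libraries and lines are group means. The PTD25 libraries lie at 5472 or higher for each gene, and the rescued PTD25 libraries at 998 or lower.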

**Table 2:** IPA^a^ analyses of DE genes in RNA-Seq data for PTD7, PTD25 and their Pcdh10-rescued derivatives

Analysis type^b^	DE genes		DE genes		DE genes		DE genes		DE genes	
Cell line #1 vs.	PTD7_RS vs.		PTD7_RL vs.		PTD25_RS vs.		PTD25_RL vs.		PTD25 vs.	
Cell line #2	PTD7		PTD7		PTD25		PTD25		PTD7	
# Analysis-ready molecules	399		909		1378		1228		1275	
# up	113		430		719		659		887	
# down	286		479		659		569		388	
Top associated disease #1	Cancer		Cancer		Cancer		Cancer		Cancer	
p-value range	2,8E-04- > 1.1E-18		4.3E-06- > 2.5E-28		1.0E-09- > 1.2E-51		9.6E-11- > 5.3E-53		5.3E-09- > 3.9E-40	
# molecules involved	209 (52%)		445 (49%)		705 (51%)		648 (53%)		650 (51%)	
Keyword in top networks^c^	Cancer	Cell death	Cancer	Cell death	Cancer	Cell death	Cancer	Cell death	Cancer	Cell death
# Hits in # top networks	7 of 20	2 of 20	5 of 25	5 of 25	3 of 25	1 of 25	3 of 25	2 of 25	1 of 25	2 of 25
Score of relevant networks	41- > 15	31;23	40- > 23	30- > 15	32- > 26	23	33- > 21	26;24	25	25;22
Range of molecules involved	28- > 14	23;19	32- > 23	27- > 18	31- > 28	26	31- > 24	27;26	27	27;25
Top 10 upregulated DE genes /	**Pcdh10**	**5.73**	**Pcdh10**	**6.10**	**Pcdh10**	**8.92**	**Pcdh10**	**10.14**	**H19**	**15.16**
log2FoldChange	Ces1g	4.06	Cbr2	3.68	Plin4	7.10	Ccl9	7.19	Des	13.52
	Edn1	3.34	Ces1g	3.66	Megf6	6.83	Plin4	7.12	Myog	13.50
	Cbr2	2.38	Ifitm1	3.66	Ndnf	6.75	Slc1a3	7.01	Igfbp5	13.45
	Ctsw	2.32	Slc40a1	3.13	Cdhr1	6.71	C1s	6.92	Actc1	13.00
	Dynap	2.13	Klhl30	3.04	Chst1	6.65	Serpina3	6.82	Cdh15	12.54
	Klhl30	2.01	Prelp	3.03	Col8a2	6.58	Megf6	6.77	Myod1	12.45
	Tnnt2	1.97	Chst1	2.97	Postn	6.56	Vdr	6.62	Igf2	12.18
	Il33	1.94	Aldh3a1	2.96	C1s	6.34	Pvalb	6.61	Myl1	12.14
	Il7	1.92	Kif21b	2.91	Sp8	6.34	Ppl	6.46	Myh3	11.72
Top 10 downregulated DE genes /	Cyba	−4.97	Cyba	−5.05	Pnma8b	−10.45	Krt8	−10.36	Crabp1	-11.64
log2FoldChange	Ptgis	−4.87	Armcx2	−4.91	Wnt7b	−10.40	Thbs4	−9.73	Il1rl1	-10.76
	Armcx2	−4.49	Tcf24	−4.83	Thbs4	−10.37	Nefl	−9.48	Rpl39l	-10.25
	Armcx5	−4.46	Ptgis	−4.81	Bex1	−10.29	Col13a1	−9.43	Xist	-10.03
	Sdk1	−4.31	Tuba8	−4.79	Gal	−10.21	Naip1	−9.17	Dlk1	-9.59
	Nid1	−4.27	Sprr1a	−4.67	Nefm	−9.98	Heyl	−9.14	Slit3	-9.52
	Angptl4	−4.11	Angptl4	−4.50	Crhr1	−9.96	Nefm	−9.12	Morc1	-9.00
	Bmp2	−4.06	Dapk1	−4.48	Neffl	−9.84	Grik3	−9.04	Prxl2ad	-8.96
	Tcf24	−3.93	Armcx3	−4.47	Peg3	−9.71	Wnt7b	−9.02	Barx1	-8.95
	Lonrf3	−3.62	Bmp2	−4.46	Actn2	−9.69	Tmem30b	−8.48	Irx1	-8.54
**Analysis type**^d^	**Shared DE genes**				**Shared DE genes**					
Cell lines #1 vs.	(PTD7_RS and _RL) vs.		% of DE genes of		(PTD25_RS and _RL) vs.		% of DE genes of			
Cell line #2	PTD7		PTD7_RS	PTD7_RL	PTD25		PTD25_RS	PTD25_RL		
# Analysis-ready molecules	233		58	26	1014		74	83		
# up	63		56	15	520		72	79		
# down	170		60	35	494		75	87		
Keyword in top networks^c^	Cancer	Cell death			Cancer	Cell death				
# Hits in # top networks	3 of 14	3 of 14			2 of 25	1 of 25				
Score of relevant networks	36- > 20	22- > 14			36;36	24				
Range of molecules involved	23- > 15	16- > 12			31;31	25				
**Analysis type**^e^	**Unique DE genes**		**Unique DE genes**		**Unique DE genes**		**Unique DE genes**			
Cell line #1 vs.	PTD7_RS (NOT _RL) vs.		PTD7_RL (NOT _RS) vs.		PTD25_RS (NOT_RL) vs.		PTD25_RL (NOT _RS) vs.			
Cell line #2	PTD7		PTD7		PTD25		PTD25			
# Analysis-ready molecules	164		675		361		207			
# up	50		366		198		132			
# down	114		309		163		75			
Keyword in top networks^c^	Cancer	Cell death	Cancer	Cell death	Cancer	Cell death	Cancer	Cell death		
# Hits in # top networks	4 of 8	0 of 8	5 of 25	5 of 20	3 of 19	1 of 19	2 of 11	1 of 11		
Score of relevant networks	51- > 20	n.a.	28- > 13	47- > 21	36- > 15	14	23;19	13		
Range of molecules involved	27- > 14	n.a.	24- > 15	33- > 20	25- > 14	13	16;14	11		

^a^The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen). See also legend to Fig. 13.

^b^Differentially expressed (DE) genes were determined as described in Materials and Methods. See Additional files 9-11: Tables S8-S10 for detailed data

^c^We consider top networks as those with a score higher than 10 (i.e. there is less than a 1 in 10E10 chance that the Network Eligible Molecules found in that network appeared there just by chance)

^d^DE genes detected in both _RS and _RL derivatives compared to their respective parental cell line. See Additional files 9 and 10: Tables S8 and S9 for detailed data

^e^DE genes detected in one rescued derivative (either _RS or RL) and not in the other derivative as compared to their respective parental cell line. See Additional files 9 and 10: Tables S8 and S9 for detailed data

**Fig. 13:**
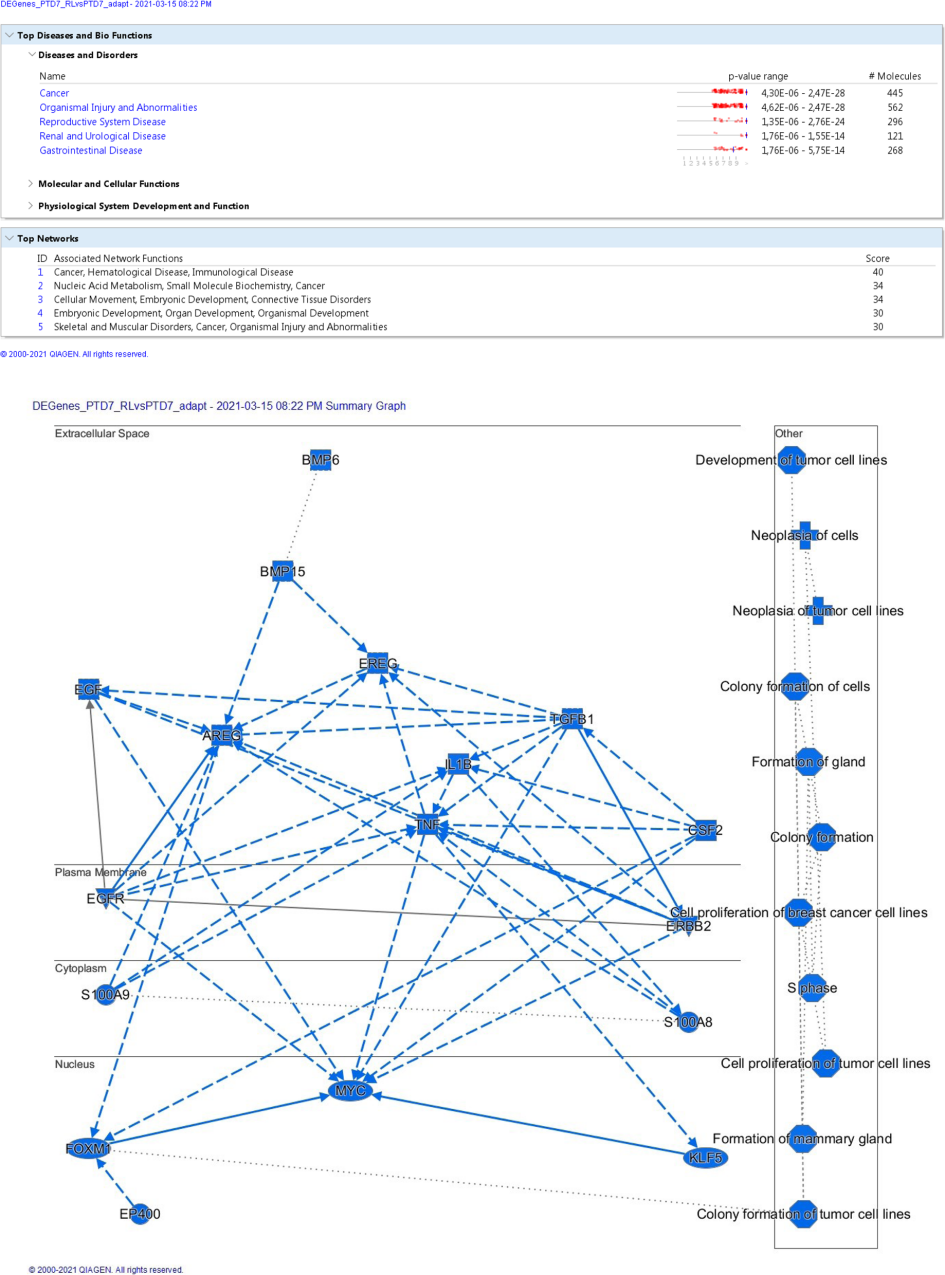
Summary of differentially expressed (DE) genes in Pcdh10-rescued PTD7_RL cells versus malignant Pcdh10-lacking PTD7 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2). Details on this analysis can be found in https://qiagen.secure.force.com/KnowledgeBase/KnowledgeIPAPage and https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/. The top network score is based on a *p*-value calculation, which calculates the likelihood that the Network Eligible Molecules that are part of a network are found therein by random chance alone. The graphical summary below provides a coherent and comprehensible synopsis of the major biological themes in the IPA core analysis performed, including upstream regulators, diseases, functions, and pathways, and illustrates how those concepts relate to one another. The algorithm takes into account the magnitude of the differential expression of the corresponding gene in the dataset when deciding which regulators to include. In the left part, major DE genes are indicated in their subcellular compartment, with connecting lines indicating direct (solid lines), indirect (broken lines) or inferred (dotted lines) relationships. In the right part, molecular and cellular functions (octagons) influenced by Pcdh10 re-expression, as well as associated diseases (crosses) are listed. In an IPA core analysis, the z-score of a regulating molecule predicts the activation state of this upstream regulator, using the molecular expression patterns of the molecules downstream of an upstream regulator, being either increased for an activating gene or decreased for an inhibiting gene. Items with a positive z-score (activated) are colored orange (none in this summary), and those with negative z-score (inhibited) are colored blue. Network shapes, used here or in Additional file 24: Figs. S12-S17, include rectangles for cytokines, inverted triangles for kinases, horizontal ovals for transcriptional regulators, vertical rectangles for G-protein coupled receptors, and diamonds for non-kinase enzymes

## Discussion

In former studies, the inactivation of *PCDH10* has been demonstrated in many different human tumor types, and was often found to be important for tumor progression and poor survival. In addition to numerous studies on the cell biological consequences of PCDH10 re-expression or silencing in tumor cell lines, this is the first report of a proven tumor suppressor effect of Pcdh10 in an in vivo model. Moreover, we have compared ablation of all isoforms versus ablation of only long isoforms of mouse Pcdh10. As a full-knockout of *Pcdh10* was reported to be early lethal [49], we opted for the generation of floxed alleles of Pcdh10, so that any variation of spatiotemporal ablation should be possible. Surprisingly, when we used a total-deleter Cre [56] to ablate *Pcdh10* in all tissues, we were unable to observe either early lethality or growth retardation. Nonetheless, our analyses at genomic, RNA and protein levels confirmed this total ablation. One difference with the reported *Pcdh10*-null mouse is the extent of the deletion. 

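In the GENCODE annotation of GRCm38 (release 21), 2610316D01Rik lies on the minus strand of chromosome 3 from 45280437 to 45378260, and Pcdh10 lies on the plus strand from 45378398. The annotated genes are separated by 137 bases. The first exon of the transcript 2610316D01Rik-201 spans 119 bases, from 45378142 to 45378260. There are 3 annotated transcripts of 2610316D01Rik and 5 of Pcdh10. The start codon of the transcript Pcdh10-204, which consists of a single exon from 45378398 to 45383035, begins at 45379253. In the 21 libraries of the PTD7 and PTD25 families, 2610316D01Rik had 0 counts throughout, so its expression was not detectable at this depth, either in the parental lines or in the rescued derivatives.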

Due to the location of the 5’loxP site in our targeting construct for conditional deletion of all isoforms of *Pcdh10*, we ablated also exon #1 of the lncRNA (long noncoding RNA) gene 2610316D01Rik, as this is overlapping with the upstream region of the *Pcdh10* gene. We are not aware of any role of 2610316D01Rik in either mouse development and survival, or tumorigenicity. Moreover, our finding that in a GFAP-Cre^tg/+^;p53^fl/fl^;Rb^fl/fl^ mouse model, the conditional ablation of all Pcdh10 isoforms (including the first exon of 2610316D01Rik) resulted in similar enhanced tumorigenicity, i.e. increased formation of medulloblastoma and pinnal tumors, as the ablation of only long *Pcdh10* isoforms indicates strongly that the involvement of 2610316D01Rik was minor or even nihil. Alternatively, differences between the phenotypes of the present *Pcdh10* KO mouse and the previously reported KO mouse may be ascribed to the presence of an active neo^r^ gene in the genome of the latter KO mouse [49]. This possibility is currently under investigation by one of the authors (S.H.). Interestingly, our mice with ubiquitous deletion of either all isoforms of Pch10 or specifically the long isoforms of Pcdh10, did not develop detectable tumors or other obvious pathologies during an observation period of up to 16 months.

In our hands, the generation of medulloblastoma in the GFAP-Cre^tg/+^;p53^fl/fl^;Rb^fl/fl^ model was strictly dependent on conditional ablation of both *Trp53* and *Rb1* tumor suppressor genes, fully in line with the original report of this model [54]. The aggravating effect of *Pcdh10* ablation in this model confirms a tumor promoting role for *Pcdh10* inactivation, fully in line with the frequent observations of *PCDH10* silencing in human cancers, including medulloblastoma [11]. The surprising finding of pinnal tumors in this genetic mouse model, provided the ear is inflamed by monel number tagging, adds relevance to this mouse model. Indeed, inflammation is a well-known tumor promoting condition [68]. The complicating factor that both medulloblastoma and pinnal tumors arise in the same model, can be addressed by maintaining *Rb1* wild-type. Under those conditions, medulloblastoma do not appear, while generation of pinnal tumors is dependent on floxed alleles of both *Trp53* and *Pcdh10*, in combination with GFAP-Cre. Moreover, these pinnal tumors arise with long latency period, alike the human situation, and are readily accessible for measurements, biopsy, explantation, amputation, and local therapies such as irradiation and thermal therapy.

Self-renewing and multipotent postnatal neural stem cells have been proposed to be the progenitor cells of the medulloblastomas appearing in the GFAP-Cre^tg/+^;p53^fl/fl^;Rb^fl/fl^ model [64]. The following lines of evidence strengthen our opinion that also the pinnal tumors in our model arise from postnatal somatic stem cells, i.e. the cartilage stem cells of the mouse auricular perichondrium [65]. Only those cells in the pinna showed detectable GFAP-positivity and should express GFAP-Cre at that location. They are CD44-positive [65], and indeed the pinnal tumors generally expressed this marker. Also, the pinnal tumors followed diverse lines of partial differentiation. Moreover, the tumor cell populations contained self-renewing cells, which could be readily explanted and showed intrinsic tumorigenicity in allografting experiments, even upon extensive dilution. Upon inoculation of allograft-derived cultures, cells with high tumorigenicity were clearly enriched. These criteria are in accordance with those of cancer stem cells [67, 68].

We compared the PTD7 and PTD25 cell lines, before and after rescuing with either the short or the long isoform of mouse Pcdh10, in several assays, and performed also RNA-Seq experiments. Anchorage-independent growth, invasion into collagen matrices and s.c. allograft formation were inhibited in both PTD cell lines by re-expressing either isoform of Pcdh10. It is the first time that these two types of Pcdh10 isoforms have been functionally compared. Because the short isoform of Pcdh10 lacks several conserved sequences (CM1, CM2, WIRS) [2, 5, 6] it indicates that these regions are not essential for tumor suppression. On the other hand, the short isoform still comprises the iconic ectodomain of this protein family, involved in homophilic trans interactions [4], and also a cytoplasmic domain containing the proteasome interacting region (PIR), which is evolutionarily highly conserved among Pcdh10 proteins [3, 53]. In view of the size of this PIR (100 AA), it is likely that even more, still to be identified, molecular interactions occur through this membrane-proximal cytoplasmic domain.

Our RNA-Seq experiment, summarized in Table 2, allowed us to scrutinize the possible signalling functions of Pcdh10 and the poorly studied similarities or dissimilarities between short and long isoforms of Pcdh10. Although the consequences of Pcdh10 re-expression in biological assays were very similar in rescued PTD7 and PTD25 cell lines, it was surprising how different the RNA-Seq results were between these two families of cell lines. The number and identities of differentially expressed (DE) genes were quite similar for PTD25_RS and -RL cell lines, rescued with, respectively the short and the long isoform of Pcdh10 (compare for instance the IPA analyses in Additional files 24b, 24c and 24e: Figures S13, S14 and S16). This was less the case for PTD7_RS and -RL cell lines although they still shared approximately 50% of their DE genes (Fig. 13, Additional files 24a and 24d: Figures S12 and S15). 

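The isoforms were also compared with each other. Between PTD25_RL and PTD25_RS, 388 of the 13098 genes tested differed at the threshold of this family, 278 higher with the long isoform and 110 higher with the short isoform, and 5442 differed by the adjusted p-value alone. Residuals of same-numbered libraries of these groups correlated across genes with a mean r of 0.131, and with a replicate block in the model 373 genes differed. A log2 fold change over 1 in place of 2 gave 1240 genes, and testing against the threshold itself (glmTreat) gave 102. Of the 526 genes differentially expressed only in PTD25_RS when each isoform was compared with PTD25, 124 (23.6%) differed between the isoforms at the threshold. Of the 313 found only in PTD25_RL, 75 (24.0%) did. By the adjusted p-value alone, 411 (78.1%) and 241 (77.0%) of these genes differed between the isoforms.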

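Between PTD7_RL and PTD7_RS, 596 genes differed at the threshold of the PTD7 family, 359 higher with the long isoform and 237 higher with the short isoform, and 4238 differed by the adjusted p-value alone. With glmTreat the number was 67. Of the 296 genes differentially expressed only in PTD7_RS when each isoform was compared with PTD7, 92 (31.1%) differed between the isoforms at the threshold. Of the 936 found only in PTD7_RL, 254 (27.1%) did. By the adjusted p-value alone, 161 (54.4%) and 658 (70.3%) of these genes differed between the isoforms. The threshold of the PTD25 family is stricter. With a log2 fold change over 2 in place of 1, 93 genes differed between the isoforms in the PTD7 family, fewer than in the PTD25 family at that threshold, and with a log2 fold change over 1 the PTD25 family also had more.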

Remarkably, the PTD7 cell lines re-expressing either long or short Pcdh10 isoforms hardly shared DE genes with rescued PTD25 cell lines. This situation might be related to the extent of Pcdh10 re-expression (increasing from a log2 Fold Change value of 5.73 to 10.14; see Table 2), but more likely it reflects the different molecular nature of the parental PTD cell lines (column at the far right in Table 2; Additional file 24f: Fig. S17). 

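For the pairs with different isoforms, 344 genes were differentially expressed in PTD7_RS and in PTD25_RL, 3.87 times the number expected by chance, and 209 of them (60.8%) changed in the same direction. In PTD7_RL and PTD25_RS there were 481, which is 2.93 times the number expected, and 349 of them (72.6%) changed in the same direction. One-sided Fisher's exact tests across genes gave p = 1.81e-128 and 3.20e-131 (2.42e-128 and 1.28e-130 after Benjamini-Hochberg adjustment over the 4 overlaps between families). Across all genes tested in both families, Pearson's r of the log2 fold changes was 0.14 and 0.31. In all 4 rescued derivatives, 214 genes were differentially expressed, against 50.8 expected by chance, and 145 of them changed in the same direction throughout, 38 upregulated and 107 downregulated.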

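With all 21 libraries scaled together, Pcdh10 was at 39.5 ± 13.0 CPM (edgeR's scaled counts, SD, n = 4) in PTD7_RS, 51.5 ± 14.2 (SD, n = 4) in PTD7_RL, 88.6 ± 5.15 (SD, n = 4) in PTD25_RS and 206 ± 27.0 (SD, n = 3) in PTD25_RL. Within the PTD25 family, the level with the long isoform was higher than with the short isoform, with a log2 fold change of 1.22 (standard error 0.10, adjusted p = 5.68e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is under the threshold of 2. The log2 fold change between the isoforms was 0.41 in the PTD7 family (standard error 0.24, adjusted p = 0.171). Of the 4 PTD25_RS libraries, replicate 3 had a lower normalized count of Pcdh10, 1312, than the others, which lay between 1459 and 1487. Since Pcdh10 is at the floor in both parental lines, the difference between families of its fold change could not be estimated.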

The differentiation towards a muscle-like gene expression pattern of PTD25 cells is obvious, as well as its prominent inhibition in both PTD25_RS and PTD25_RL derivatives (Additional files 10, 23, 24e and 24f: Tables S9 and S15, Figs. S16 and S17). 

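All 12 myogenesis markers of Table S15 passed the threshold and were lower in both rescued PTD25 derivatives. Their median log2 fold change was -5.83 in PTD25_RS, with a range from -8.54 to -2.54, and -5.37 in PTD25_RL, with a range from -6.73 to -2.87. Expressed as a share of the PTD25 level, the median left was 1.77% in PTD25_RS and 2.36% in PTD25_RL. The lowest share in PTD25_RS was 0.269% (Myl1) and the highest 17.2% (Mef2c). Only 2 of the 12 genes had enough counts to be tested in the PTD7 family, and neither passed the threshold.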

Despite these disparate differential gene expression patterns in the parental cell lines, we believe that our RNA-Seq data are reliable and informative. From this experiment, we can conclude that Pcdh10 re-expression triggers completely different transcriptional changes in PTD7 versus PTD25, and that very few genes showed Pcdh10 isoform-specific changes seen in both PTD7_RL and PTD25_RL cells. Thus, we conclude that the short isoform of Pcdh10 is the major driver in the suppression of malignancy, observed by us in the PTD7 and PTD25 cell lines.

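The difference between families was tested directly, as the interaction of family and rescue in a model of all 21 libraries with 13494 genes tested. The effect of the short isoform differed at an adjusted p-value under 0.01 and by more than 2 on the log2 scale for 1750 genes, of which 1129 had the more positive change in PTD25 and 621 in PTD7. For the long isoform there were 1669 genes, 1111 and 558. By the adjusted p-value alone, 7123 and 6917 genes differed. A log2 difference over 1 in place of 2 moved these results most, to 3876 and 3774 genes. Found with the long isoform only, when each isoform was compared with the parental line, were 40 genes in both families, and 23 of these changed in the same direction. Found with the short isoform only were 20 genes in both families, 9 of them in the same direction. In the direct comparison of the isoforms, 42 genes passed the threshold in both families, 4.79 times the 8.76 expected by chance. Of these, 23 differed in the same direction and 19 in opposite directions. Pearson's r of the differences between isoforms in the 2 families was -0.03 across genes, which are not independent replicates. Only 2 genes met both criteria, being found with the long isoform only in both families, with the same direction, and differing between the isoforms in both families.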

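Among the genes past the threshold with at least 1 isoform, the change with the long isoform had the same sign as the change with the short isoform for 93.9% of 2069 genes in the PTD7 family and 97.2% of 2354 genes in the PTD25 family. The slope of the change with the long isoform on the change with the short isoform was 1.17 in the PTD7 family and 0.87 in the PTD25 family. Of the same genes, 22.8% in the PTD7 family and 14.7% in the PTD25 family also passed the threshold between the isoforms. In its discussion, the paper draws on the small number of genes with isoform-specific changes in both PTD7_RL and PTD25_RL. It concludes there that the short isoform is the major driver in the suppression of malignancy in both families. Its closing conclusions also rest on the reduced malignancy of the cell lines with either isoform, and call the short isoform a major effector.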

We further addressed the general tendencies of the DE gene collections by IPA analyses (Table 2) and by detailed checking a selection of 134 key genes (Additional file 23: Table S15). 

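Table S15 names 132 different genes, and 131 of them were found by symbol among the genes counted. Of these, 107 were tested in the PTD7 family. In PTD7_RS 13 passed the threshold (3 upregulated, 10 downregulated), and in PTD7_RL 27 did (11 upregulated, 16 downregulated). In the PTD25 family 121 were tested, of which 38 passed in PTD25_RS (11 upregulated, 27 downregulated) and 42 in PTD25_RL (15 upregulated, 27 downregulated). With the adjustment made over the genes of the table alone, the numbers were the same. The median log2 fold change of the tested genes was -0.04 in PTD7_RS, 0.01 in PTD7_RL and -0.07 in both PTD25_RS and PTD25_RL.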

Although an overrepresentation of cancer-relatedness is known for IPA analyses - and reflects the multitude of ‘normal’ genes possibly influenced by cancer - it is nonetheless striking how much of the identified DE genes are recognized to be significantly involved in molecular networks related to cancer or cell death (Table 2). We then compared our findings on the 134 selected genes with the scientific literature on PCDH10 interaction partners and associated signalling pathways. An interaction of PCDH10 with hBex1 was reported to be important for imatinib-induced apoptosis of Bcr/Abl + leukemic cells [28]. The gene *Bex1* was strongly suppressed in PTD25_RS and PTD25_RL cells but not influenced in the PTD7 cell family. 

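Bex1 lies on the X chromosome from 136213972 to 136215513. Its mean normalized count was 4616 ± 415 (SD, n = 3) in PTD25, 2.62 ± 0.948 (SD, n = 4) in PTD25_RS and 36.0 ± 12.2 (SD, n = 3) in PTD25_RL. The log2 fold change was -10.72 in PTD25_RS (standard error 0.18, adjusted p = 5.76e-17) and -6.99 in PTD25_RL (standard error 0.15, adjusted p = 1.47e-15), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The remaining level was higher with the long isoform than with the short isoform, by 3.73 on the log2 scale (standard error 0.34, adjusted p = 2.83e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the PTD7 family, PTD7 had at most 3 counts per library and the 8 rescued libraries had 0, so a change could not be measured at this depth. PTD25 exceeded PTD7 at least 1614-fold.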

An interaction with hTERT decreased telomerase activity in pancreatic cancer cells [39]. *Tert* transcripts were not expressed in our PTD cell families. 

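Tert lies on chromosome 13 from 73626911 to 73649843. Each of the 21 libraries had counts on this gene, from 4 in the lowest library to 43 in the highest. The mean normalized count was 33.2 ± 1.35 (SD, n = 3) in PTD7, 16.9 ± 3.62 (SD, n = 4) in PTD7_RS and 6.88 ± 3.77 (SD, n = 4) in PTD7_RL. In the other family it was 31.6 ± 0.247 (SD, n = 3) in PTD25, 18.9 ± 4.82 (SD, n = 4) in PTD25_RS and 24.3 ± 2.88 (SD, n = 3) in PTD25_RL. The decrease in PTD7_RL passed the threshold, with a log2 fold change of -2.33 (standard error 0.29, adjusted p = 4.13e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of -0.96 in PTD7_RS, -0.74 in PTD25_RS and -0.38 in PTD25_RL did not.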

A negative influence of PCDH10 on β-catenin and canonical Wnt signalling has been observed in several systems. In endometroid endometrial cancer cells with re-expressed PCDH10, transcription of the Wnt target gene *MALAT1* was suppressed [35]. In lymphomas, an inverse relationship between protein levels of PCDH10 and β-catenin was seen, but mRNA levels of β-catenin were not influenced by PCDH10 re-expression [44]. In multiple myeloma cells, re-expression of PCDH10 suppressed nuclear localization of β-catenin, activity of LEF/TCF, expression of the β-catenin transcriptional cofactor BCL9, and of AKT, whereas expression of GSK3β was increased [37]. We found no clear influences of Pcdh10 re-expression on transcripts related to the β-catenin/Wnt signalling pathway. 

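Of the 5 genes tested in the β-catenin/Wnt group of Table S15, none passed the threshold in PTD7_RS or PTD25_RS, and 1 did in each of PTD7_RL and PTD25_RL. By the adjusted p-value alone, 0 passed in PTD7_RS, 4 in PTD7_RL, 4 in PTD25_RS and 5 in PTD25_RL. The gene past the threshold was Lef1 (chromosome 3, 131110471 to 131224356), which changed in opposite directions. Its log2 fold change was 1.23 in PTD7_RL (standard error 0.14, adjusted p = 1.97e-06) and -2.46 in PTD25_RL (standard error 0.16, adjusted p = 1.13e-09), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its mean normalized count fell from 628 ± 45.2 (SD, n = 3) in PTD25 to 114 ± 30.6 (SD, n = 3) in PTD25_RL. Ctnnb1, which encodes β-catenin (chromosome 9, 120929216 to 120960507), changed by -0.23 in PTD7_RS, -0.09 in PTD7_RL, 0.38 in PTD25_RS and 0.31 in PTD25_RL on the log2 scale. Bcl9l changed by 1.76 in PTD25_RS and 1.63 in PTD25_RL, which is under the threshold of 2 in that family, and by -0.34 in PTD7_RS and 0.49 in PTD7_RL. The change of Bcl9 was 0.11 in PTD7_RS, where scaling by library size only made it -0.01, 0.99 in PTD7_RL, -0.23 in PTD25_RS and -0.43 in PTD25_RL. For Gsk3b it was -0.03 in PTD7_RS, 0.69 in PTD7_RL, 0.65 in PTD25_RS and 0.85 in PTD25_RL. Malat1 (chromosome 19, 5795690 to 5802672) had a mean normalized count of 912 ± 175 (SD, n = 3) in PTD7 and 804 ± 66.8 (SD, n = 4) in PTD7_RS, where replicate 3 was lowest at 704.9. In PTD7_RL it was higher by 1.24 on the log2 scale (standard error 0.15, adjusted p = 3.77e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold. It was higher by 0.56 in PTD25_RS (standard error 0.12, adjusted p = 0.000423) and by 1.81 in PTD25_RL (standard error 0.13, adjusted p = 1.87e-09), by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Both are under the threshold of 2 in that family.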

Induction of apoptosis by re-expression of PCDH10 has been ascribed to inhibition of NFκB signalling in multiple myeloma [36], and to inhibition of the PI3K/AKT pathway in hepatocellular carcinoma cells [43]. An interaction between PCDH10 and PI3K p85 was detectable [43]. More recently, interaction of PCDH10 with EGFR resulted in decreased AKT signalling, increased p53-mediated apoptosis, decreased β-catenin signalling, decreased epithelial-mesenchymal transition and decreased cancer cell stemness [45]. Our findings on apoptosis-related genes (see for instance Additional file 25: Fig. S18), are not very consistent with either induction or repression of apoptosis in the Pcdh10 rescued cell lines, although transcriptional repression of pro-apoptotic *Bcl6b* is seen in all four rescued cell lines (Additional file 23: Table S15). 

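Of the 29 pro-apoptotic genes of Table S15, 26 were tested in the PTD7 family and 27 in the PTD25 family. In PTD7_RS 5 passed the threshold, all of them downregulated. In PTD7_RL 7 passed (1 upregulated, 6 downregulated), in PTD25_RS 8 (1 upregulated, 7 downregulated) and in PTD25_RL 9 (2 upregulated, 7 downregulated). Their median log2 fold change was -0.08, -0.37, -0.45 and -0.16 in these derivatives. Of the 6 anti-apoptotic genes, 0 passed in PTD7_RS (2 by the adjusted p-value alone) and 1 in each of the other derivatives, downregulated in PTD7_RL and upregulated in PTD25_RS and PTD25_RL. Bcl6b lies on chromosome 11 from 70224128 to 70229798. Its mean normalized count was 212 ± 8.57 (SD, n = 3) in PTD7, 83.1 ± 14.4 (SD, n = 4) in PTD7_RS and 72.8 ± 13.0 (SD, n = 4) in PTD7_RL, and 866 ± 37.4 (SD, n = 3) in PTD25, 49.7 ± 8.91 (SD, n = 4) in PTD25_RS and 84.3 ± 9.38 (SD, n = 3) in PTD25_RL. The log2 fold changes were -1.35 (standard error 0.15, adjusted p = 2.08e-06), -1.53 (standard error 0.14, adjusted p = 2.54e-07), -4.12 (standard error 0.12, adjusted p = 2.15e-14) and -3.36 (standard error 0.13, adjusted p = 6.85e-13), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The decrease with the short isoform was larger in PTD25, by -2.72 on the log2 scale (adjusted p = 9.34e-12 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In PTD7_RS, replicate 2 had 61.8 normalized counts of Bcl6b, against 88.5 to 93.0 in the others. Dapk1 was the other pro-apoptotic gene past the threshold and lower in all 4 derivatives, with log2 fold changes of -2.93 in PTD7_RS and -4.88 in PTD7_RL, and at least 11.5-fold and 10.8-fold lower in PTD25_RS and PTD25_RL, where its counts were at the floor.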

Transcriptional changes, as analyzed by the RNA-Seq approach, form of course only one level of molecular regulation, and translational and posttranslational changes, which are of major importance in processes like Wnt signalling, NFκB signalling and apoptosis regulation are not directly measured in this way. Nonetheless, several RNA-Seq observations are worthwhile investigating further. 

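Pik3ip1 lies on chromosome 11 from 3330401 to 3342971. Its mean normalized count was 310.4 ± 20.9 (SD, n = 3) in PTD7, 561 ± 117 (SD, n = 4) in PTD7_RS and 1006 ± 65.8 (SD, n = 4) in PTD7_RL. In the PTD25 family it was 71.8 ± 8.73 (SD, n = 3) in PTD25, 867 ± 126 (SD, n = 4) in PTD25_RS and 567 ± 72.1 (SD, n = 3) in PTD25_RL. The log2 fold change was 1.70 in PTD7_RL (standard error 0.13, adjusted p = 3.66e-08), 3.59 in PTD25_RS (standard error 0.15, adjusted p = 1.84e-12) and 2.98 in PTD25_RL (standard error 0.16, adjusted p = 4.47e-11), each past the threshold, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In PTD7_RS it was 0.85 (standard error 0.13, adjusted p = 7.01e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is under the threshold of 1. The increase with the short isoform differed between the families by 2.79 on the log2 scale (adjusted p = 3.00e-11 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).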

For instance, *Pik3ip1*, encoding phosphoinositide-3-kinase interacting protein 1, is transcriptionally induced in all four Pcdh10 rescued cell lines (Additional file 23: Table S15). Pik3ip1 is a negative regulator of Pi3k and a tumor suppressor in a mouse model of hepatocellular carcinoma [69]. 

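Of the genes drawn in the network of Fig. 14, 30 were found by symbol among the genes counted. All 30 were differentially expressed in PTD25_RS, 14 upregulated and 16 downregulated. The paper drew this network from genes it found differentially expressed in these same libraries, so this result was largely fixed in advance. In PTD25_RL 25 were differentially expressed, 14 upregulated and 11 downregulated. The sign was that of PTD25_RS for 29 of the 30, with the same parental libraries in both comparisons. Enough counts to be tested in the PTD7 family were found for 17 of these genes. In PTD7_RS 4 passed the threshold (1 upregulated, 3 downregulated) and in PTD7_RL 7 did (5 upregulated, 2 downregulated). With the adjustment made over the genes of the network alone, the numbers were the same except in PTD7_RL, where 8 passed. The sign was that of PTD25_RS for 13 of the 17 in PTD7_RS and for 12 in PTD7_RL. Akt1 lies on chromosome 12 from 112653821 to 112674884. Its log2 fold change was -0.37 in PTD7_RS (standard error 0.10, adjusted p = 0.00759), -0.47 in PTD7_RL (standard error 0.10, adjusted p = 0.000933), -0.82 in PTD25_RS (standard error 0.10, adjusted p = 6.99e-07) and -1.11 in PTD25_RL (standard error 0.11, adjusted p = 7.16e-08), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of these passed the fold-change threshold of its family.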

Pi3k is an upstream activator of Akt, and indeed, numerous Akt stimulating events can be found in the DE genes of Pcdh10 rescued cell lines (exemplified in Fig. 14). Among the most drastic downregulated molecules in Pcdh10 rescued PTD25 cell lines, but not in rescued PTD7 cell lines, are the transcripts of *Krt8* and *Krtr18* (exemplified in Fig. 15). 

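Krt8 and Krt18 lie next to each other on chromosome 15, from 101996698 to 102004482 and from 102028180 to 102032027. The mean normalized count of Krt8 was 15404 ± 814 (SD, n = 3) in PTD25, 83.6 ± 16.1 (SD, n = 4) in PTD25_RS and 10.2 ± 1.70 (SD, n = 3) in PTD25_RL. For Krt18 it was 13183 ± 901 (SD, n = 3), 172 ± 13.8 (SD, n = 4) and 84.1 ± 9.94 (SD, n = 3). The log2 fold change of Krt8 was -7.52 in PTD25_RS (standard error 0.12, adjusted p = 2.46e-17) and -10.56 in PTD25_RL (standard error 0.17, adjusted p = 9.10e-17), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold change of Krt18 was -6.26 in PTD25_RS and -7.29 in PTD25_RL, with the same adjusted p-values. In the PTD7 family Krt8 was at 13.5 ± 2.65 (SD, n = 3) in PTD7, 27.5 ± 5.06 (SD, n = 4) in PTD7_RS and 17.4 ± 2.37 (SD, n = 4) in PTD7_RL. Its log2 fold change of 1.01 in PTD7_RS (standard error 0.24, adjusted p = 0.00232, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was just past the threshold of 1. For the effect of the short isoform on Krt8, the difference between families was -8.48 (adjusted p = 1.05e-18 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt18 had at most 4 counts in any library of the PTD7 family and was not tested there.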

The encoded keratin proteins K8 and K18 form heteropolymers, which sequester TRADD and attenuate tumor necrosis factor-induced cell death [70]. Such findings underline that different signalling pathways can be followed to suppress malignancy in PTD7 and PTD25 cell families by Pcdh10 re-expression.

**Fig. 14:**
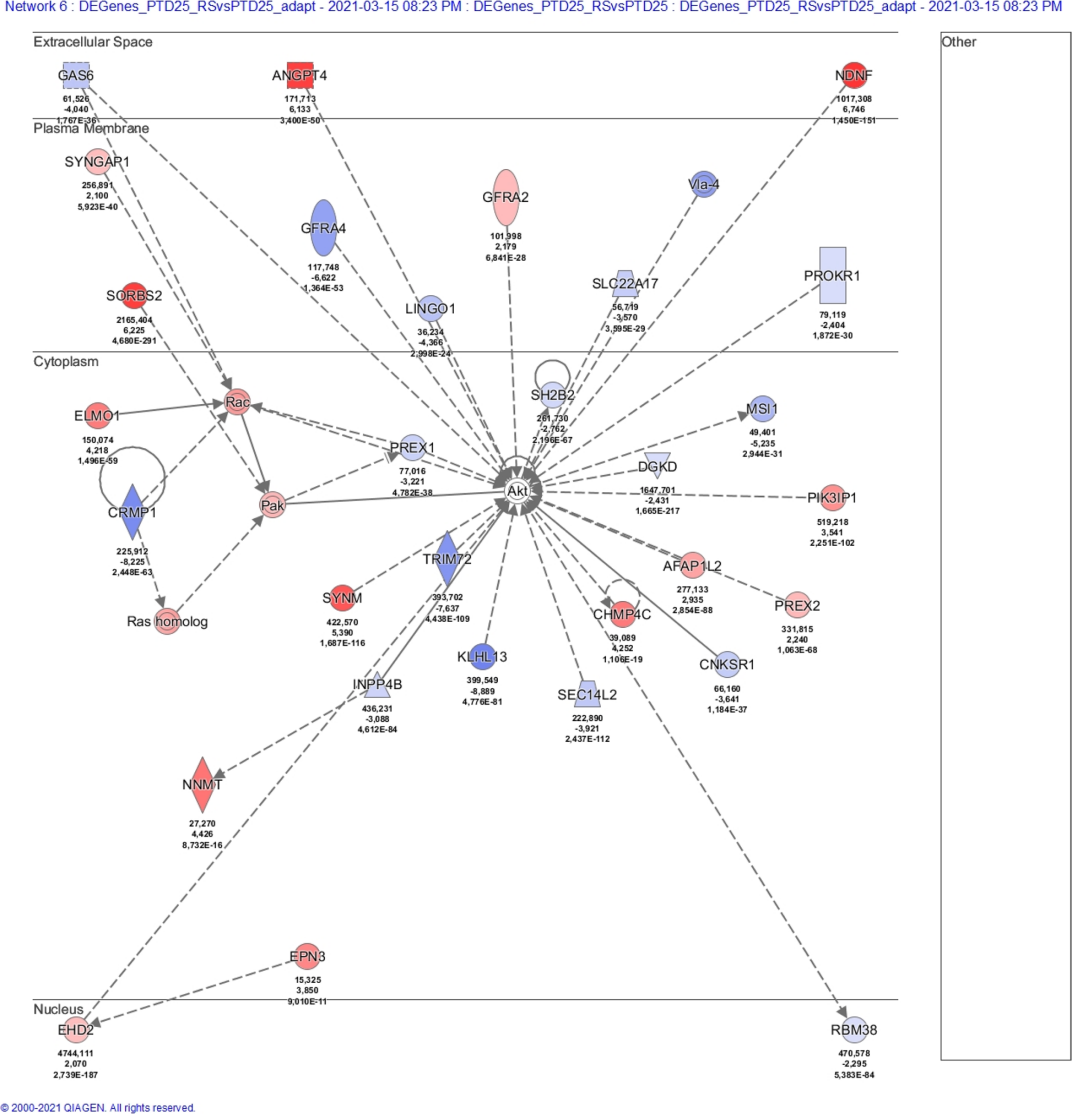
IPA-generated ‘Cell signalling’ network of DE genes in Pcdh10-rescued PTD25_RS versus Pcdh10-lacking PTD25 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2 and legends to Fig. 13 and Additional file 24b: Fig. S13). The network graph depicts how a selection of DE genes relates to one another and to some key molecules. The genes are shown in their respective subcellular compartment, with connecting lines indicating direct (solid lines) or indirect (broken lines) relationships. DE genes with a positive z-score (activated) are colored orange, and those with a negative z-score (inhibited) are colored blue. Underneath each of the DE genes is given: baseMean value (mean of normalized counts for all PTD25 and PTD25_RS samples), log2FoldChange (condition PTD25_RS versus PTD25), p_adj_ (Benjamin-Hochberg adjusted Wald test p-value). Network shapes used here include rectangles with broken lines for growth factors, trapezia for transporters, vertical ovals for transmembrane receptors, vertical rectangles for G-protein coupled receptors, inverted triangles for kinases, triangles for phosphatases, vertical diamonds for non-kinase enzymes, circles for other molecules

**Fig. 15:**
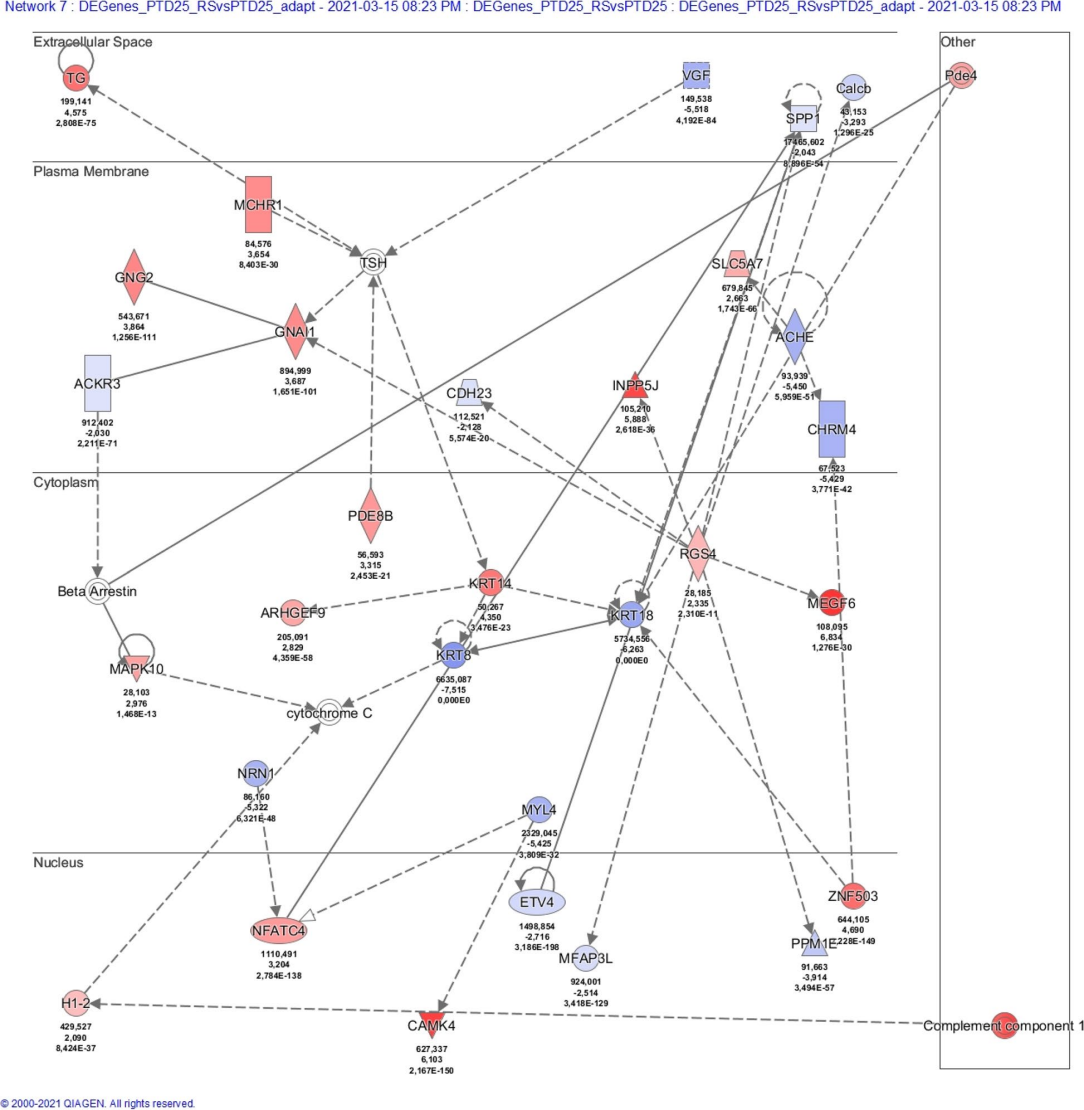
IPA-generated ‘Cell behavior’ network of DE genes in Pcdh10-rescued PTD25_RS versus Pcdh10-lacking PTD25 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2 and legends to Fig. 13 and Additional file 24b: Fig. S13). The network graph depicts how a selection of DE genes relates to one another and to some key molecules. See legend to Fig. 14 for more details. Network shapes used here include rectangles with solid rim for cytokines, rectangles with broken lines for growth factors, trapezia for transporters, vertical rectangles for G-protein coupled receptors, inverted triangles for kinases, triangles for phosphatases, vertical diamonds for non-kinase enzymes, horizontal ovals for transcriptional regulators, circles for other molecules, double-rimmed circles for complexes or groups

## Conclusions

In summary, we present here exclusive data strongly supporting the concept of PCDH10 being an important tumor suppressor in human malignancies. We have shown this by generating innovative floxed *Pcdh10* alleles in mice. Surprisingly, the complete ablation of either all isoforms of Pcdh10 or only long isoforms of Pcdh10 did not generate mortality or growth retardation. Spontaneous tumors were not observed. On the other hand, the breeding of these mice bearing floxed *Pcdh10* alleles with suitable Cre-expressing mice and with available mouse cancer models will be a most valuable addition to the research on PCDH10 inhibition in cancer. We demonstrated this successfully in a medulloblastoma mouse model, and by serendipity, found that also inflammation-dependent pinnal tumors arose. The latter phenomenon forms an interesting model to pursue, for instance with respect to cancer cell stemness. The malignancy of the cell lines derived from such pinnal tumors was efficiently suppressed by both short and long isoforms of re-expressed Pcdh10. From this and RNA-Seq data of these cell families, we conclude that, at least in this cancer model, the short isoform of Pcdh10 is a major effector of tumor suppressor activity, what has not been reported before. Moreover, Pcdh10-mediated tumor suppression can apparently follow different and complex signalling pathways in various tumor cell systems. The further use of our mice with floxed *Pcdh10* alleles might become a most rewarding tool in contemporary cancer research.

## Supplementary Information

**Additional file 1. **Strategy for conditional knockout of all isoforms of the *Pcdh10* allele. Includes textual description of the strategy, Fig. S1 (Schematic representation of the recombineering strategy of the Pcdh10all targeting construct) and Table S1 (Recombineering primers used for generation of the Pcdh10all targeting construct).

**Additional file 2. **Strategy for conditional knockout of the long isoforms of the *Pcdh10* allele. Includes textual description of the strategy, Fig. S2 (Schematic representation of the recombineering strategy of the Pcdh10long targeting construct) and Table S2 (Recombineering primers used for generation of the Pcdh10long targeting construct).

**Additional file 3: Table S3**. Primers used for generation of Southern probes.

**Additional file 4: Fig. S3**. Verification of targeted ES cells and recombinant Pcdh10all^fl/fl^ and Pcdh10long^fl/fl^ mice at the genomic level.

**Additional file 5: Table S4**. Genotyping primers used.

**Additional file 6: Table S5**. Primers used for quantitative RT-PCR.

**Additional file 7: Table S6**. Primary antibodies used.

**Additional file 8: Table S7**. Protocadherin-10 specific antibodies used.

**Additional file 9: Table S8**. Differentially expressed (DE) genes in the PTD7 cell family, comprising: *sheet* PTD7_RSvsPTD7 (Comparison of genes, differentially expressed by PTD7_RS versus PTD7), *sheet*. PTD7_RLvsPTD7 (Comparison of genes, differentially expressed by PTD7_RL versus PTD7), *sheet*. Shared_PTD7_RS_AND_PTD7_RL_alph (Comparison of genes, differentially expressed by either PTD7_RS versus PTD7, or PTD7_RL versus PTD7; sorted alphabetically [ID]), *sheet* Shared_PTD7_RS(sortDE)_RL (Comparison of genes, differentially expressed by both PTD7_RS versus PTD7, and PTD7_RL versus PTD7; sorted according to value of log2FoldChange in PTD7_RS vs PTD7); *sheet* Shared_PTD7_RS_RL(sortDE) (Comparison of genes, differentially expressed by both PTD7_RS versus PTD7, and PTD7_RL versus PTD7; sorted according to value of log2FoldChange in PTD7_RL vs PTD7); *sheet* Unique_PTD7_RS_NOT_RL vs PTD7 (Genes, differentially expressed by PTD7_RS versus PTD7, and not shared by genes differentially expressed by PTD7_RL versus PTD7), and *sheet* Unique_PTD7_RL_NOT_RS vs PTD7 (Genes, differentially expressed by PTD7_RL versus PTD7, and not shared by genes differentially expressed by PTD7_RS versus PTD7).

**Additional file 10: Table S9**. Differentially expressed (DE) genes in the PTD25 cell family, comprising: *sheet* PTD25_RSvsPTD25 (Comparison of genes, differentially expressed by PTD25_RS versus PTD25), *sheet* PTD25_RLvsPTD25 (Comparison of genes, differentially expressed by PTD25_RL versus PTD25), *sheet* Shared_PTD25_RS_AND_PTD25_RL (Comparison of genes, differentially expressed by either PTD25_RS versus PTD25, or PTD25_RL versus PTD25; sorted alphabetically [ID]), *sheet* Shared_PTD25_RS(sortDE)_RL (Comparison of genes, differentially expressed by both PTD25_RS versus PTD25, and PTD25_RL versus PTD25; sorted according to value of log2FoldChange in PTD25_RS vs PTD25); *sheet* Shared_PTD25_RS_RL(sortDE) (Comparison of genes, differentially expressed by both PTD25_RS versus PTD25, and PTD25_RL versus PTD25; sorted according to value of log2FoldChange in PTD25_RL vs PTD25); *sheet* Unique_PTD25_RS_NOT_RL vs PTD25 (Genes, differentially expressed by PTD25_RS versus PTD25, and not shared by genes differentially expressed by PTD25_RL versus PTD25), and *sheet* Unique_PTD25_RL_NOT_RS vs PTD25 (Genes, differentially expressed by PTD25_RL versus PTD25, and not shared by genes differentially expressed by PTD25_RS versus PTD25).

**Additional file 11: Table S10**. Differentially expressed (DE) genes in Pcdh10-lacking PTD25 cells versus Pcdh10-lacking PTD7 cells.

**Additional file 12: Fig. S4**. mRNA expression levels of δ-Pcdhs in Pcdh10﻿all^−/−^ and Pcdh10long^−/−^ mouse brains.

**Additional file 13: Fig. S5**. Phenotypic and reproduction data for Pcdh10﻿all^−/−^ and Pcdh10long^−/−^ knockout (KO) mice.

**Additional file 14﻿: Fig. S6**. Body weight curves of Pcdh10all^−/−^ and Pcdh10long^−/−^ KO mice.

**Additional file 15: Table S11**. Statistical analysis of Kaplan Meyer tumor-free curves for GFAP-Cre experiment.

**Additional file 16: Fig. S7**. Examples of validation of antibody specifity in immunohistochemical detection of various antigens on mouse WT and tumoral tissues.

**Additional file 17: Fig. S8**. Immunohistochemical detection of E-cadherin and catenins in representative pinnal tumors.

**Additional file 18: Table S12**. Derivation and detailed analysis of pinnal-tumor derived (PTD) cell lines and rescued derivatives.

**Additional file 19: Fig. S9**. Allograft formation after s.c. injection of PTD single-cell suspensions into athymic nude mice.

**Additional file 20.** Lung colonization assay for selected PTD cell lines. Includes Table S13 and Fig. S10.

**Additional file 21: Fig. S11.** Immunofluorescent detection of desmin in PTD cell cultures and derivatives.

**Additional file 22: Table S14**. Statistical analysis of allograft growth curves for PTD7, PTD25 and their Pcdh10-rescued derivative cell lines.

**Additional file 23: Table S15**. Expression of 134 selected genes in PTD7, PTD25 and derivatives

**Additional file 24: **comprising **Figs. S12-S17**. **24a**: **Fig. S12**. Summary of differentially expressed (DE) genes in PTD7_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD7 cells. **24b**: **Fig. S13**. Summary of DE genes in PTD25_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells. **24c**: **Fig. S14**. Summary of DE genes in PTD25_RL (rescued by long isoform 4 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells. **24d: Fig. S15**. Summary of DE genes shared by both PTD7_RS and PTD7_RL in comparison with malignant Pcdh10-lacking PTD7 cells. **24e: Fig. S16**. Summary of DE genes shared by both PTD25_RS and PTD25_RL in comparison with malignant Pcdh10-lacking PTD25 cells. **24f: Fig. S17**. Summary of DE genes in malignant Pcdh10-lacking PTD25 versus malignant Pcdh10-lacking PTD7 cells.

**Additional file 25: Fig. S18**. IPA-generated ‘Cell death and survival’ network of genes differentially expressed in PTD25_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells.

**Additional file 26.** Original uncropped blots corresponding to Fig. 3, panels A-D (Pcdh10 expression levels in Pcdh10all mice by Western blot analysis). Antibodies used are indicated at the left. Exposure time was 1 min.

**Additional file 27.** Original uncropped blots corresponding to Fig. 3, panels A-D (Pcdh10 expression levels in Pcdh10all^−/−^ mice by Western blot analysis). Antibodies used are indicated at the left. Exposure time was 10 min.

**Additional file 28.** Original uncropped blots corresponding to Fig. 3, panels A-D (Pcdh10 expression levels in Pcdh10all^−/−^ mice by Western blot analysis). Antibody used in reprobing the blots was anti-beta-tubulin. Exposure time was 1 s.

**Additional file 29.** Original uncropped blot corresponding to Fig. 4, panels A-D (Pcdh10 expression levels in Pcdh10long^−/−^ mice by Western blot analysis). Antibodies used are indicated at the left. Exposure time was 30 s.

**Additional file 30.** Original uncropped blot corresponding to Fig. 4, panels A-D (Pcdh10 expression levels in Pcdh10long^−/−^ mice by Western blot analysis). Antibodies used are indicated at the left. Exposure time was 1 min.

**Additional file 31.** Original uncropped blot corresponding to Fig. 4, panels A-D (Pcdh10 expression levels in Pcdh10long^−/−^ mice by Western blot analysis). Antibodies used are indicated at the left. Exposure time was 5 min.

**Additional file 32.** Original uncropped blot corresponding to Fig. 4, panels A-D (Pcdh10 expression levels in Pcdh10long^−/−^ mice by Western blot analysis). Antibody used in reprobing the blots was anti-beta-tubulin. Exposure time was 1 s.

**Additional file 33.** Original blots corresponding to Additional Fig. S3 (panel A, left side): Southern blot analysis of ES cells successfully targeted with the Pcdh10all targeting construct.

**Additional file 34.** Original blots corresponding to Additional Fig. S3 (panel A, right side): Southern blot analysis of ES cells successfully targeted with the Pcdh10long targeting construct.

**Additional file 35.** Animal Facility Procedures and Licenses of the VIB-UGent Center for Inflammation Research (IRC), Ghent, Belgium.

## Data Availability

All data generated or analyzed during this study are included in this published article and its additional supplementary information files. The Pcdh10all^fl/fl^ and Pcdh10long^fl/fl^ mice are available from the Department of the corresponding author on reasonable request.

## Abbreviations

AA: Amino acid
BCCM: Belgian Coordinated Collection of Microorganisms
CM: Conserved motif
ES: Embryonal stem
FACS: Fluorescence activated cell sorting
GFAP: Glial fibrillary acidic protein
HPV: Human papillomavirus
IF: Immunofluorescence
IHC: Immunohistochemistry
IPA: Ingenuity Pathway Analysis software (Qiagen)
IRC: Center for Inflammation Research
KO: Knock-out
LacZ: β-galactosidase
lncRNA: Long noncoding RNA
Nap1: Nck-associated protein 1
Pcdh: Protocadherin
PIR: Proteasome interacting region
PTD: Pinnal-tumor derived
PTDx_RS: PTD cell line (x = 7 or 25), rescued for Pcdh10 deficiency by re-expression of short isoform 1 of mouse Pcdh10
PTDx_RL: PTD cell line (x = 7 or 25), rescued for Pcdh10 deficiency by re-expression of long isoform 4 of mouse Pcdh10
RNA-Seq: RNA sequencing
s.c.: Subcutaneously
TMCF: Transgenic mouse core facility
WASP: Wiskott–Aldrich syndrome protein
WAVE: WASP-Family verprolin homologous protein
WRC: WAVE regulatory complex

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 1 — Additional file 1. Strategy for conditional knockout of all isoforms of the Pcdh10 allele. Includes textual description of the strategy, Fig. S1 (Schematic representation of the recombineering strategy of the Pcdh10all targeting construct) and Table S1 (Recombineering primers used for generation of the Pcdh10all targeting construct).

### Strategy for conditional knockout of all isoforms of the *Pcdh10* allele

Cloning of the targeting vector was by recombineering on the basis of the Red/ET recombination system (1, 2). PAC clone RP21-402C3 (MRC Geneservice, UK) served as genomic start material. A fragment comprising exons 1, 2 and 3 of the *Pcdh10* gene was subcloned into the Gateway-compatible vector pStart-T2 (see below: Additional Fig. S1 and Table S1). Thereafter, a first loxP site was inserted upstream of exon 1, followed by insertion into intron 1 of a neo-resistance cassette, flanked by FRT sites and followed by the second loxP site. Finally, by Gateway recombination, the negative selection cassette HSV-tk was introduced downstream of the genomic insert. The final targeting vector (Additional Fig. S1g) was linearized with *AhdI* before electroporation of ES cells. All vectors used and generated were quality verified by restriction analysis and DNA sequencing.

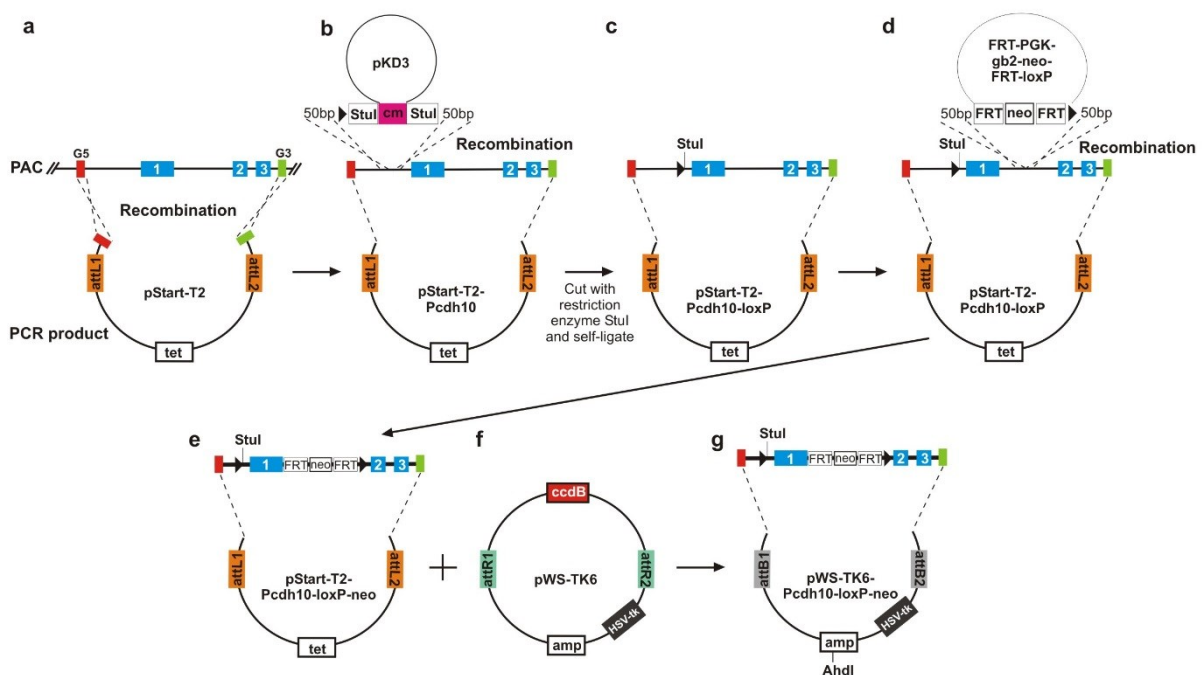

**Additional Fig. S1** Schematic representation of the recombineering strategy of the *Pcdh10*all targeting construct. Numbered blue blocks represent mouse *Pcdh10* exons. All PCR primers used are listed in Additional Table S1. **(a)** To subclone a fragment from PAC clone RP21-402C3 into pStart-T2, two oligonucleotides were designed, which have 50 bp homology to the PAC fragment and 20 bp specific for the pStart-T2 plasmid. These oligos were used as PCR primer. **(b)** To insert the first loxP site, two oligonucleotides were designed for PCR amplification of a chloramphenicol resistance gene (cm) flanked by two unique restriction enzyme sites (*StuI*) and a loxP site (black triangle). The unique restriction site was designed for use in Southern screening of ES cells, ensuring that the 5' loxP site was inserted. **(c)** The plasmid was cut with the restriction enzyme *StuI* and self-ligated to remove the cm resistance gene and to obtain a single loxP site and a unique restriction enzyme site upstream of exon 1. **(d)** To insert the second loxP site and a neo-resistance cassette, two oligo-nucleotides were designed for PCR amplification of a neo-resistance cassette flanked by two FRT sites and a loxP site. **(e)** With the resulting plasmid, a Gateway recombination step is performed with the pWS-TK6 plasmid **(f)** to add a negative selection cassette (HSV-tk). **(g)** The final targeting vector contains a unique restriction enzyme site (*AhdI*) for plasmid linearization.

**Additional Table S1** Recombineering primers used for generation of the *Pcdh10*all targeting construct.

|                            |         |                                                                                                                                 |
|----------------------------|---------|---------------------------------------------------------------------------------------------------------------------------------|
| Genomic subcloning         | forward | 5'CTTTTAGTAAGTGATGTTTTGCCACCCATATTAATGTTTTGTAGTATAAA<br>gccgcactcgagatatctagacca-3'                                             |
| First loxP insertion       | forward | 5'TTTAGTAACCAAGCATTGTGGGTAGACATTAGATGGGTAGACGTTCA<br><b>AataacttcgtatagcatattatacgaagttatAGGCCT</b> agcattacagctctgagcgattgt-3' |
|                            | reverse | 5'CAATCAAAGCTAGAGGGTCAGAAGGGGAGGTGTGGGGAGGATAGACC<br>AGG <b>AGGCCT</b> cacttaacggctgacatgggaatta-3'                             |
| FRT-neo-FRT-loxP insertion | forward | 5'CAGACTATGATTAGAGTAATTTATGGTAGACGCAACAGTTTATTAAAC<br>Ctgtcctactcaggagagcg-3'                                                   |
|                            | reverse | 5'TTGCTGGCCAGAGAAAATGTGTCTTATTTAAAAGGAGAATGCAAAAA<br>AAacccggtagaattcgtcgac-3'                                                  |

Uppercase sequences are 50 bases homologous to flanking genomic DNA of *Pcdh10* for Red-recombination. Lowercase sequences are primers homologous to the plasmid DNA to be amplified. Bold italic uppercase sequences correspond to the *StuI* (AGGCCT) consensus sequence. The bold lowercase sequence is the loxP site.

## References

1. Wu S, Ying G, Wu Q, Capecchi MR. A protocol for constructing gene targeting vectors: generating knockout mice for the cadherin family and beyond. *Nat Protoc.* 2008;3:1056-76.
2. Fu J, Bian X, Hu S, Wang H, Huang F, Seibert PM, et al. Full-length RecE enhances linear-linear homologous recombination and facilitates direct cloning for bioprospecting. *Nat Biotechnol.* 2012;30:440-6.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 2 — Additional file 2. Strategy for conditional knockout of the long isoforms of the Pcdh10 allele. Includes textual description of the strategy, Fig. S2 (Schematic representation of the recombineering strategy of the Pcdh10long targeting construct) and Table S2 (Recombineering primers used for generation of the Pcdh10long targeting construct).

**Strategy for conditional knockout of the long isoforms of the *Pcdh10* allele**

PAC clone RP21-402C3 (MRC Geneservice, UK) served as genomic start material. The targeting vector was constructed by following the Red/ET recombination protocols K003 and K005 from Gene Bridges GmbH (Heidelberg, Germany). Briefly, a fragment of PAC clone RP21-402C3, comprising exons 1, 2 and 3 of the *Pcdh10* gene, was subcloned into the pBluescript II KS<sup>+</sup> vector (see below: Additional Fig. S2 and Table S2). Then, a first loxP site was inserted downstream of exon 3, followed by insertion upstream of exon 2 of a neo-resistance cassette, flanked by FRT sites and preceded by a second loxP site. The final targeting vector (Additional Fig. S2e) was linearized with *ScaI* before electroporation of ES cells. All vectors used and generated were quality verified by restriction analysis and DNA sequencing.

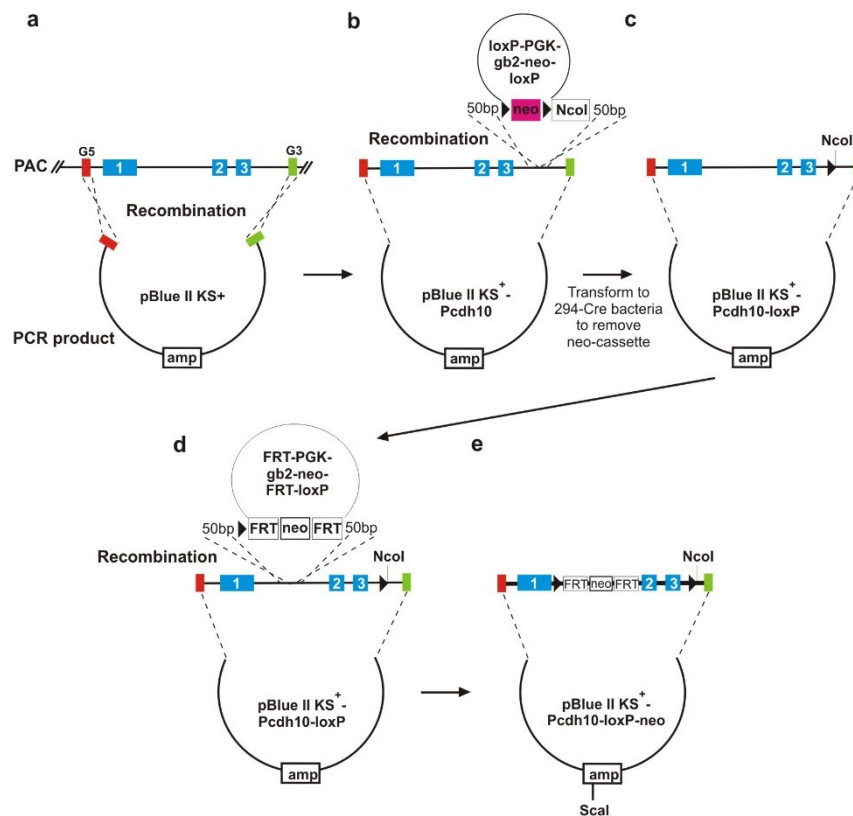

**Additional Fig. S2** Schematic representation of the recombineering strategy of the *Pcdh10* long targeting construct. Numbered blue blocks represent mouse *Pcdh10* exons. All PCR primers used are listed in Additional Table S2. **(a)** To subclone a fragment from a PAC into pBluescript II KS<sup>+</sup>, two oligonucleotides were designed, which have 50 bases homologous to the PAC fragment while 20 bases are used as PCR primer. **(b)** To insert the first loxP site, two oligonucleotides were designed for PCR amplification of a resistance gene (neo) flanked by two loxP sites and a unique restriction enzyme site (*NcoI*). The unique restriction site is designed for use in Southern screening of ES cells, ensuring that the 3' loxP site is inserted. **(c)** The plasmid was transformed to 294-Cre bacteria to remove the neo resistance gene and to obtain a single loxP site and a unique restriction enzyme site downstream of exon 3. **(d)** To insert the second loxP site and neo-cassette, two oligonucleotides were designed for PCR amplification of a neo resistance cassette flanked by two FRT sites and a loxP site. **(e)** The final targeting vector contains a unique restriction enzyme site (*ScaI*) for plasmid linearization.

**Additional Table S2** Recombineering primers used for generation of the the *Pcdh10*long targeting construct.

|                            |         |                                                                                                  |
|----------------------------|---------|--------------------------------------------------------------------------------------------------|
| Genomic subcloning         | forward | 5'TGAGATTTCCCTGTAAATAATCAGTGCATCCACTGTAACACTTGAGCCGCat<br>agacggttttcgcccttgac-3'                |
|                            | reverse | 5'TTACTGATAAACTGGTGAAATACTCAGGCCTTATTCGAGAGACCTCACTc<br>ccagctttgtcccttagtga-3'                  |
| First loxP insertion       | forward | 5'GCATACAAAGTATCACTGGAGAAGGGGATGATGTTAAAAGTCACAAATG<br>Gtcccgcggtattgtcctactcaggagagc-3'         |
|                            | reverse | 5'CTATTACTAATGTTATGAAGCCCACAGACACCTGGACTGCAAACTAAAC<br><b>CCATGG</b> tctgcaaaccctatgtactcctgc-3' |
| loxP-FRT-neo-FRT insertion | forward | 5'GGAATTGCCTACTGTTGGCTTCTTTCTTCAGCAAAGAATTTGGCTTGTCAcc<br>cctaccggtagaattcgtcgac-3'              |
|                            | reverse | 5'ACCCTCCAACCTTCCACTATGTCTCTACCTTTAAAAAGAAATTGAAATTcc<br>cggcggattgtcctactcaggagagc-3'           |

Uppercase sequences are 50 bases homologous to flanking genomic DNA of *Pcdh10* for Red-recombination. Lowercase sequences are primers homologous to the plasmid DNA to be amplified. Bold italic uppercase sequences correspond to the *NcoI* (CCATGG) consensus sequence.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 3 — Additional file 3: Table S3. Primers used for generation of Southern probes.

Kleinberger, Sanders, Staes et al. (2022)

**Additional file 3: Table S3.** Primers used for generation of Southern probes

| Application               | Specificity                                      | Forward (5'→3')      | Reverse (5'→3')      | Product size |
|---------------------------|--------------------------------------------------|----------------------|----------------------|--------------|
| Southern probe generation | 5' probe floxed genome Pcdh10all                 | TGTATGCAGCCTCCATAGTC | GTGGGAGATGATATGGCACA | 392 bp       |
| Southern probe generation | 5' probe floxed genome Pcdh10long                | TTTCATACAGCCCTTGTCT  | CACTGAATCCCACCTTCTGC | 571 bp       |
| Southern probe generation | 3' probe floxed genomes Pcdh10all and Pcdh10long | GGATGCTGCCTGTATATCAT | CTCTGAGCTCTCAAAGTAGG | 486 bp       |

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 4 — Additional file 4: Fig. S3. Verification of targeted ES cells and recombinant Pcdh10allfl/fl and Pcdh10longfl/fl mice at the genomic level.

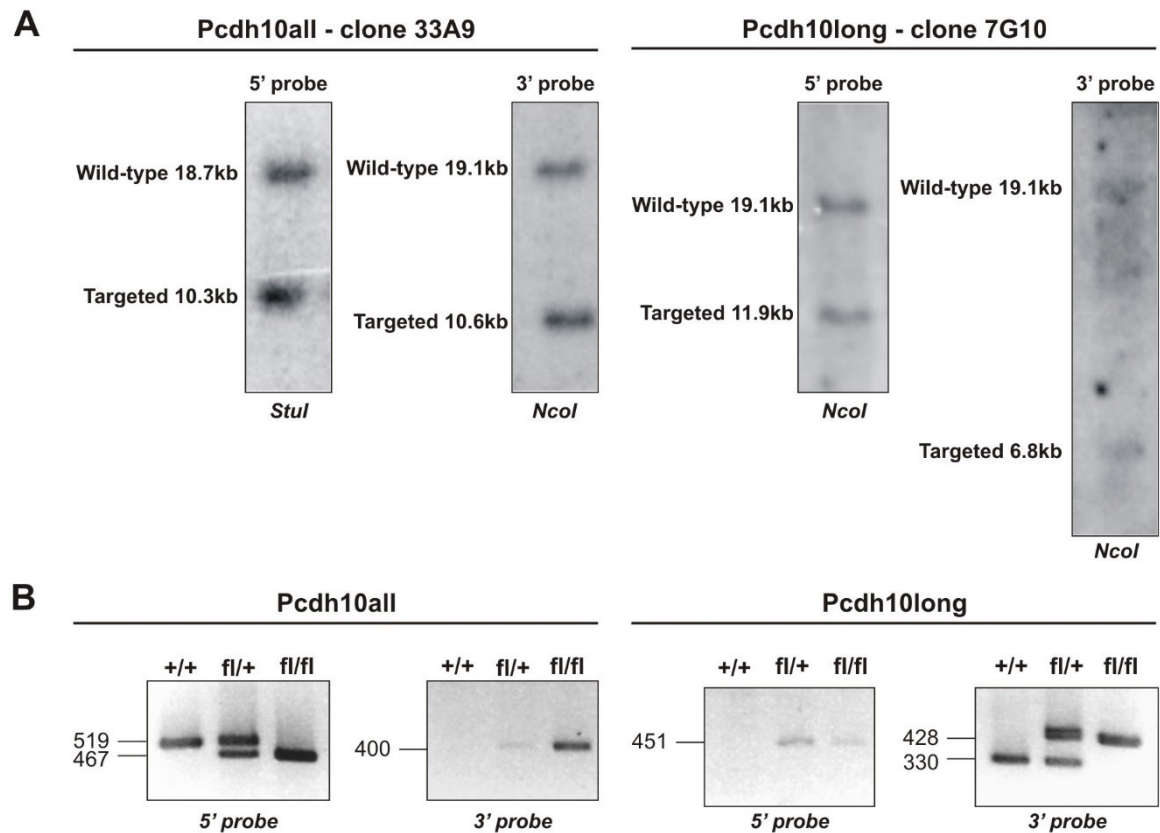

**Additional Figure S3. Verification of targeted ES cells and recombinant *Pcdh10all*<sup>fl/fl</sup> and *Pcdh10long*<sup>fl/fl</sup> mice at the genomic level.** See Fig. 1 for genomic location of probes and primers. See Additional files 3 and 5 (Tables S3 and S4) for primer information. **A** Southern blot analysis of ES cells successfully targeted with either the *Pcdh10all* or *Pcdh10long* targeting constructs. ES cell clone 33A9 (*Pcdh10all*) shows an additional band at 10.3 kb for the 5' probe and at 10.6 kb for the 3' probe. ES cell clone 7G10 (*Pcdh10long*) shows an additional band at 11.9 kb for the 5' probe and at 6.8 kb for the 3' probe. The corresponding original, uncropped Southern blots are shown in Additional files 33 and 34. **B** Genomic PCR verification of the genotype of wild-type (+/+), heterozygous (fl/+) and homozygous (fl/fl) floxed mice. *Pcdh10all* mice show a 519 bp band for the wild-type and a 467 bp band for the floxed allele at the 5' loxP site, and no band for the wild-type and a 400 bp band for the floxed allele at the 3' loxP site. *Pcdh10long* mice show no band for the wild-type and a 451 bp band for the floxed allele at the 5' loxP site, and a 330 bp band for the wild-type and a 428 bp band for the floxed allele at the 3' loxP site.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 5 — Additional file 5: Table S4. Genotyping primers used.

Kleinberger, Sanders, Staes et al. (2022)

| Additional file 5: Table S4. Genotyping primers used                 |        |                            |        |                            |                       |        |         |
|----------------------------------------------------------------------|--------|----------------------------|--------|----------------------------|-----------------------|--------|---------|
|                                                                      |        |                            |        |                            | PCR product size (bp) |        |         |
| Specificity                                                          | Label* | Forward (5'->3')           | Label* | Reverse (5'->3')           | WT allele             | floxed | deleted |
|                                                                      |        |                            |        |                            |                       |        |         |
| Floxed Pcdh10all allele (5' end)                                     | A      | CATGTACCTTCTTCCACAC        | B      | GGCATGTGTCAATCAAAGCT       | 519                   | 467    | n.a.    |
| Floxed Pcdh10all allele (3' end)                                     | C      | CGTATAGCATACATTATACG       | D      | GGTCTGTCAACTAGATAGCT       | /**                   | 400    | n.a.    |
| Ablated Pcdh10all allele                                             | A      | CATGTACCTTCTTCCACAC        | D      | GGTCTGTCAACTAGATAGCT       | /***                  | n.a.   | 775     |
| Floxed Pcdh10long allele (5' end)                                    | E      | GCGGTGTACCAGTAAGCAATA      | F      | CGTATAGCATACATTATACG       | /**                   | 451    | n.a.    |
| Floxed Pcdh10long allele (3' end)                                    | G      | CTTCCATTGGTCACTGTGCT       | H      | CCACCTTTGGCCATTAGTTA       | 330                   | 428    | n.a.    |
| Ablated Pcdh10long allele                                            | E      | GCGGTGTACCAGTAAGCAATA      | H      | CCACCTTTGGCCATTAGTTA       | /***                  | n.a.   | 652     |
| GFAP-Cre trangene                                                    | /      | GCCTGCATTACCGGTCGATGCAACGA | /      | GTGGCAGATGGCGCGGCAACACCATT | 800                   | n.a.   | n.a.    |
| Floxed p53                                                           | /      | CACAAAAACAGGTTAAACCCAG     | /      | AGCACATAGGAGGCAGAGAC       | 288                   | 370    | n.a.    |
| Ablated p53                                                          | /      | CACAAAAACAGGTTAAACCCAG     | /      | GAAGACAGAAAAGGGGAGGG       | /***                  | n.a.   | 612     |
| Floxed RB1                                                           | /      | GGCGTGTGCCATCAATG          | /      | AACTCAAGGGGAGACCTG         | 650                   | 700    | /       |
|                                                                      |        |                            |        |                            |                       |        |         |
| *: Label on Fig. 1                                                   |        |                            |        |                            |                       |        |         |
| /**: No product as primer C (= primer F) is located on the LoxP site |        |                            |        |                            |                       |        |         |
| /***: Product is too long for routine PCR test                       |        |                            |        |                            |                       |        |         |

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 6 — Additional file 6: Table S5. Primers used for quantitative RT-PCR.

**Additional file 6: Table S5** Primers used for quantitative RT-PCR

| Mouse gene         | Forward (5'→3')       | Reverse (5'→3')        |
|--------------------|-----------------------|------------------------|
| <i>Pcdh10all</i>   | GAGCAGGAACATGGCACTTT  | AGTAAGGGGTCCGTGAGTTG   |
| <i>Pcdh10long</i>  | ACAGTGGTCATGGAGACAGT  | TCCTCGGTGCAGTTGGAGAA   |
| <i>Pcdh10short</i> | CCAAGTCAATTCTGCTCTGG  | GTGCCAGAGGAACTTCATTC   |
| <i>Pcdh1</i>       | CTGCTCCTATTGGCTCCATCT | CACGTCTGGTAAACCGTAGTC  |
| <i>Pcdh7</i>       | AACGATAACACGCCACCTT   | GCCATTGCGACCAAAGTCAC   |
| <i>Pcdh8</i>       | CTCAGTGGCCAGAGCAAGA   | CCGGAGCAGAGAGCTGTTGA   |
| <i>Pcdh9</i>       | TTTGATCAACAGCCGCTTTC  | CTCCGGAGTTTCCACGATAT   |
| <i>Pcdh11</i>      | CGGAGAACTCGGCTATAAAC  | CAATGACATCAAGTCCGAAA   |
| <i>Pcdh17</i>      | TCAGTGCCAGAGGAGCAAGG  | AGATGCGGTGCGGAGTTCTC   |
| <i>Pcdh18</i>      | AGCATAGGGGCTAAAATTGA  | CAGCACGTCCACTTCAATGT   |
| <i>Pcdh19</i>      | TTGACCGAGACCTGCTGTGC  | TGGGAGCATTGTCGTTTCAGG  |
| <i>Gapdh</i>       | TGTGTCCGTCGTGGATCTGA  | TTGCTGTTGAAGTCGCAGGAG  |
| <i>Hprt</i>        | AGTGTTGGATACAGGCCAGAC | CGTGATTCAAATCCCTGAAGT  |
| <i>Rpl13a</i>      | CCTGCTGCTCTCAAGGTTGTT | TGGTTGTCACTGCCTGGTACTT |
| <i>Sdha</i>        | CTTGAATGAGGCTGACTGTG  | ATCACATAAGCTGGTCCTGT   |
| <i>Ubc</i>         | AGCCCAGTGTTACCACCAAG  | ACCCAAGAACAAGCACAAGG   |

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 7 — Additional file 7: Table S6. Primary antibodies used.

Kleinberger, Sanders, Staes et al. (2022)

|                                                      |  |  |  |  |  |  |
|------------------------------------------------------|--|--|--|--|--|--|
| Additional file 7: Table S6. Primary antibodies used |  |  |  |  |  |  |
|                                                      |  |  |  |  |  |  |

| Antigen                                                                              | Antibody                                    | Antibody                            | Source                                              | Cat. No.          | Applications                | Working  |
|--------------------------------------------------------------------------------------|---------------------------------------------|-------------------------------------|-----------------------------------------------------|-------------------|-----------------------------|----------|
|                                                                                      | name                                        | type                                |                                                     |                   | in this report <sup>a</sup> | dilution |
| Beta-catenin                                                                         | mouse anti-β-catenin                        | Mouse MAb, clone 14                 | BD Transduction Laboratories, San Jose, CA, USA     | 610154            | IHC                         | 1/400    |
| CD44                                                                                 | purified Rat anti-Mouse CD44                | Rat MAb, clone IM7                  | BD Pharmingen, San Diego, CA, USA                   | 550538            | IHC                         | 1/50     |
| HA-tag                                                                               | mouse anti-HA-tag                           | Mouse MAb, clone HA-7               | Sigma-Aldrich, Merck, Darmstadt, Germany            | H9658             | WB; IF                      | 1/1000   |
| Keratin 1                                                                            | Purified anti-Keratin 1                     | Rabbit PAb, IgG fraction, Poly19056 | BioLegend, San Diego, CA, USA (previously Covance)  | 905601 (PRB-165P) | IHC                         | 1/1000   |
| Desmin                                                                               | Rabbit anti-Desmin                          | Rabbit PAB                          | Abcam, Cambridge, UK                                | ab8592            | IHC; IF                     | 1/200    |
| E-cadherin                                                                           | mouse anti-E-cadherin                       | Mouse MAb, clone 36/E-cadherin      | BD Transduction Laboratories, San Jose, CA, USA     | 610182            | IHC                         | 1/500    |
| GFAP                                                                                 | rabbit anti-glial fibrillary acidic protein | Rabbit PAB, IgG fraction            | Agilent-Dako, Santa Clara, CA, USA                  | Z0334             | IHC                         | 1/5000   |
| NFAT1c                                                                               | NFAT1c antibody                             | Mouse MAb, 7A6                      | Santa Cruz Biotechnology, Heidelberg, Germany       | sc-7294           | IHC                         | 1/6000   |
| p120 catenin                                                                         | mouse anti-p120 catenin                     | Mouse MAb, clone 98/pp120           | BD Transduction Laboratories, San Jose, CA, USA     | 610134            | IHC                         | 1/200    |
| Sox2                                                                                 | Recombinant anti-Sox2                       | Rabbit MAb, EPR3131                 | Abcam, Cambridge, UK                                | ab92494           | IHC                         | 1/200    |
| Vimentin                                                                             | Anti-vimentin                               | Guinea pig, PAb                     | Fitzgerald Industries International, Acton, MA, USA | 20R-VP004         | IHC                         | 1/6000   |
| Beta-tubulin                                                                         | Beta-tubulin antibody #2146                 | Rabbit, Pab                         | Cell Signaling Technology                           | 2146S             | WB                          | 1/1000   |
| <sup>a</sup> WB, Western blotting; IHC, immunohistochemistry; IF, immunofluorescence |                                             |                                     |                                                     |                   |                             |          |

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 8 — Additional file 8: Table S7. Protocadherin-10 specific antibodies used.

Kleinberger, Sanders, Staes et al. (2022)

|                                                                               |  |  |  |  |  |
|-------------------------------------------------------------------------------|--|--|--|--|--|
| <b>Additional file 8: Table S7.</b> Protocadherin-10 specific antibodies used |  |  |  |  |  |
|-------------------------------------------------------------------------------|--|--|--|--|--|

[illegible]

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 12 — Additional file 12: Fig. S4. mRNA expression levels of δ-Pcdhs in Pcdh10﻿all−/− and Pcdh10long−/− mouse brains.

**A**  $\delta$ -Pcdh levels in Pcdh10all mice

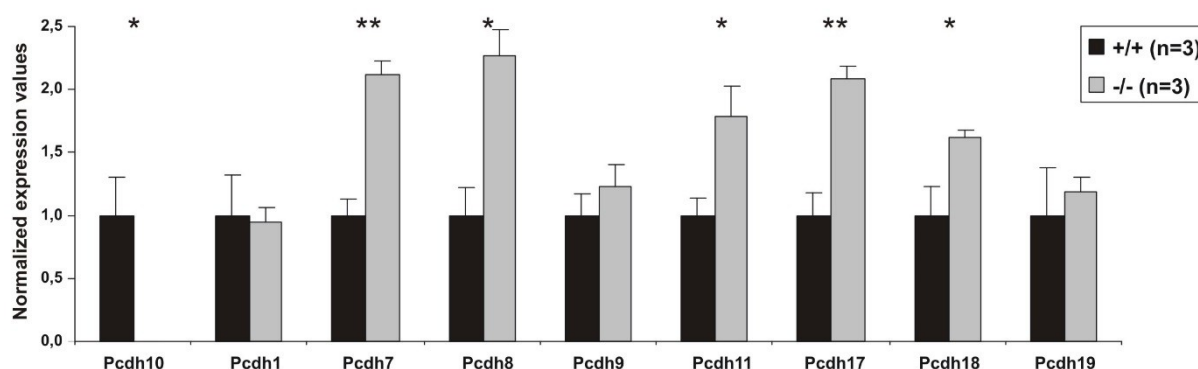

**B**  $\delta$ -Pcdh levels in Pcdh10long mice

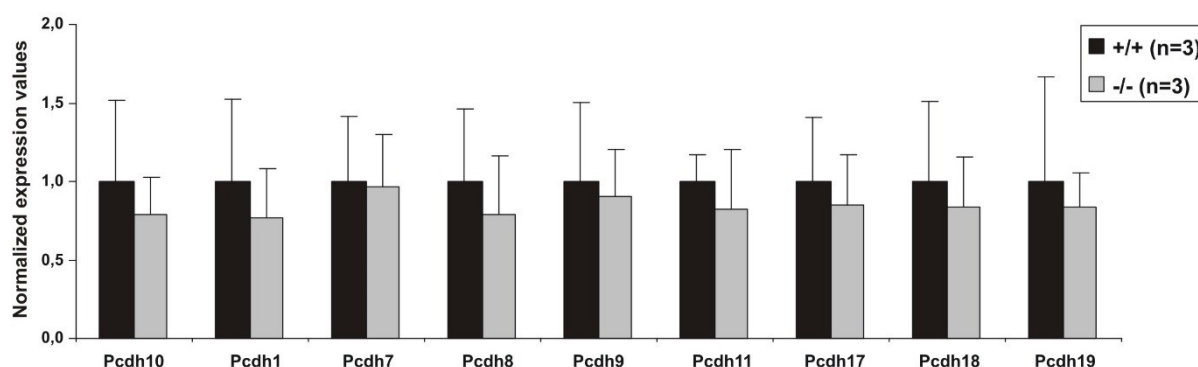

**Additional Figure S4.** mRNA expression levels of  $\delta$ -Pcdhs in Pcdh10all<sup>-/-</sup> and Pcdh10long<sup>-/-</sup> mouse brains. **A** qRT-PCR analysis of brains from Pcdh10all<sup>+/+</sup> and Pcdh10all<sup>-/-</sup> mice using primers specific for all isoforms of various  $\delta$ -Pcdh genes. Pcdh7, Pcdh8, Pcdh11, Pcdh17 and Pcdh18 showed a statistically significant upregulation in Pcdh10all<sup>-/-</sup> brains. **B** qRT-PCR analysis of brains from Pcdh10long<sup>+/+</sup> and Pcdh10long<sup>-/-</sup> mice using primers specific for all isoforms of various  $\delta$ -Pcdh genes. None of the  $\delta$ -Pcdh genes showed a differential expression in Pcdh10long<sup>-/-</sup> brains. Statistical analyses were performed using an unpaired t-test, \*  $p < 0.05$ , \*\*  $p < 0.01$ . See Additional file 6 (Table S5) for primer information.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 13 — Additional file 13: Fig. S5. Phenotypic and reproduction data for Pcdh10﻿all−/− and Pcdh10long−/− knockout (KO) mice.

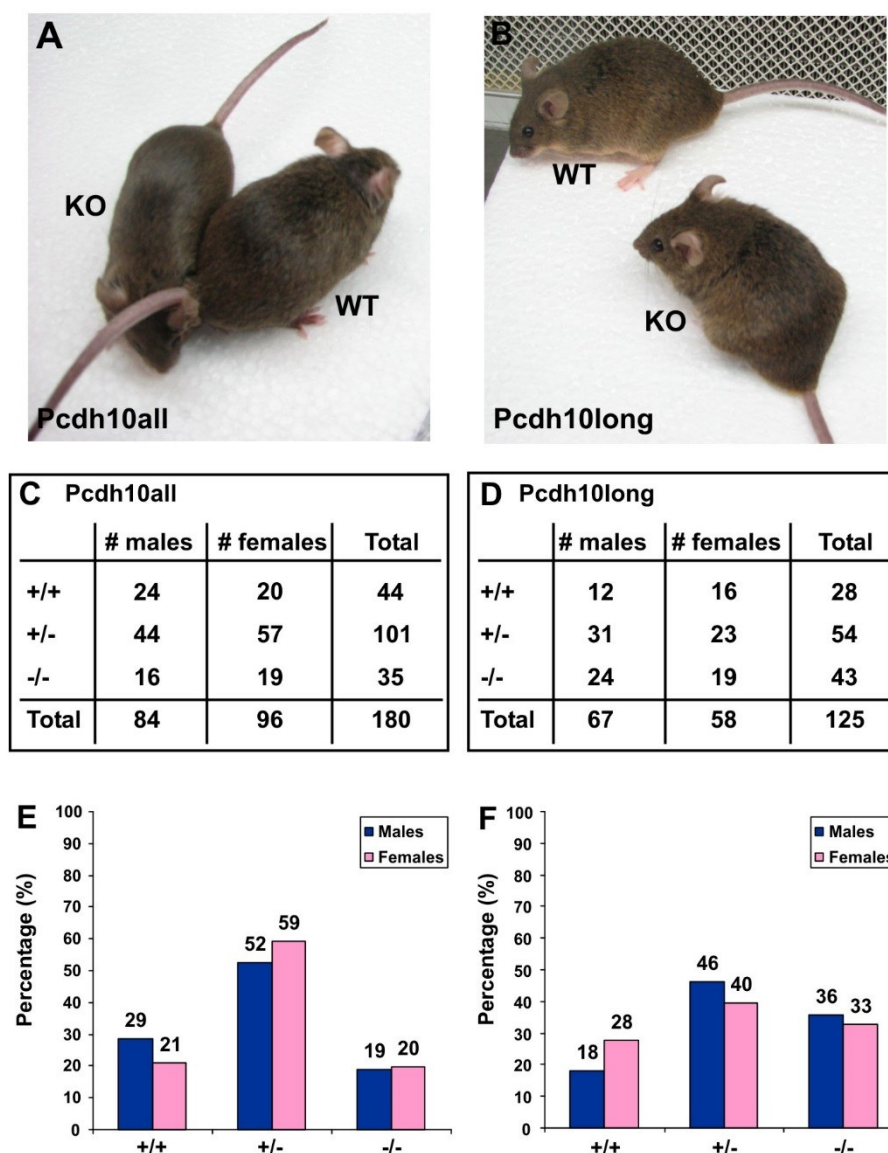

**Additional Fig. S5. Phenotypic and reproduction data for *Pcdh10all*<sup>-/-</sup> and *Pcdh10long*<sup>-/-</sup> knockout (KO) mice.** Both *Pcdh10all*<sup>fl/fl</sup> and *Pcdh10long*<sup>fl/fl</sup> mice were crossed with a transgenic mouse line showing ubiquitous expression of Cre recombinase in all tissues (Nestin-Cre). **A,B** General appearance of *Pcdh10all*<sup>-/-</sup> (9 month old females) and *Pcdh10long*<sup>-/-</sup> (11 month old males) mice, respectively. KO mice are indistinguishable from their WT littermates. **C,D** Number of, respectively, wild-type (+/+), heterozygous (+/-) and homozygous (-/-) *Pcdh10all* and *Pcdh10long* mice born. Separate numbers are given for male and female pups. **E,F** Graphical representation of Mendelian ratios of, respectively, *Pcdh10all* (**E**) and *Pcdh10long* (**F**) KO mice born. Separate numbers are given for male and female mice.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 14 — Additional file 14﻿: Fig. S6. Body weight curves of Pcdh10all−/− and Pcdh10long−/− KO mice.

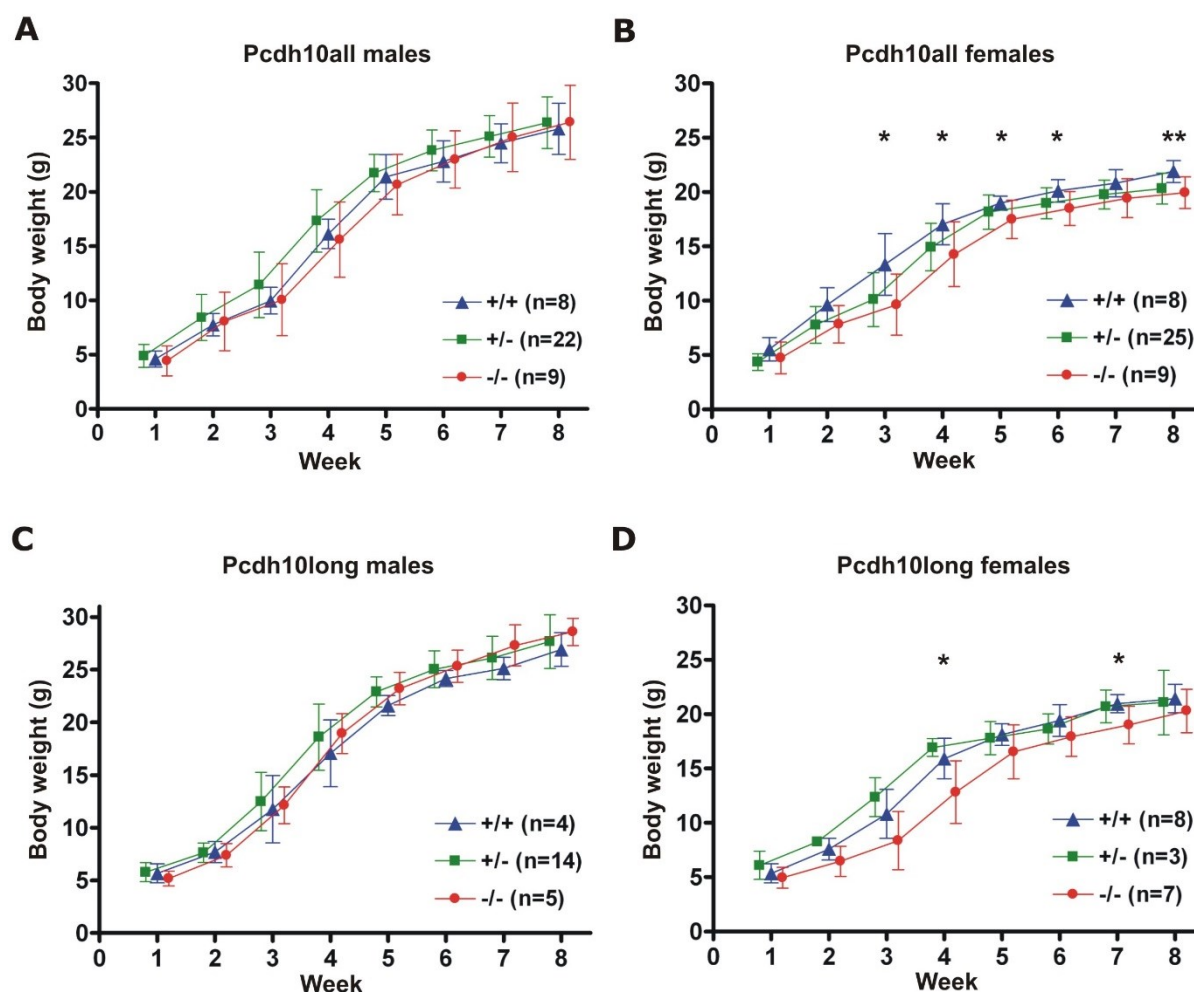

**Additional Figure S6. Body weight curves of *Pcdh10all*<sup>-/-</sup> and *Pcdh10long*<sup>-/-</sup> KO mice.** Body weight was recorded for 8 weeks after birth for (A) *Pcdh10all*<sup>-/-</sup> males, (B) *Pcdh10all*<sup>-/-</sup> females, (C) *Pcdh10long*<sup>-/-</sup> males and (D) *Pcdh10long*<sup>-/-</sup> females. Graphs of different genotypes are slightly shifted for easier interpretation. Statistical analysis of wild-type (+/+), heterozygous (+/-) or homozygous (-/-) KO mice over a time period of 8 weeks using one-way ANOVA did not show a statistically significant difference (*Pcdh10all* males,  $p = 0.9778$ ; *Pcdh10all* females,  $p = 0.7853$ ; *Pcdh10long* males,  $p = 0.9712$ ; *Pcdh10long* females,  $p = 0.7848$ ).

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 15 — Additional file 15: Table S11. Statistical analysis of Kaplan Meyer tumor-free curves for GFAP-Cre experiment.

**Additional file 15: Table S11.** Statistical analysis of Kaplan Meyer tumor-free survival curves for GFAP-Cre experiments<sup>a</sup>

| <b>Pcdh10all expt</b>                                               | <b>Genotypes</b> |                   |              |               | <b># of</b>    | <b>Statistical significance<sup>b</sup></b> |
|---------------------------------------------------------------------|------------------|-------------------|--------------|---------------|----------------|---------------------------------------------|
| <b>Tumor type</b>                                                   | <b>GFAP-Cre</b>  | <b>Pcdh10all</b>  | <b>p53</b>   | <b>Rb</b>     | <b>animals</b> | <b>(P-value)</b>                            |
| <b>Medulloblastoma</b>                                              | tg/+             | fl/fl vs +/+      | fl/fl        | fl/fl         | 68 vs 61       | *** (0.0003)                                |
|                                                                     | tg/+             | fl/fl vs fl/+     | fl/fl        | fl/fl         | 68 vs 52       | ** (0.0085)                                 |
|                                                                     | tg/+             | fl/fl             | fl/fl        | fl/fl vs +/+  | 68 vs 48       | **** (<0.0001)                              |
|                                                                     | tg/+             | fl/fl             | fl/fl vs +/+ | fl/fl         | 68 vs 16       | **** (<0.0001)                              |
|                                                                     |                  |                   |              |               |                |                                             |
| <b>Auricular tumors</b>                                             | tg/+             | fl/fl vs +/+      | fl/fl        | fl/fl         | 69 vs 61       | * (0.0230)                                  |
|                                                                     | tg/+             | fl/fl             | fl/fl        | fl/fl vs +/+  | 69 vs 48       | **** (<0.0001)                              |
|                                                                     | tg/+             | fl/fl vs +/+      | fl/fl        | +/+           | 48 vs 27       | ** (0.0022)                                 |
|                                                                     | tg/+             | fl/fl             | fl/fl vs +/+ | +/+           | 48 vs 23       | ** (0.0033)                                 |
|                                                                     |                  |                   |              |               |                |                                             |
|                                                                     |                  |                   |              |               |                |                                             |
| <b>Pcdh10long expt</b>                                              | <b>Genotypes</b> |                   |              |               | <b># of</b>    | <b>Statistical significance</b>             |
| <b>Tumor type</b>                                                   | <b>GFAP-Cre</b>  | <b>Pcdh10long</b> | <b>p53</b>   | <b>Rb</b>     | <b>animals</b> | <b>(P-value)</b>                            |
| <b>Medulloblastoma</b>                                              | tg/+             | fl/fl vs +/+      | fl/fl        | fl/fl         | 50 vs 61       | ** (0.0026)                                 |
|                                                                     | tg/+             | fl/fl             | fl/fl        | fl/fl vs +/+  | 50 vs 28       | **** (<0.0001)                              |
|                                                                     | tg/+             | fl/fl             | fl/fl        | fl/fl vs fl/+ | 50 vs 38       | **** (<0.0001)                              |
|                                                                     | tg/+             | fl/fl             | fl/fl        | fl/+ vs +/+   | 38 vs 28       | *** (0.0004)                                |
|                                                                     |                  |                   |              |               |                |                                             |
| <b>Auricular tumors</b>                                             | tg/+             | fl/fl vs +/+      | fl/fl        | fl/fl         | 50 vs 61       | ns (0.0536)                                 |
|                                                                     | tg/+             | fl/fl             | fl/fl        | fl/fl vs +/+  | 50 vs 28       | **** (<0.0001)                              |
|                                                                     | tg/+             | fl/fl vs +/+      | fl/fl        | +/+           | 28 vs 27       | ns (0.0880)                                 |
|                                                                     |                  |                   |              |               |                |                                             |
| <sup>a</sup> See figures 5 and 6 for the tumor-free survival curves |                  |                   |              |               |                |                                             |
| <sup>b</sup> Log-rank values calculated according to Mantel-Cox     |                  |                   |              |               |                |                                             |

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 16 — Additional file 16: Fig. S7. Examples of validation of antibody specifity in immunohistochemical detection of various antigens on mouse WT and tumoral tissues.

Additional file 16 for Kleinberger, Sanders, Staes et al. (2022)

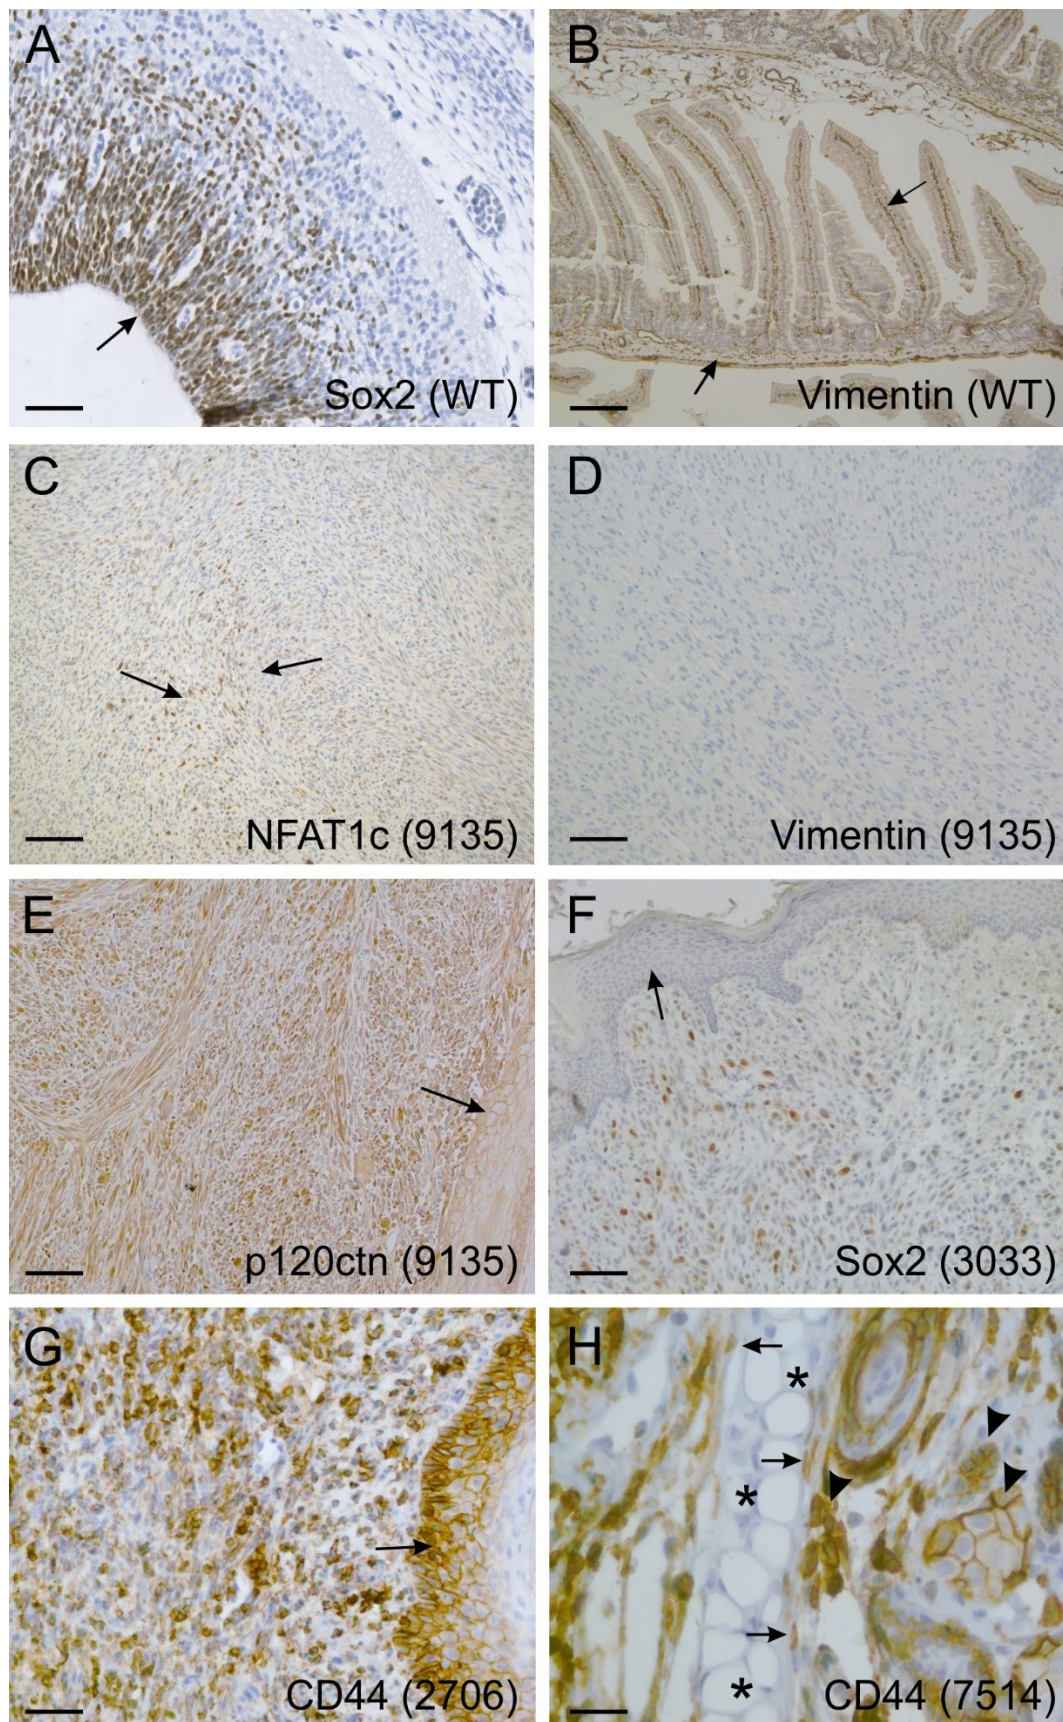

**Additional Figure S7.** Examples of validation of antibody specificity in immunohistochemical detection of various antigens on mouse WT and tumoral tissues. Both reliable antibody source (company, catalogue number, batch number) and working dilutions were optimized in such pilot experiments. See Additional file 7: Table S6 for final choices. Unspecific binding by secondary antibodies was checked by omitting the primary antibody (not shown). **A** Specific nuclear expression pattern of Sox2 in the ventricular zone of WT embryonic mouse brain (E13.5) (arrow). **B** Specific cytoplasmic expression pattern of vimentin in the mesenchymal cells of adult mouse intestine (arrows). **C-E** Serial sections of a pinna tumor were stained for nuclear NFAT1c (**C**), cytoplasmic vimentin (**D**) or p120ctn staining, expressed at cell-cell borders (epidermis, arrow) or in the cytoplasm and nuclei (tumor) (**E**). The p120ctn catenin is about ubiquitously expressed and its staining serves also as check for the normal immunoreactivity of the tissue (defective in for instance necrotic or poorly processed tissues). This particular tumor shows strong NFATc (arrows in **C**) and vimentin reactivity in part of the tumor but lacks such reactivity in other parts, which were nonetheless positive for p120ctn staining. **F** Nuclear staining of Sox2 in part of the nuclei of a pinna tumor. Other tumoral nuclei and normal tissues (epidermis; arrow) were negative. **G** Cell surface staining of CD44 in pinna tumor cells and in the basal layers of normal epidermis (arrow). **H** Cell surface staining of CD44 in pinna tumor cells (arrowheads) and in perichondrial stem cells (arrows), but not in cells of differentiated pinna elastic cartilage (asterisks). The genotype of mice in (**C-H**) is GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>+/+</sup>. Mouse ear tag numbers are given between brackets. Scale bars: 50  $\mu$ m in **A**, **F** and **G**; 200  $\mu$ m in **B**; 100  $\mu$ m in **C-E**, 25  $\mu$ m in **H**.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 17 — Additional file 17: Fig. S8. Immunohistochemical detection of E-cadherin and catenins in representative pinnal tumors.

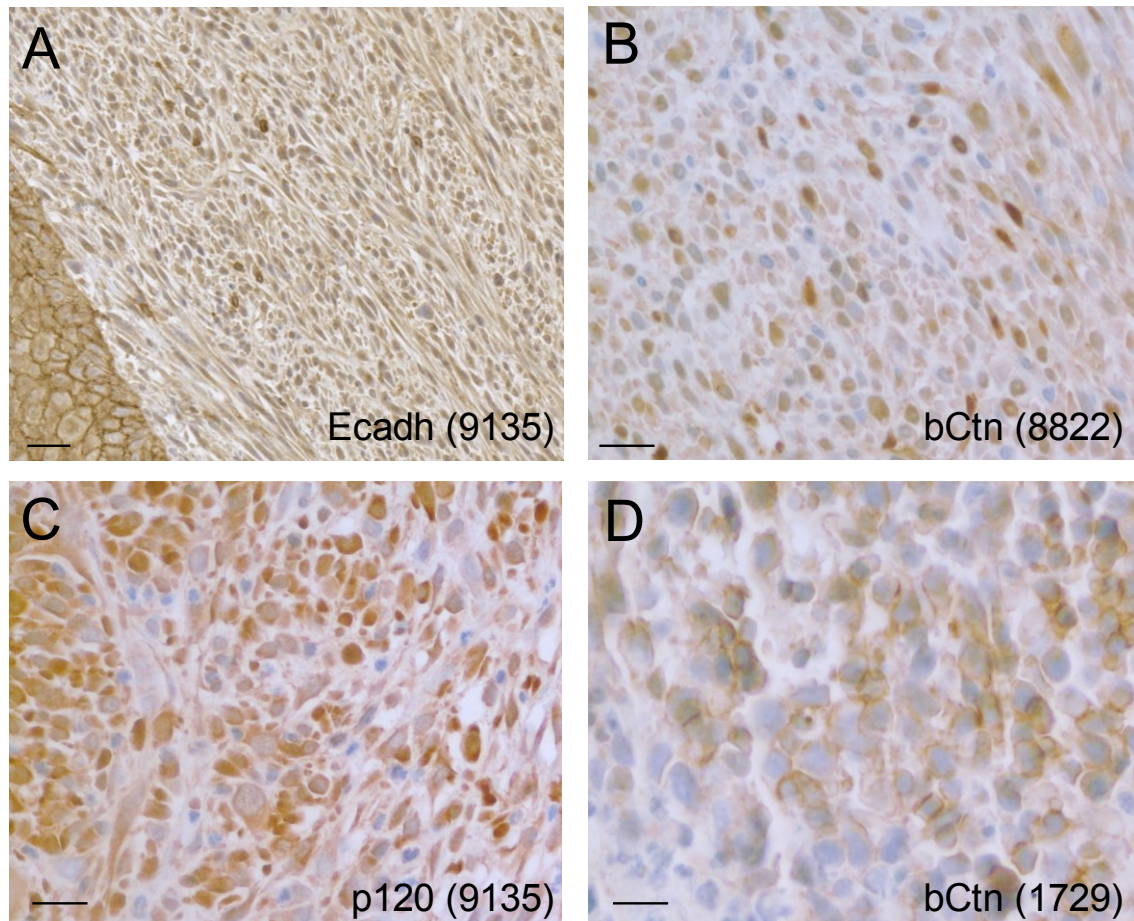

**Additional Figure S8.** Immunohistochemical detection of E-cadherin and catenins in representative pinnal tumors. **A** cytoplasmic E-cadherin staining (lower left corner: normal epidermis with cell contact staining). **B** Nuclear beta-catenin staining. **C** Cytoplasmic and nuclear p120 catenin staining. **D** Beta-catenin staining at cell-cell contacts. The genotype of mice in (**A-C**) is GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>+/+</sup>. The mouse in (**D**) has genotype GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>fl/fl</sup>. Mouse ear tag numbers are given between brackets. Scale bars: 25  $\mu$ m.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 18 — Additional file 18: Table S12. Derivation and detailed analysis of pinnal-tumor derived (PTD) cell lines and rescued derivatives.

**Additional file 18: Table S12** Derivation and detailed analysis of pinnal-tumor derived (PTD) cell lines and rescued derivatives

| Mouse tag number | Genotype of original mouse with pinnal tumor                                                    | Derivation                 | PTD cell line   | Achorage-independent growth in soft agar | Invasive growth (fold increase perimeter at 92h)* | Allograft from 2.5 x 10 <sup>6</sup> cells (days to reach 1 cm <sup>3</sup> ) | Allograft from 1 x 10 <sup>6</sup> cells (days to reach 1 cm <sup>3</sup> ) | Allograft from 1 x 10 <sup>5</sup> cells (days to reach 1 cm <sup>3</sup> ) | Allograft from 1 x 10 <sup>4</sup> cells (days to reach 1 cm <sup>3</sup> ) | Allograft from 1 x 10 <sup>3</sup> cells (days to reach 1 cm <sup>3</sup> ) |
|------------------|-------------------------------------------------------------------------------------------------|----------------------------|-----------------|------------------------------------------|---------------------------------------------------|-------------------------------------------------------------------------------|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------|
| 9034             | GFAP-Cre <sup>tg/+</sup> ;Pcdh10all <sup>fl/fl</sup> ;p53 <sup>fl/fl</sup> ;Rb <sup>fl/fl</sup> | parental population        | PTD4            | ++                                       | 4.29                                              | 18.0                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| ~                | ~                                                                                               | subclone                   | PTD8            | ++                                       | 4.87                                              | 23.5                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| ~                | ~                                                                                               | subclone                   | <b>PTD7</b>     | ++                                       | 3.77                                              | 19.5                                                                          | 23.7-24.9                                                                   | 29.5-32.9                                                                   | > 35                                                                        | n.d.                                                                        |
| ~                | <b>PTD7 rescued with Pcdh10 short isoform</b>                                                   | transduced and FACS sorted | <b>PTD7_RS</b>  | neg.                                     | <b>1.50</b>                                       | n.d.                                                                          | <b>29.0</b>                                                                 | <b>36.6</b>                                                                 | n.d.                                                                        | n.d.                                                                        |
| ~                | <b>PTD7 rescued with Pcdh10 long isoform</b>                                                    | transduced and FACS sorted | <b>PTD7_RL</b>  | neg.                                     | <b>1.50</b>                                       | n.d.                                                                          | <b>32.7</b>                                                                 | <b>36.2</b>                                                                 | n.d.                                                                        | n.d.                                                                        |
| 8822             | GFAP-Cre <sup>tg/+</sup> ;Pcdh10all <sup>fl/fl</sup> ;p53 <sup>fl/fl</sup> ;Rb <sup>+/+</sup>   | subclone                   | PTD11           | neg.                                     | 2.69                                              | 31.8                                                                          | 36.7                                                                        | 38.5                                                                        | 40.0                                                                        | n.d.                                                                        |
| ~                | ~                                                                                               | subclone                   | PTD12           | neg.                                     | 2.90                                              | 50.0                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| ~                | ~                                                                                               | PTD12 allograft derivation | PTD12AD4        | n.d.                                     | n.d.                                              | n.d.                                                                          | 23.7                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| 9135             | GFAP-Cre <sup>tg/+</sup> ;Pcdh10all <sup>fl/fl</sup> ;p53 <sup>fl/fl</sup> ;Rb <sup>+/+</sup>   | subclone                   | PTD17           | neg.                                     | n.d.                                              | 22.6                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| ~                | ~                                                                                               | subclone                   | PTD19           | neg.                                     | n.d.                                              | 27.0                                                                          | 31.0                                                                        | 38.4                                                                        | 41.2                                                                        | n.d.                                                                        |
| 1729             | GFAP-Cre <sup>tg/+</sup> ;Pcdh10all <sup>fl/fl</sup> ;p53 <sup>fl/fl</sup> ;Rb <sup>fl/fl</sup> | subclone                   | PTD24           | ++                                       | n.d.                                              | 10.0                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| ~                | ~                                                                                               | subclone                   | <b>PTD25</b>    | +++                                      | 3.81                                              | 12.7                                                                          | n.d.                                                                        | 17.5-20.8                                                                   | 24.9-28.0                                                                   | 27.5                                                                        |
| ~                | <b>PTD25 rescued with Pcdh10 short isoform</b>                                                  | transduced and FACS sorted | <b>PTD25_RS</b> | neg.                                     | <b>0.95</b>                                       | n.d.                                                                          | n.d.                                                                        | <b>no tumor</b>                                                             | <b>no tumor</b>                                                             | n.d.                                                                        |
| ~                | <b>PTD25 rescued with Pcdh10 long isoform</b>                                                   | transduced and FACS sorted | <b>PTD25_RL</b> | neg.                                     | <b>0.64</b>                                       | n.d.                                                                          | n.d.                                                                        | <b>34.0</b>                                                                 | <b>39.4</b>                                                                 | n.d.                                                                        |
| 9988             | GFAP-Cre <sup>tg/+</sup> ;Pcdh10all <sup>fl/fl</sup> ;p53 <sup>fl/fl</sup> ;Rb <sup>fl/+</sup>  | subclone                   | PTD26           | n.d.                                     | 3.24                                              | 23.5                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| ~                | ~                                                                                               | subclone                   | PTD27           | n.d.                                     | 2.21                                              | 19.5                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| n.a.             | n.a. (human osteosarcoma cell line)                                                             | Negative control cell line | HOS             | neg.                                     | n.d.                                              | <b>no tumor</b>                                                               | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| n.a.             | n.a. (human breast cancer cell line)                                                            | Negative control cell line | T47D            | n.d.                                     | <b>1.20</b>                                       | n.d.                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |
| n.a.             | n.a. (chemically transformed HOS cell line)                                                     | Positive control cell line | MNNG-HOS        | +++                                      | 4.78                                              | 23.4                                                                          | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        | n.d.                                                                        |

\* Fold increase in perimeter containing ~ 90 % invasive cells; in vitro outgrowth at 92 h after seeding spheroids in 3-dimensional matrix of collagen (1 mg/ml).

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 19 — Additional file 19: Fig. S9. Allograft formation after s.c. injection of PTD single-cell suspensions into athymic nude mice.

**Additional file 19 for Kleinberger, Sanders, Staes et al. (2022)**

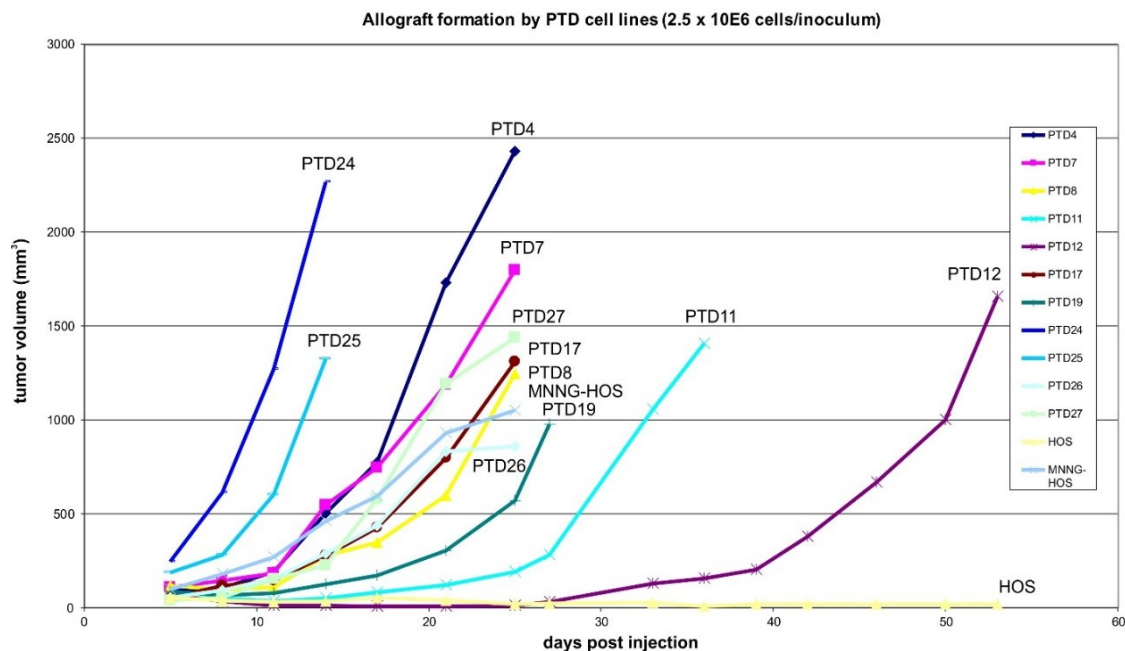

**Fig. S9** Allograft formation after s.c. injection of PTD single-cell suspensions into athymic nude mice. Genotypes of the original pinnal-tumor bearing mice (Table 1) were: GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>fl/fl</sup> (for PTD4, 7, 8, 24, 25), GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>fl/+</sup> (for PTD26, 27) and GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>+/+</sup> (for PTD11, 12, 17, 19). The human cell lines HOS and MNNG-HOS served as negative and positive controls, respectively. The number of inoculated cells per mouse was 2.5x10<sup>6</sup>. The cells were mixed with Matrigel before injection. Tumor volumes are the average for 5 injected mice. See Additional file 18: Table S12 for quantitation.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 20 — Additional file 20. Lung colonization assay for selected PTD cell lines. Includes Table S13 and Fig. S10.

# Additional file 20 for Kleinberger, Sanders, Staes et al. (2022)

**Additional Table S13.** Lung colonization assay for selected PTD cell lines

| Inoculum* | Mouse | 2 wk PI     | 3 wk PI        | 4 wk PI                       | 6 wk PI                | 8 wk PI  |
|-----------|-------|-------------|----------------|-------------------------------|------------------------|----------|
| PTD7      | #1    | lungs OK    | n.a.           | n.a.                          | n.a.                   | n.a.     |
|           | #2    |             | 2 red spots    | n.a.                          | n.a.                   | n.a.     |
|           | #3    |             |                | 9 lung nodules                | n.a.                   | n.a.     |
|           | #4    |             |                |                               | 20 lung nodules        | n.a.     |
|           | #5    |             |                |                               | 14 lung nodules        | n.a.     |
|           | #6    |             |                |                               | 12 nodules + 2 on ribs | n.a.     |
|           | #7    |             |                |                               | 14 nodules + 2 on ribs | n.a.     |
| PTD11     | #1    | lungs OK    |                |                               | n.a.                   | n.a.     |
|           | #2    |             | lungs OK       |                               | n.a.                   | n.a.     |
|           | #3    |             |                | lungs OK                      | n.a.                   | n.a.     |
|           | #4    |             |                |                               |                        | lungs OK |
|           | #5    |             |                |                               |                        | lungs OK |
|           | #6    |             |                |                               |                        | lungs OK |
|           | #7    |             |                |                               |                        | lungs OK |
| PTD19     | #1    | lungs OK    |                |                               | n.a.                   | n.a.     |
|           | #2    |             | lungs OK       |                               | n.a.                   | n.a.     |
|           | #3    |             |                | lungs OK                      | n.a.                   | n.a.     |
|           | #4    |             |                |                               |                        | lungs OK |
|           | #5    |             |                |                               |                        | lungs OK |
|           | #6    |             |                |                               |                        | lungs OK |
|           | #7    |             |                |                               |                        | lungs OK |
| PTD25     | #1    | 2 red spots |                | n.a.                          | n.a.                   | n.a.     |
|           | #2    |             | 5 lung nodules | n.a.                          | n.a.                   | n.a.     |
|           | #3    |             |                | 15 lung nodules               | n.a.                   | n.a.     |
|           | #4    |             |                | 18 lung nodules               | n.a.                   | n.a.     |
|           | #5    |             |                | > 7 lung nodules <sup>#</sup> | n.a.                   | n.a.     |
|           | #6    |             |                | 5 lung nodules                | n.a.                   | n.a.     |
|           | #7    |             |                | died prematurely              | n.a.                   | n.a.     |

\* For each PTD cell line,  $2 \times 10^5$  viable cells were injected into the tail vein of athymic mice (6-wk old). Mice were killed at the times indicated (wk PI: weeks after i.v. injection) and lungs were examined by stereo microscopy and HE staining of serial paraffin sections. Genotypes of PTD7 and PTD25 were GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>fl/fl</sup>; genotypes of PTD11 and PTD19 were GFAP-Cre<sup>tg/+</sup>;Pcdh10all<sup>fl/fl</sup>;p53<sup>fl/fl</sup>;Rb<sup>+/+</sup>.

<sup>#</sup> including a big tumor connecting lung lobes

### Representative lung sections

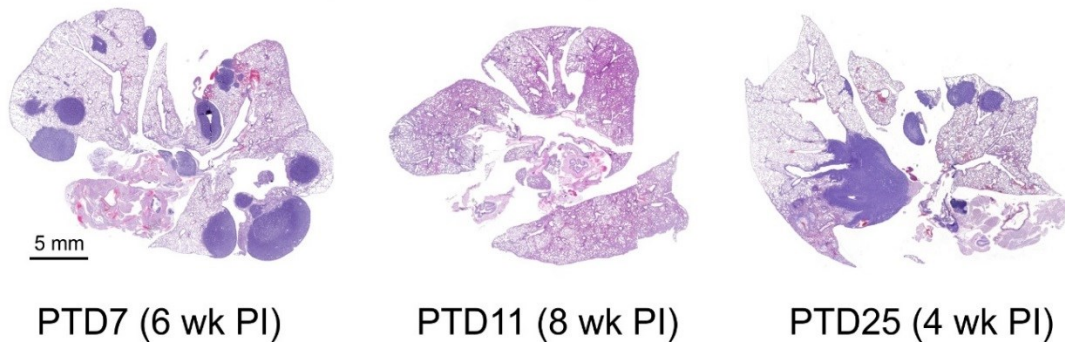

**Additional Fig. S10.** Representative paraffin sections of lung lobes of i.v. injected athymic mice were stained with HE. The cell lines injected and the incubation period after i.v. injection are given. Scale bar: 5 mm.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 21 — Additional file 21: Fig. S11. Immunofluorescent detection of desmin in PTD cell cultures and derivatives.

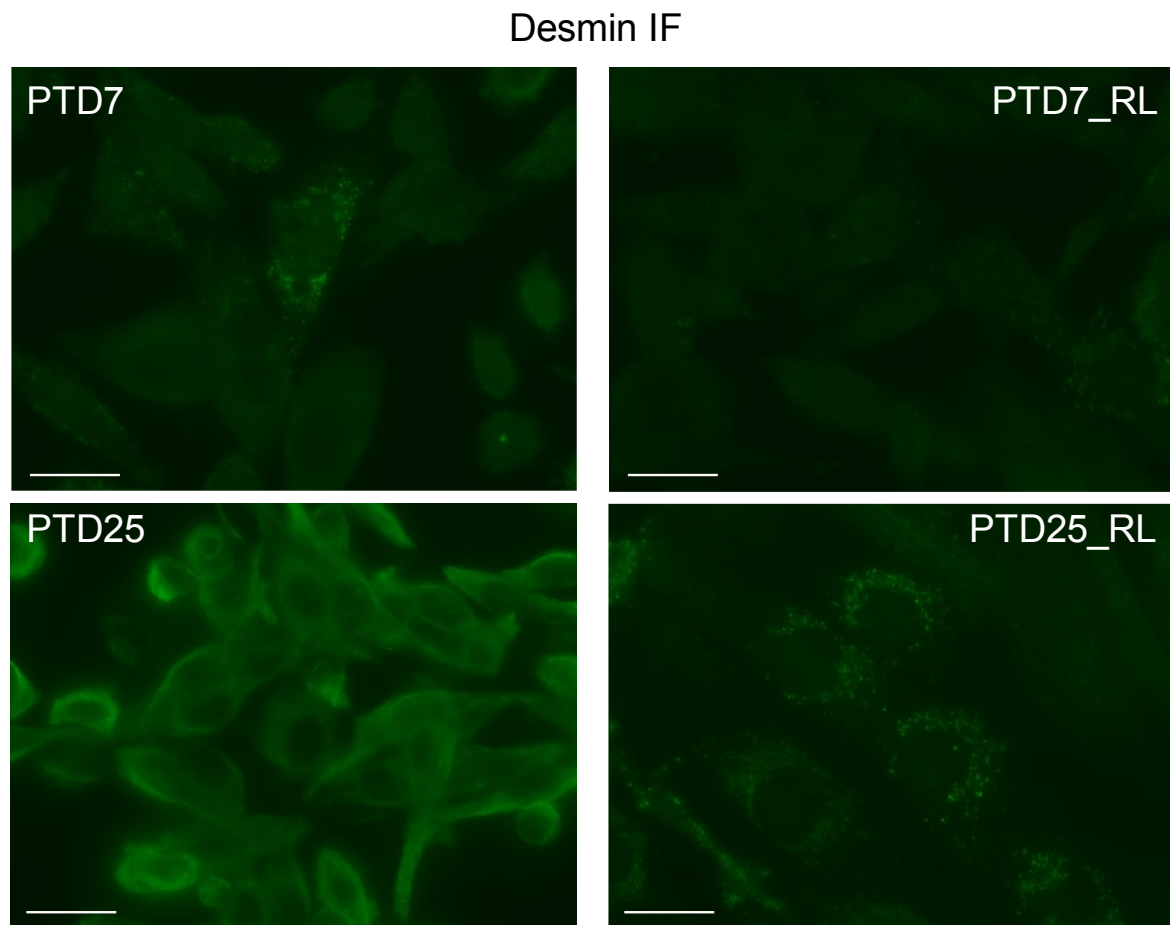

**Fig. S11** Immunofluorescent detection of desmin in PTD cell cultures and derivatives. Only PTD25 is clearly positive. PTD7\_RL and PTD25\_RL are transduced and FACS-sorted derivative populations of, respectively, PTD7 and PTD25, rescued for Pcdh10 ablation by cDNA expression of Pcdh10\_long isoform-4 (see text, Table 1 and Additional file 18: Table S12). Scale bars: 40 μm.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 22 — Additional file 22: Table S14. Statistical analysis of allograft growth curves for PTD7, PTD25 and their Pcdh10-rescued derivative cell lines.

**Additional file 22: Table S14.** Statistical analysis of allograft growth curves for PTD7, PTD25 and their Pcdh10-rescued derivative cell lines

Statistical p-values for pairwise comparisons using type II ANOVA

| Cell line #1  | Inoculum | Cell line #2 | Inoculum | F test (KR) | Wald test | Conclusion |
|---------------|----------|--------------|----------|-------------|-----------|------------|
| PTD7          | 10E6     | PTD7_RS      | 10E6     | p<0.11      | p<0.06    | ns         |
| PTD7          | 10E5     | PTD7_RS      | 10E5     | p<0.0044    | p<<0.0001 | **->***    |
| PTD7          | 10E6     | PTD7_RL      | 10E6     | p<0.031     | p<0.0048  | *->**      |
| PTD7          | 10E5     | PTD7_RL      | 10E5     | p<0.013     | p<0.0008  | *->***     |
| PTD25         | 10E5     | PTD25_RS     | 10E5     | p<0.0011    | p<<0.0001 | **->***    |
| PTD25         | 10E4     | PTD25_RS     | 10E4     | p<0.0020    | p<<0.0001 | **->***    |
| PTD25         | 10E5     | PTD25_RL     | 10E5     | p<0.0017    | p<<0.0001 | **->***    |
| PTD25         | 10E4     | PTD25_RL     | 10E4     | p<0.0050    | p<0.0001  | **->***    |
| *: p<0.05     |          |              |          |             |           |            |
| **.: p<0.01   |          |              |          |             |           |            |
| ***.: p<0.001 |          |              |          |             |           |            |

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 23 — Additional file 23: Table S15. Expression of 134 selected genes in PTD7, PTD25 and derivatives

**Additional file 23: Table S15.** Expression of 134 selected genes in PTD7, PTD25 and derivatives<sup>a</sup>

|                              | Mean of 3 | Mean of 4 | log2FoldChange     | padj     | Mean of 4 | log2FoldChange     | padj      |  | Mean of 3 | Mean of 4 | log2FoldChange       | padj      | Mean of 3 | log2FoldChange       | padj      |
|------------------------------|-----------|-----------|--------------------|----------|-----------|--------------------|-----------|--|-----------|-----------|----------------------|-----------|-----------|----------------------|-----------|
|                              | PTD7      | PTD7_RS   | DE PTD7_RS vs PTD7 |          | PTD7_RL   | DE PTD7_RL vs PTD7 |           |  | PTD25     | PTD25_RS  | DE PTD25_RS vs PTD25 |           | PTD25_RL  | DE PTD25_RL vs PTD25 |           |
| Cadherins and protocadherins |           |           |                    |          |           |                    |           |  |           |           |                      |           |           |                      |           |
| Cdh1 (E-cadherin)            | 0,8       | 0,9       |                    |          | 0,9       |                    |           |  | 14,2      | 5,8       |                      |           | 5,7       |                      |           |
| Cdh2 (N-cadherin)            | 559,5     | 697,6     |                    |          | 666,0     |                    |           |  | 1273,9    | 2281,9    |                      |           | 1776,9    |                      |           |
| Cdh11 (OB-cadherin)          | 415,8     | 154,6     | -1,37              | 6,32E-25 | 69,5      | -2,47              | 1,10E-69  |  | 81,6      | 1235,2    | 3,88                 | 7,39E-103 | 389,7     | 2,23                 | 2,13E-30  |
| Cdh13 (T-cadherin)           | 383,0     | 535,5     |                    |          | 874,3     | 1,13               | 1,12E-12  |  | 557,6     | 1006,1    |                      |           | 499,7     |                      |           |
| Cdh15 (M-cadherin)           | 0,3       | 1,9       |                    |          | 0,0       |                    |           |  | 13437,3   | 612,2     | -4,34                | 3,24E-55  | 1083,3    | -3,53                | 1,26E-32  |
| Cdh23                        | 10,0      | 11,7      |                    |          | 22,3      |                    |           |  | 202,4     | 45,1      | -2,13                | 5,57E-20  | 59,7      |                      |           |
| Cdh24                        | 190,2     | 105,2     |                    |          | 122,8     |                    |           |  | 172,7     | 307,6     |                      |           | 257,8     |                      |           |
| Cdh26                        | 44,7      | 73,2      |                    |          | 16,7      | -1,12              | 4,20E-05  |  | 0,0       | 0,2       |                      |           | 0,7       |                      |           |
| Cdhr1                        | 0,5       | 0,0       |                    |          | 0,0       |                    |           |  | 0,0       | 140,9     | 6,71                 | 5,98E-27  | 33,3      | 4,64                 | 4,79E-13  |
| Pcdh1                        | 30,6      | 18,8      |                    |          | 11,0      |                    |           |  | 918,7     | 332,2     |                      |           | 747,3     |                      |           |
| Pcdh7                        | 1248,5    | 686,7     |                    |          | 619,8     |                    |           |  | 623,8     | 659,0     |                      |           | 680,1     |                      |           |
| Pcdh10                       | 0,0       | 539,6     | 5,73               | 1,57E-97 | 709,2     | 6,10               | 6,18E-111 |  | 0,7       | 1415,2    | 8,92                 | 8,84E-82  | 3327,0    | 10,14                | 8,16E-105 |
| Pcdh18                       | 590,4     | 644,3     |                    |          | 1053,7    |                    |           |  | 227,3     | 853,6     |                      |           | 1021,5    | 2,16                 | 3,17E-59  |
| Pcdh19                       | 793,5     | 823,8     |                    |          | 1135,3    |                    |           |  | 105,8     | 1014,6    | 3,24                 | 1,37E-121 | 1389,4    | 3,69                 | 9,71E-145 |
| Catenins                     |           |           |                    |          |           |                    |           |  |           |           |                      |           |           |                      |           |
| Ctnna1 (α-catenin)           | 3478,6    | 5060,4    |                    |          | 4901,1    |                    |           |  | 11014,8   | 13519,9   |                      |           | 9918,4    |                      |           |
| Ctnnb1 (β-catenin)           | 11658,4   | 9901,0    |                    |          | 10853,3   |                    |           |  | 9035,9    | 11590,8   |                      |           | 11177,1   |                      |           |
| Ctndd1                       | 2626,2    | 2682,0    |                    |          | 2896,9    |                    |           |  | 3737,1    | 4929,7    |                      |           | 4120,2    |                      |           |
| Jup                          | 1369,2    | 1487,5    |                    |          | 1357,4    |                    |           |  | 1311,6    | 250,6     | -2,38                | 1,15E-149 | 201,3     | -2,69                | 2,46E-149 |
| Anti-apoptotic               |           |           |                    |          |           |                    |           |  |           |           |                      |           |           |                      |           |
| Bcl2                         | 71,7      | 93,2      |                    |          | 123,5     |                    |           |  | 19,6      | 195,5     | 3,25                 | 3,34E-43  | 201,6     | 3,29                 | 9,66E-42  |
| Bcl2l1 (Bcl-Xl)              | 967,0     | 808,1     |                    |          | 607,6     |                    |           |  | 1416,2    | 606,3     |                      |           | 837,4     |                      |           |
| Birc3 (clAP2)                | 240,6     | 224,8     |                    |          | 215,2     |                    |           |  | 59,0      | 143,6     |                      |           | 177,9     |                      |           |
| Birc5 (Survivin)             | 2350,6    | 1567,0    |                    |          | 807,2     | -1,49              | 9,03E-37  |  | 1449,2    | 662,3     |                      |           | 1037,7    |                      |           |
| Mcl1                         | 2512,7    | 2681,9    |                    |          | 2554,4    |                    |           |  | 2404,5    | 4105,4    |                      |           | 4081,5    |                      |           |
| Xiap                         | 541,2     | 783,4     |                    |          | 869,2     |                    |           |  | 826,3     | 1135,6    |                      |           | 908,4     |                      |           |
| Pro-Apoptotic                |           |           |                    |          |           |                    |           |  |           |           |                      |           |           |                      |           |
| Bad                          | 441,1     | 494,2     |                    |          | 449,6     |                    |           |  | 776,5     | 862,6     |                      |           | 1160,2    |                      |           |
| Bax                          | 997,1     | 1015,3    |                    |          | 804,6     |                    |           |  | 1204,2    | 1002,1    |                      |           | 1359,5    |                      |           |
| Bcl2l13                      | 1134,2    | 972,0     |                    |          | 1031,9    |                    |           |  | 1806,3    | 1272,4    |                      |           | 1322,3    |                      |           |
| Bcl6b                        | 205,0     | 80,1      | -1,27              | 1,23E-14 | 69,8      | -1,45              | 1,87E-19  |  | 864,1     | 49,0      | -4,12                | 4,22E-181 | 84,1      | -3,34                | 1,08E-120 |
| Bcl10                        | 1158,4    | 909,2     |                    |          | 914,2     |                    |           |  | 1428,0    | 1361,3    |                      |           | 1306,0    |                      |           |
| Bex1                         | 1,1       | 0,0       |                    |          | 0,0       |                    |           |  | 4606,0    | 2,6       | -10,29               | 4,62E-178 | 36,0      | -6,95                | 0,00E+00  |
| Bik                          | 1,3       | 1,2       |                    |          | 0,2       |                    |           |  | 89,4      | 5,8       | -3,79                | 2,99E-27  | 9,2       | -3,19                | 2,41E-19  |
| Bok                          | 559,1     | 271,0     | -1,01              | 2,43E-15 | 304,0     |                    |           |  | 640,8     | 851,8     |                      |           | 652,0     |                      |           |
| Casp3                        | 1221,3    | 1314,3    |                    |          | 1133,4    |                    |           |  | 7224,2    | 1619,0    | -2,15                | 1,96E-141 | 1332,9    | -2,43                | 1,06E-154 |
| Casp7                        | 50,3      | 38,4      |                    |          | 35,8      |                    |           |  | 521,6     | 376,8     |                      |           | 465,6     |                      |           |
| Casp8                        | 392,4     | 473,9     |                    |          | 360,5     |                    |           |  | 388,5     | 299,6     |                      |           | 381,1     |                      |           |
| Casp9                        | 381,8     | 375,0     |                    |          | 501,1     |                    |           |  | 492,8     | 464,2     |                      |           | 473,6     |                      |           |
| Dapk1                        | 573,0     | 75,3      | -2,80              | 1,18E-77 | 19,0      | -4,48              | 3,98E-140 |  | 32,6      | 0,5       |                      |           | 0,0       |                      |           |
| Dapk2                        | 1,3       | 0,3       |                    |          | 0,0       |                    |           |  | 371,0     | 13,0      |                      |           | 28,0      |                      |           |
| Fas                          | 18,4      | 34,5      |                    |          | 41,5      |                    |           |  | 24,5      | 303,3     |                      |           | 390,3     |                      |           |
| Fadd                         | 221,0     | 217,9     |                    |          | 133,0     |                    |           |  | 210,9     | 142,3     |                      |           | 160,2     |                      |           |
| Fis1                         | 1260,3    | 1161,4    |                    |          | 1003,2    |                    |           |  | 1887,6    | 1771,0    |                      |           | 1929,2    |                      |           |
| Lgals7                       | 123,5     | 201,3     |                    |          | 152,5     |                    |           |  | 56,2      | 2,4       |                      |           | 1,4       |                      |           |
| Hrk (Harakirin)              | 22,3      | 7,1       |                    |          | 12,0      |                    |           |  | 10,3      | 0,0       |                      |           | 0,3       |                      |           |

|                         |        |        |  |  |        |      |          |  |        |        |  |  |        |  |  |
|-------------------------|--------|--------|--|--|--------|------|----------|--|--------|--------|--|--|--------|--|--|
| <b>Stemness markers</b> |        |        |  |  |        |      |          |  |        |        |  |  |        |  |  |
| Bmi1                    | 291,4  | 391,4  |  |  | 416,1  |      |          |  | 519,0  | 915,9  |  |  | 540,2  |  |  |
| Cd44                    | 5587,5 | 3415,2 |  |  | 3218,9 |      |          |  | 5037,7 | 3382,0 |  |  | 4017,5 |  |  |
| Nanog                   | 6,0    | 8,5    |  |  | 8,3    |      |          |  | 22,4   | 14,7   |  |  | 14,3   |  |  |
| Prom1 (Cd133; Prominin1 | 0,5    | 0,3    |  |  | 0,0    |      |          |  | 0,0    | 0,0    |  |  | 0,3    |  |  |
| Sox2                    | 1159,5 | 1188,5 |  |  | 613,9  |      |          |  | 79,4   | 109,4  |  |  | 195,8  |  |  |
| <b>lncRNA</b>           |        |        |  |  |        |      |          |  |        |        |  |  |        |  |  |
| 2610316D01Rik           | 0,0    | 0,0    |  |  | 0,0    |      |          |  | 0,0    | 0,0    |  |  | 0,0    |  |  |
| Hotair                  | 0,0    | 0,0    |  |  | 0,0    |      |          |  | 0,0    | 0,0    |  |  | 0,0    |  |  |
| Malat1                  | 880,1  | 775,3  |  |  | 2060,2 | 1,17 | 7,24E-16 |  | 578,1  | 841,6  |  |  | 2030,0 |  |  |

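The table lists, for each gene and group, the mean over libraries of counts divided by a size factor that scales each library. Means of normalized counts were computed again with DESeq2's size factors for each cell family, for the genes of the table with a mean of at least 50. The ratio of the paper's mean to the recomputed mean had a median of 1 in PTD25, PTD25_RS and PTD25_RL. In the PTD7 family it was 0.983 in PTD7, 0.986 in PTD7_RS and 0.987 in PTD7_RL. The lowest ratio for a gene in PTD7 was 0.982 and the highest 0.984, so that the ratio was nearly the same for every gene.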

<sup>a</sup> Mean of normalized counts in RNA-Seq experiment is shown. Genes have been sorted according to type or function (some genes have been listed twice). Green values correspond to high or increased values; red values correspond to low or decreased values. Log2FoldChange (with corresponding padj) are also listed for DE genes analyzed in Additional files 9 and 10: Tables S8 and S9.

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 24 — Additional file 24: comprising Figs. S12-S17. 24a: Fig. S12. Summary of differentially expressed (DE) genes in PTD7_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD7 cells. 24b: Fig. S13. Summary of DE genes in PTD25_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells. 24c: Fig. S14. Summary of DE genes in PTD25_RL (rescued by long isoform 4 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells. 24d: Fig. S15. Summary of DE genes shared by both PTD7_RS and PTD7_RL in comparison with malignant Pcdh10-lacking PTD7 cells. 24e: Fig. S16. Summary of DE genes shared by both PTD25_RS and PTD25_RL in comparison with malignant Pcdh10-lacking PTD25 cells. 24f: Fig. S17. Summary of DE genes in malignant Pcdh10-lacking PTD25 versus malignant Pcdh10-lacking PTD7 cells.

## **Additional file 24 for Kleinberger, Sanders, Staes et al. (2022)**

### **Legend to additional file 24a: Fig. S12**

Summary of differentially expressed (DE) genes in PTD7\_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD7 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2). Details on this analysis can be found in <https://qiagen.secure.force.com/KnowledgeBase/KnowledgeIPAPage> and <https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/>. The top network score is based on a p-value calculation, which calculates the likelihood that the Network Eligible Molecules that are part of a network are found therein by random chance alone. The graphical summary below provides a coherent and comprehensible synopsis of the major biological themes in the IPA core analysis performed, including upstream regulators, diseases, functions, and pathways, and illustrates how those concepts relate to one another. The algorithm takes into account the magnitude of the differential expression of the corresponding gene in the dataset when deciding which regulators to include. In the left part, major DE genes are indicated in their subcellular compartment, with connecting lines indicating direct (solid lines), indirect (broken lines) or inferred (dotted lines) relationships. In the right part, molecular and cellular functions (octagons) influenced by Pcdh10 re-expression, as well as influenced canonical pathways (hour-glass symbols) and associated diseases (crosses) are listed. In an IPA core analysis, the z-score of a regulating molecule predicts the activation state of this upstream regulator, using the molecular expression patterns of the molecules downstream of an upstream regulator, being either increased for an activating gene or decreased for an inhibiting gene. Items with a positive z-score (activated) are colored orange, and those with negative z-score (inhibited) are colored blue. Network shapes, used here or in Additional file 24b-24f: Figs. S13-S17, include rectangles for cytokines, inverted triangles for kinases, horizontal ovals for transcriptional regulators, vertical rectangles for G-protein coupled receptors, and diamonds for non-kinase enzymes.

**Additional file 24b: Figure S13.** Summary of DE genes in PTD25\_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2). See Fig. 13 and Additional file 24a: Fig. S12 for more details.

**Additional file 24c: Figure S14.** Summary of DE genes in PTD25\_RL (rescued by long isoform 4 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2). See Fig. 13 and Additional file 24a: Fig. S12 for more details.

**Additional file 24d: Figure S15.** Summary of DE genes shared by both PTD7\_RS and PTD7\_RL in comparison with malignant Pcdh10-lacking PTD7 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2). See Fig. 13 and Additional file 24a: Fig. S12 for more details.

**Additional file 24e: Figure S16.** Summary of DE genes shared by both PTD25\_RS and PTD25\_RL in comparison with malignant Pcdh10-lacking PTD25 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2). See Fig. 13 and Additional file 24a: Fig. S12 for more details.

**Additional file 24f: Figure S17.** Summary of DE genes in malignant Pcdh10-lacking PTD25 versus malignant Pcdh10-lacking PTD7 cells. The analysis was performed by the Ingenuity Pathway Analysis software (IPA, Qiagen) (see also Table 2). See Fig. 13 and Additional file 24a: Fig. S12 for more details.

| Top Diseases and Bio Functions                |                     |             |
|-----------------------------------------------|---------------------|-------------|
| Diseases and Disorders                        |                     |             |
| Name                                          | p-value range       | # Molecules |
| Cancer                                        | 2,78E-04 - 1,12E-18 | 209         |
| Organismal Injury and Abnormalities           | 2,90E-04 - 1,12E-18 | 288         |
| Reproductive System Disease                   | 9,49E-05 - 1,94E-12 | 143         |
| Cardiovascular Disease                        | 2,38E-04 - 9,46E-10 | 104         |
| Skeletal and Muscular Disorders               | 2,63E-04 - 1,52E-09 | 153         |
| Molecular and Cellular Functions              |                     |             |
| Physiological System Development and Function |                     |             |

| Top Networks |                                                                                             |       |
|--------------|---------------------------------------------------------------------------------------------|-------|
| ID           | Associated Network Functions                                                                | Score |
| 1            | Tissue Development, Cancer, Endocrine System Disorders                                      | 41    |
| 2            | Cancer, Organismal Injury and Abnormalities, Cardiovascular System Development and Function | 39    |
| 3            | Developmental Disorder, Organismal Injury and Abnormalities, Molecular Transport            | 37    |
| 4            | Skeletal and Muscular Disorders, Tissue Morphology, Cancer                                  | 35    |
| 5            | Cancer, Connective Tissue Disorders, Organismal Injury and Abnormalities                    | 35    |

© 2000-2021 QIAGEN. All rights reserved.

DEGenes\_PTD7\_RSvsPTD7\_adapt - 2021-03-15 08:20 PM Summary Graph

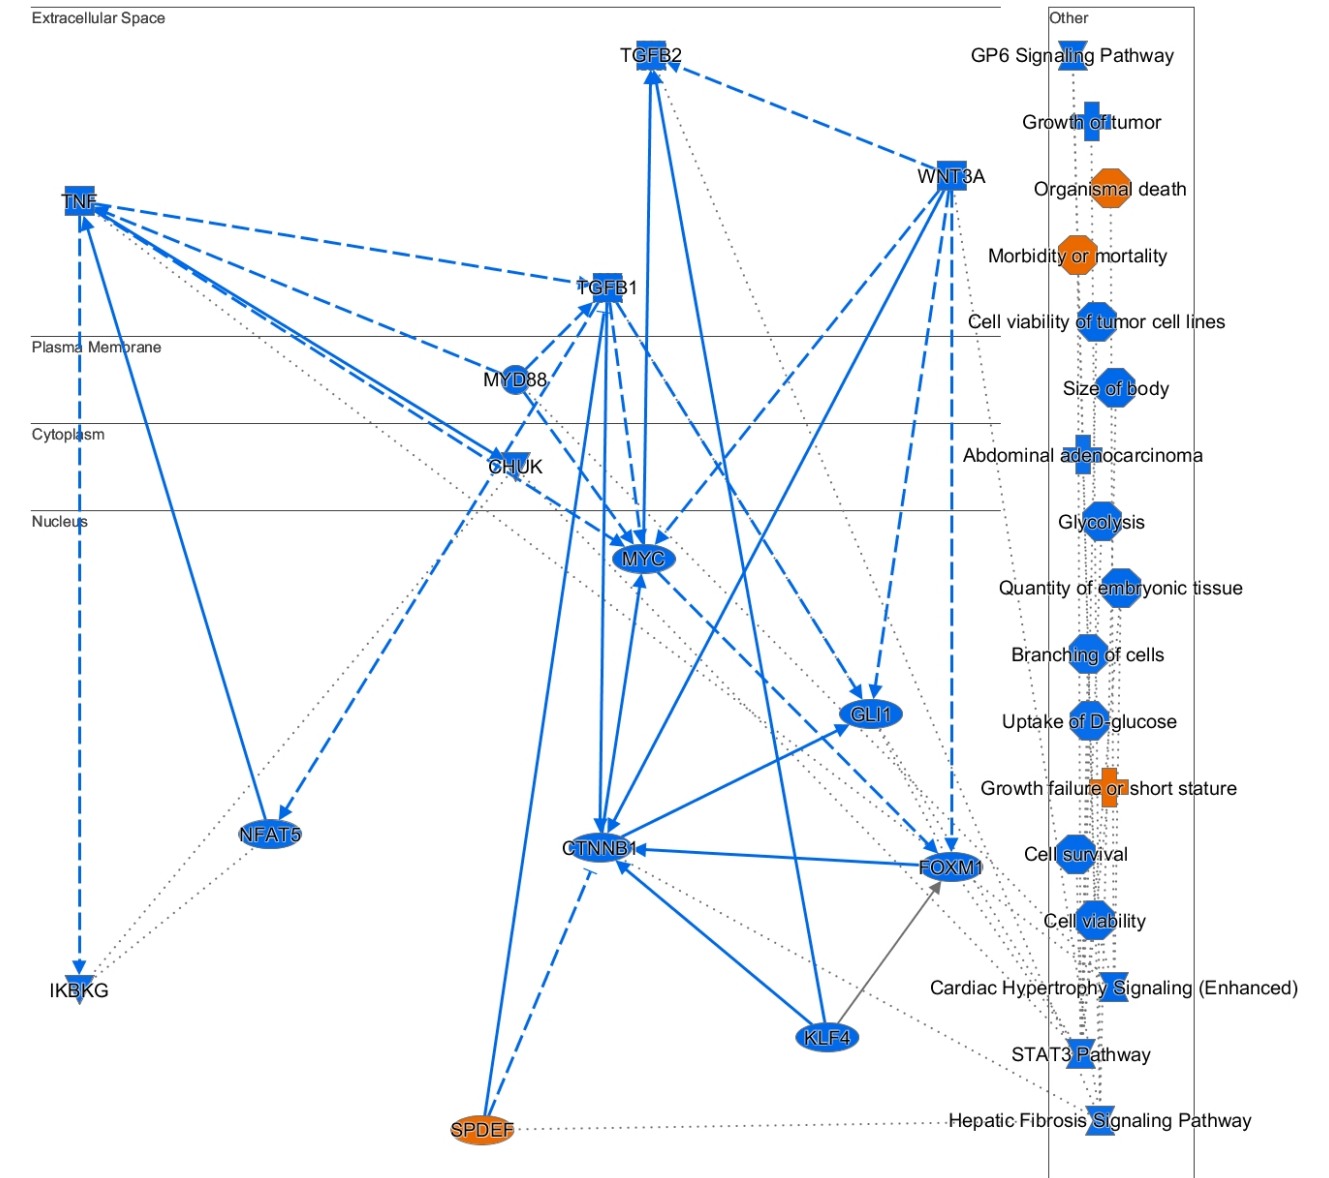

© 2000-2021 QIAGEN. All rights reserved.

Fig. S12

| Top Diseases and Bio Functions                  |  |                     |             |
|-------------------------------------------------|--|---------------------|-------------|
| Diseases and Disorders                          |  |                     |             |
| Name                                            |  | p-value range       | # Molecules |
| Cancer                                          |  | 1,02E-09 - 1,22E-51 | 705         |
| Organismal Injury and Abnormalities             |  | 1,02E-09 - 1,22E-51 | 983         |
| Reproductive System Disease                     |  | 3,74E-11 - 1,05E-31 | 441         |
| Metabolic Disease                               |  | 1,08E-11 - 3,03E-28 | 323         |
| Endocrine System Disorders                      |  | 1,25E-11 - 1,04E-27 | 343         |
| <div>1 2 3 4 5 6 7 8 9 &gt;</div>               |  |                     |             |
| > Molecular and Cellular Functions              |  |                     |             |
| > Physiological System Development and Function |  |                     |             |

| Top Networks |                                                                                                                         |       |
|--------------|-------------------------------------------------------------------------------------------------------------------------|-------|
| ID           | Associated Network Functions                                                                                            | Score |
| 1            | Cardiovascular Disease, Heart Failure, Organismal Injury and Abnormalities                                              | 36    |
| 2            | Cellular Development, Connective Tissue Development and Function, Skeletal and Muscular System Development and Function | 34    |
| 3            | Cellular Development, Connective Tissue Development and Function, Embryonic Development                                 | 32    |
| 4            | Cellular Assembly and Organization, Cellular Function and Maintenance, Hereditary Disorder                              | 32    |
| 5            | Cancer, Cell Cycle, Organismal Injury and Abnormalities                                                                 | 32    |

© 2000-2021 QIAGEN. All rights reserved.

DEGenes\_PTD25\_RSvsPTD25\_adapt - 2021-03-15 08:23 PM Summary Graph

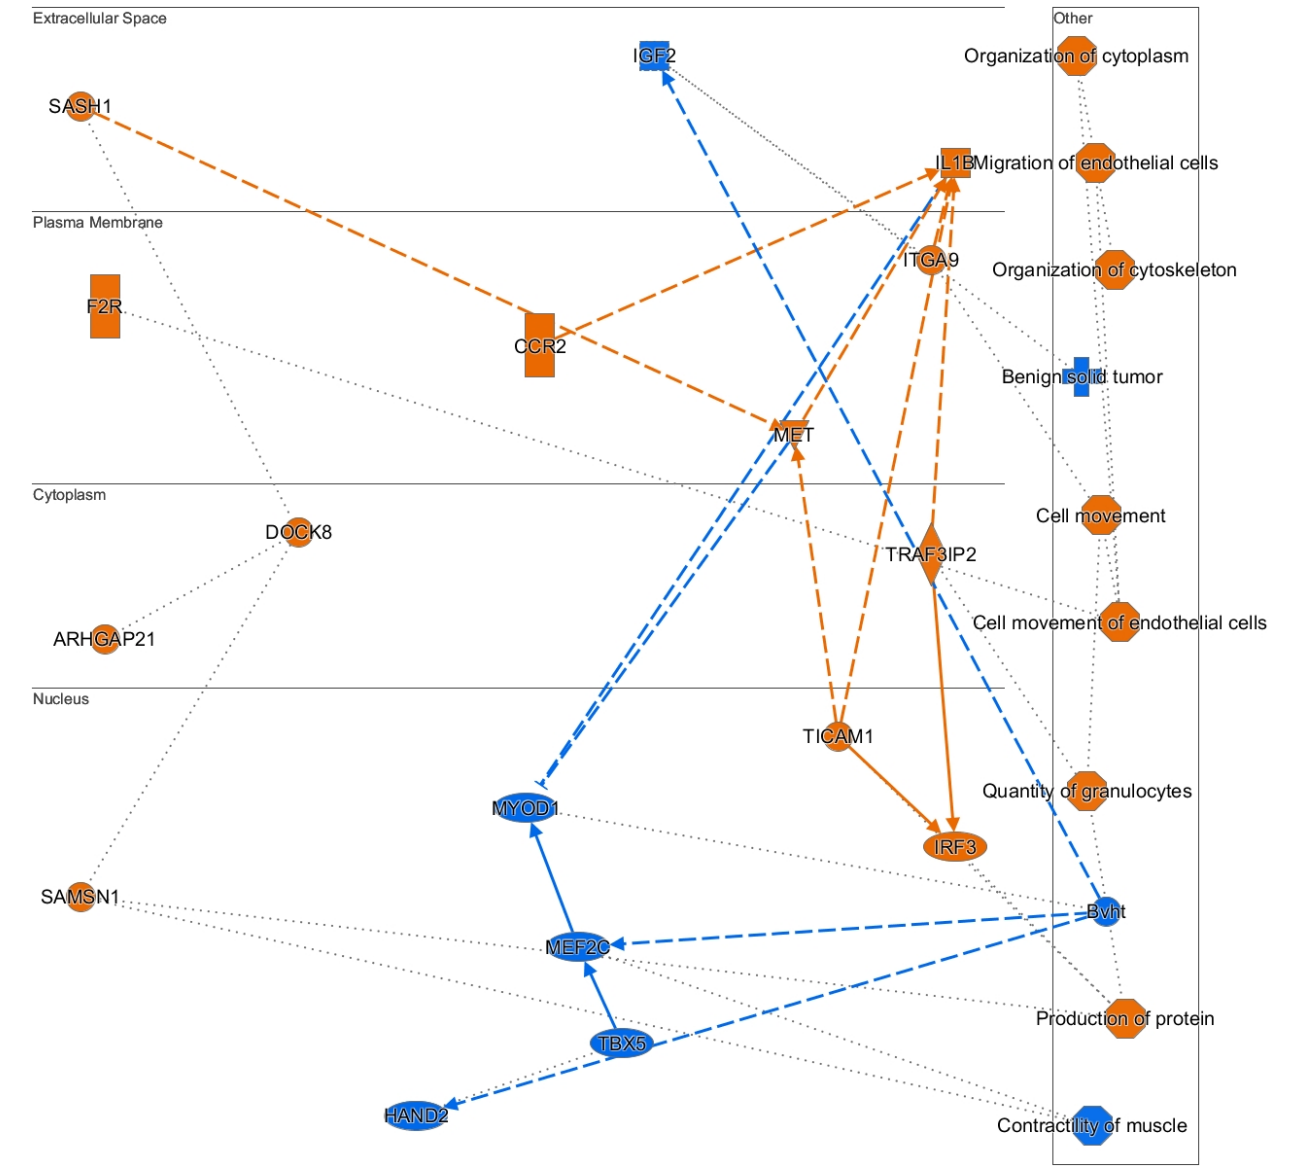

© 2000-2021 QIAGEN. All rights reserved.

Fig. S13

| Top Diseases and Bio Functions                |                     |             |
|-----------------------------------------------|---------------------|-------------|
| Diseases and Disorders                        |                     |             |
| Name                                          | p-value range       | # Molecules |
| Cancer                                        | 9,63E-11 - 5,32E-53 | 648         |
| Organismal Injury and Abnormalities           | 9,67E-11 - 5,32E-53 | 904         |
| Reproductive System Disease                   | 9,63E-11 - 8,44E-34 | 435         |
| Metabolic Disease                             | 7,04E-12 - 6,75E-32 | 309         |
| Endocrine System Disorders                    | 9,63E-11 - 1,27E-30 | 324         |
| Molecular and Cellular Functions              |                     |             |
| Physiological System Development and Function |                     |             |

| Top Networks |                                                                                                    |       |
|--------------|----------------------------------------------------------------------------------------------------|-------|
| ID           | Associated Network Functions                                                                       | Score |
| 1            | Embryonic Development, Organismal Development, Tissue Development                                  | 40    |
| 2            | Cell Morphology, Cellular Assembly and Organization, Hair and Skin Development and Function        | 35    |
| 3            | Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry                                 | 33    |
| 4            | Cancer, Organismal Injury and Abnormalities, Skeletal and Muscular System Development and Function | 33    |
| 5            | Organismal Injury and Abnormalities, Cardiovascular Disease, Neurological Disease                  | 31    |

© 2000-2021 QIAGEN. All rights reserved.

DEGenes\_PTD25\_RLvsPTD25\_adapt - 2021-03-15 08:31 PM Summary Graph

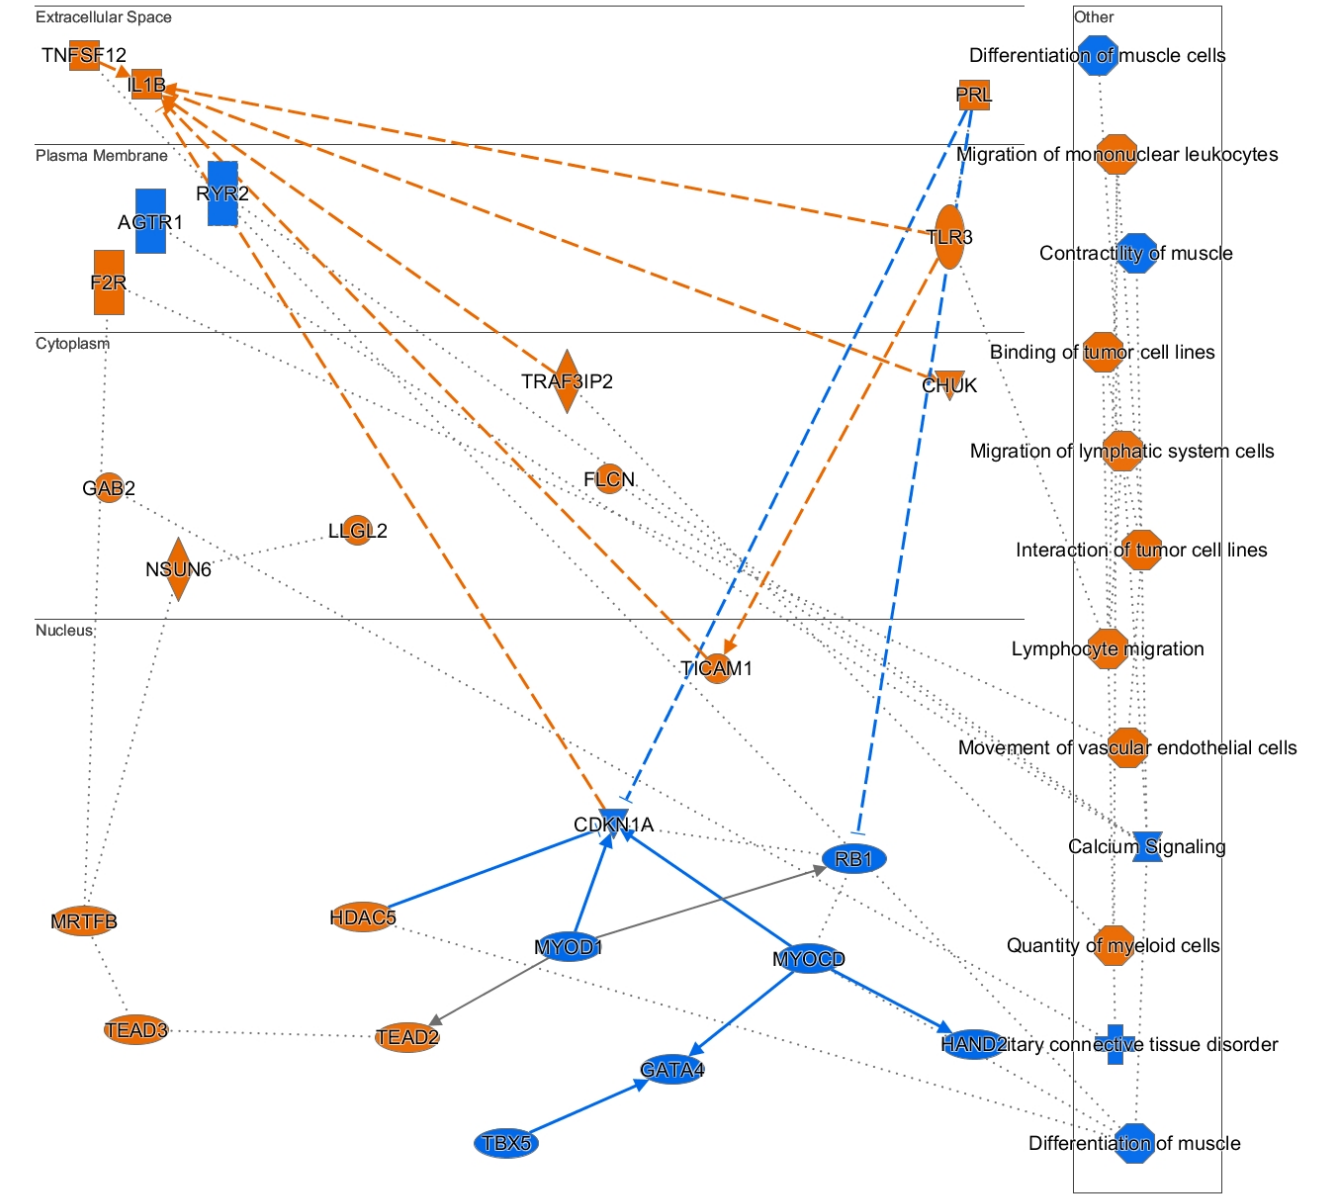

© 2000-2021 QIAGEN. All rights reserved.

Fig. S14

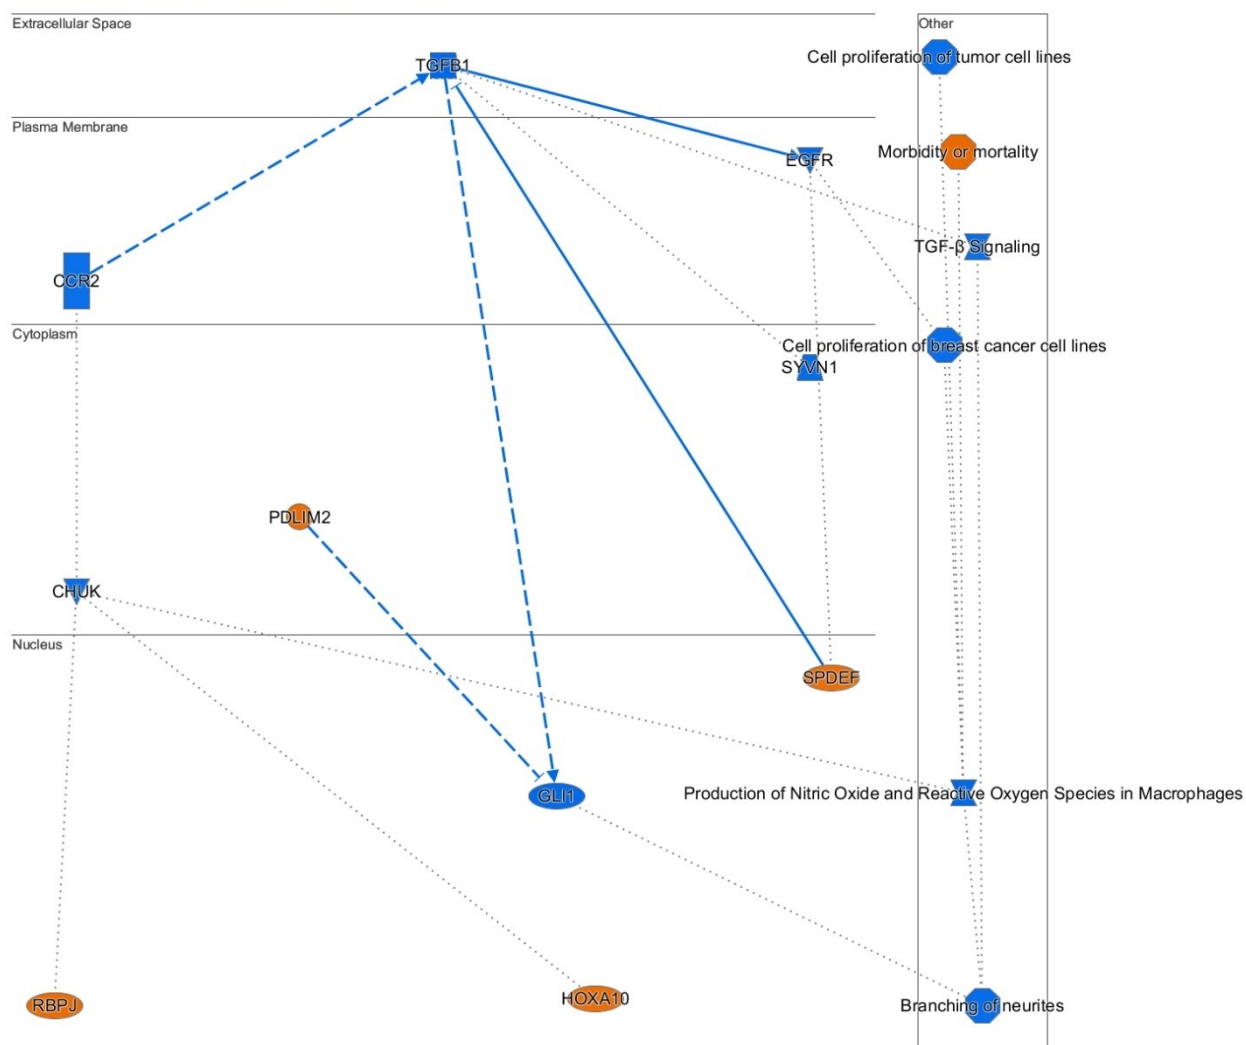

Fig. S15

Top Diseases and Bio Functions

Diseases and Disorders

| Name                                | p-value range       | # Molecules |
|-------------------------------------|---------------------|-------------|
| Cancer                              | 7,95E-09 - 1,33E-43 | 536         |
| Organismal Injury and Abnormalities | 1,02E-08 - 1,33E-43 | 749         |
| Reproductive System Disease         | 8,15E-09 - 3,85E-29 | 355         |
| Metabolic Disease                   | 5,06E-10 - 1,28E-28 | 260         |
| Endocrine System Disorders          | 4,72E-09 - 8,07E-27 | 273         |

Molecular and Cellular Functions

Physiological System Development and Function

Top Networks

| ID | Associated Network Functions                                                                            | Score |
|----|---------------------------------------------------------------------------------------------------------|-------|
| 1  | Cardiovascular Disease, Heart Failure, Organismal Injury and Abnormalities                              | 40    |
| 2  | Organismal Injury and Abnormalities, Cancer, Tissue Development                                         | 36    |
| 3  | Skeletal and Muscular System Development and Function, Cancer, Organismal Injury and Abnormalities      | 36    |
| 4  | Cardiovascular System Development and Function, Embryonic Development, Organ Development                | 36    |
| 5  | Cardiovascular System Development and Function, Cellular Development, Cellular Function and Maintenance | 32    |

© 2000-2021 QIAGEN. All rights reserved.

Shared\_PTD25\_RS\_RLvsPTD25\_adapt - 2021-03-15 08:33 PM Summary Graph

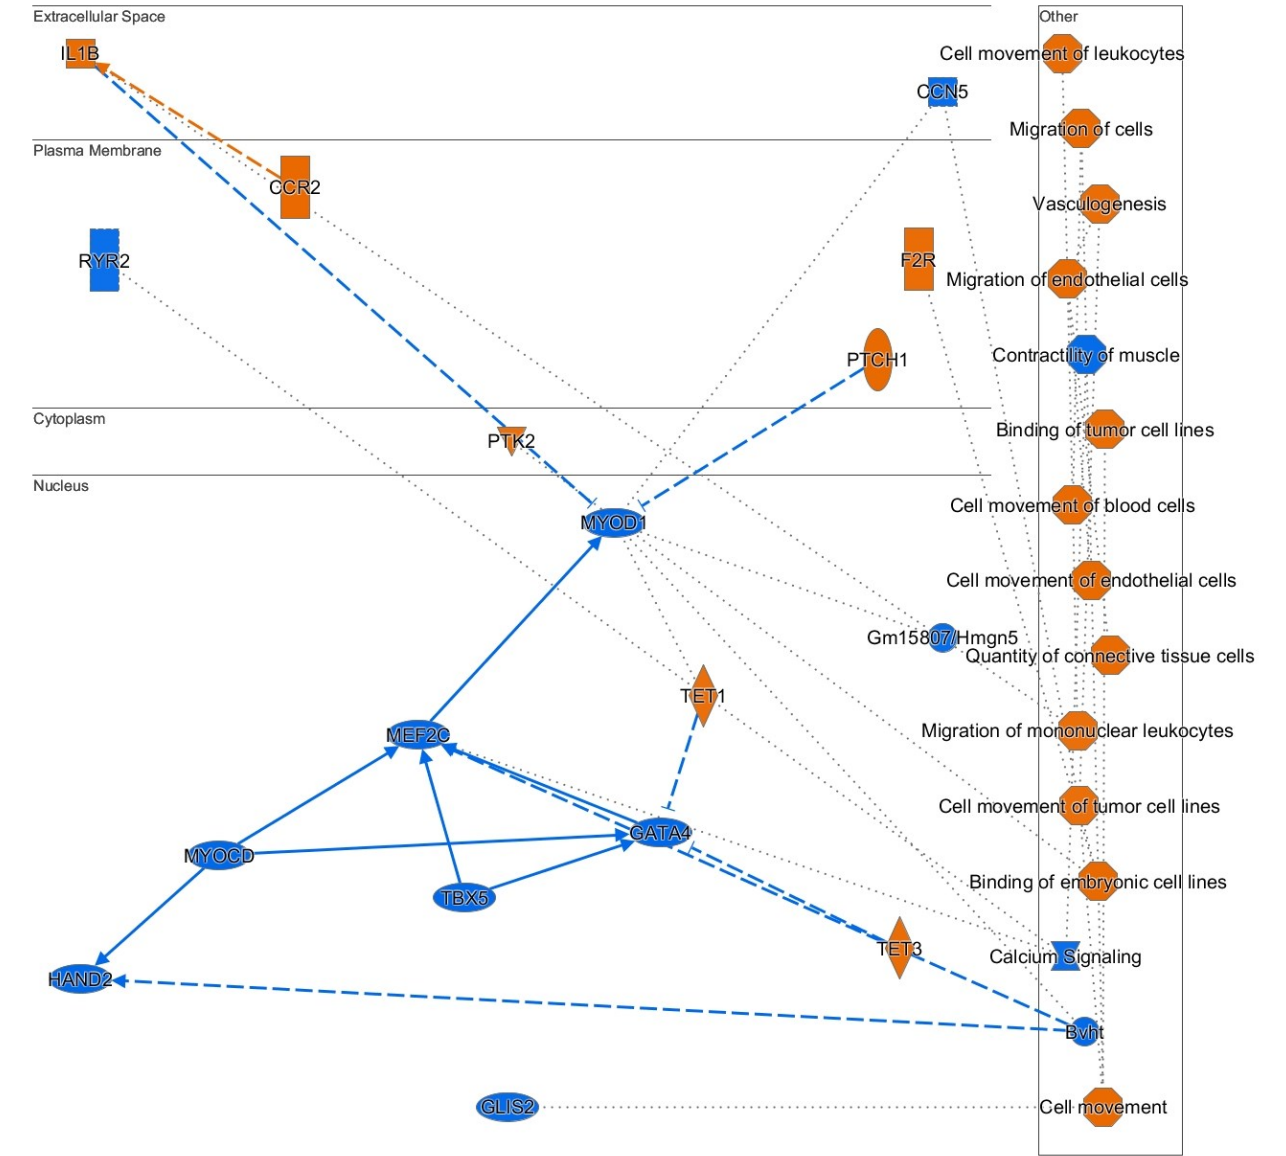

© 2000-2021 QIAGEN. All rights reserved.

Fig. S16

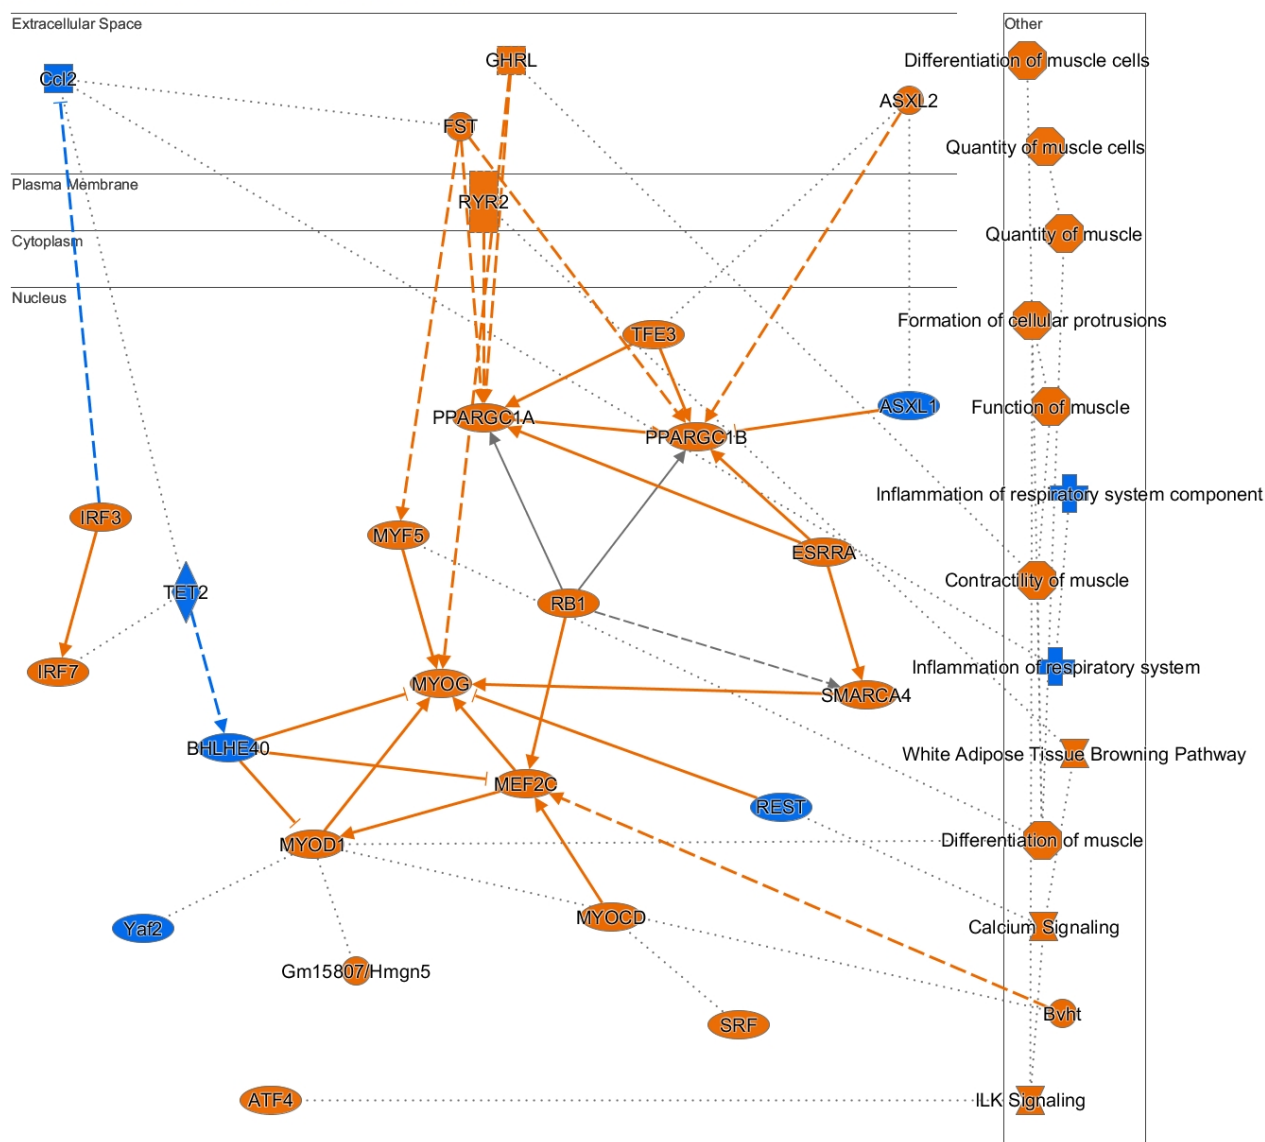

Fig. S17

# Supplementary material for: Innovative mouse models for the tumor suppressor activity of Protocadherin-10 isoforms
**Source:** BMC Cancer. 2022 Apr 25;22:451. doi: 10.1186/s12885-022-09381-y
**Supplement:** Supplementary file 25 — Additional file 25: Fig. S18. IPA-generated ‘Cell death and survival’ network of genes differentially expressed in PTD25_RS (rescued by short isoform 1 of Pcdh10) versus malignant Pcdh10-lacking PTD25 cells.

## **Additional file 25 for Kleinberger, Sanders, Staes et al. (2022)**

How the deposited data were processed for this re-analysis (not part of the article)

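RNA was measured in 21 cultures of mouse pinnal tumor cells. These were 3 libraries of PTD7, 4 of PTD7_RS, 4 of PTD7_RL, 3 of PTD25, 4 of PTD25_RS and 3 of PTD25_RL. Cells were grown to confluence before RNA was isolated. The authors made stranded mRNA libraries, sequenced them as single reads of 75 bp, removed bases of quality under 20 and reads shorter than 35 bp with Trimmomatic, and checked the reads with FastQC. They aligned the reads to the mouse genome (mm10) with TopHat2. The values that the authors deposited are raw counts of reads per gene from HTSeq-count, with 1 table per library and without normalization. The paper does not state the gene annotation, the strand option, how reads with several alignments were treated, or the version of DESeq2 with which the authors tested differential expression.

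What follows was computed from these counts. Genes were matched by symbol to a RefSeq gene list of GRCm38 to obtain their chromosome and position. The GENCODE annotation (release 21) gave GC content, gene length and the coordinates of the genes named in the text. In the RefSeq list a current symbol was found for 23204 genes, an older symbol for 1096, and 121 were not matched. These 121 were kept in the tests and left out of the results by chromosome. Of the genes counted, 5848 had 0 counts in every library. Library totals differed by a factor of 1.65 at most. The detection floor was set at 3 counts, which is 0.164 to 0.271 CPM depending on the library. With 3 or 4 cultures of a single line per group, the errors describe cultures of that line and not independently made lines. Within groups, each of the 27 pairs of libraries differed by more than counting error, with a chi-square per degree of freedom of 2.91 to 39.9 over the genes with at least 20 counts in the pair, so that 0 pairs were duplicates of each other.

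The calculations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and jsonlite 2.0.0. Normalization was by TMM, low counts were filtered with filterByExpr by group, and differential expression was tested with edgeR's robust quasi-likelihood F-test and Benjamini-Hochberg adjustment over the genes tested. The libraries of a cell family were fitted together, the parental lines were compared on their 6 libraries, and differences between families were tested as interactions in a fit of all 21 libraries. The thresholds were an adjusted p-value under 0.01 with an absolute log2 fold change over 1 within the PTD7 family, and over 2 within the PTD25 family, between the parental lines and for differences between families. Standard errors of log2 fold changes were derived from the same tests, as the absolute log2 fold change over the square root of the F statistic. They are approximate, above all where a group is near 0 counts. SDs are over libraries of a group. Overlaps of gene lists were compared with the number expected for independent lists and tested with Fisher's exact test across genes.

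The genes named in the text were chosen by a fixed rule, except for those that the closing section gives as chosen after their values were seen. They are the genes that the paper names for RNA sequencing, in Table 2 and in Table S15, with 2610316D01Rik and Hotair; the 10 genes most increased and the 10 most decreased past the threshold and in every pair of libraries, for each comparison with a parental line and between the parental lines; the 10 genes with the smallest adjusted p-value among those that differ the same way between the isoforms in both families; Xist, Ddx3y, Eif2s3y, Kdm5d and Uty; and the 5 genes with most counts in each group.

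Replicate numbers come from the sample labels, and no source says that libraries with the same number belong together. Among 7 pairs of groups, residuals of same-numbered libraries had mean correlations past the limit of 0.1 in 3, with -0.139 between PTD7 and PTD7_RL, -0.118 between PTD25 and PTD7, and 0.131 between PTD25_RL and PTD25_RS. The others had mean correlations across genes of -0.061 between PTD7 and PTD7_RS, 0.095 between PTD7_RL and PTD7_RS, 0.005 between PTD25 and PTD25_RL, and 0.004 between PTD25 and PTD25_RS. Since no source gives a pairing, libraries were treated as unpaired, with the replicate number as an alternative.

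The same code was tested on simulated counts with known changes in 200 genes. These genes had a mean of at least 50 counts in the parental line. Their changes were all set past the threshold and were equal in both derivatives. Far fewer genes were changed than were called in the data. The test therefore does not cover genes with few counts or changes near the threshold. It recovered 200 of these in PTD7_RS, 199 in PTD7_RL, 200 in PTD25_RS and 200 in PTD25_RL, called 0 unchanged genes, and called 0 genes in data simulated without changes. The slope of the estimated on the true log2 fold changes lay between 0.991 and 1.004.

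The alternatives tried were DESeq2's Wald test with and without a prior on fold changes, other scaling of the libraries, no filter and a mean of at least 50 counts, a replicate block, the 2 groups compared alone, all 21 libraries in a single fit, other fold-change thresholds, a test against the threshold itself, and leaving out each library in turn. Other splits of the libraries were drawn with at most 100 arrangements per result. The pathway analysis with Ingenuity, the protein measurements and the mouse experiments were not analysed here.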

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

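The tests of traces in single libraries, of Xist, of counting error and of the direction of the isoform differences in the 2 families were chosen only after the result was seen.

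The effect of re-expression differed between the cell families for 1750 genes with the short isoform and for 1669 with the long isoform, by the interaction test. A difference in depth between the libraries was not the cause, because with every library thinned to 11064855 counts there were 1641 and 1519 genes. The same holds for a few genes taking most of the counts, since without the 19 genes that are among the 5 with most counts in any library there were 1717 and 1646. Rescued and parental libraries of the same number were then exchanged within families. Of 64 splits, 2 gave as many genes as the real arrangement for the short isoform and 3 did for the long isoform, the real one included. The other split for the short isoform (2054 genes) exchanged all 3 pairs of the PTD7 family. Those for the long isoform exchanged all 3 pairs of the PTD7 family (1918 genes) or all 3 of the PTD25 family (2265 genes). Such an exchange reverses most of the effect in that family and sets it against the real effect in the other family. These splits therefore do not stand for an arrangement without a difference between families. An explanation that was not excluded is that each rescued line was made once in each family, so that 1 line stands for each isoform and family. The level of Pcdh10, which was higher in the rescued PTD25 lines, was not tested as an explanation. A difference between the families in their response cannot be told apart from differences between single derived lines.

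The paper compared each isoform with the parental line and not the isoforms with each other. Directly compared, 596 genes differed between PTD7_RL and PTD7_RS and 388 between PTD25_RL and PTD25_RS. In each family 1 of 8 splits that exchange same-numbered libraries, the real one, gave as many genes. A share under 0.125 is not possible with 8 splits, so coincidence cannot be excluded by this test alone. After thinning to equal depth, 562 and 337 genes differed, so depth was not the cause. The second explanation tested was that each rescued line was made once, in which case genes need not change the same way in the 2 families. Of the 42 genes past the threshold in both families, 23 changed in the same direction (exact binomial p = 0.644). Differences between single derived lines would give such a split of directions. The 42 genes are, however, 4.79 times the 8.76 expected for independent lists, an excess for which no explanation was tested. An effect of the isoform that is common to the families was not seen in these 42 genes, and the pattern cannot be told apart from the derivation of the lines.

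Of 72 single-library values examined in groups of 4 libraries, 10 lay further from the other libraries than the 95% limit of Dixon's test on the gap as a share of the group's range, where chance gives 3.6. For 5 of them the value was moderately off. Pcdh10 was at 1312 normalized counts in PTD25_RS replicate 3 (others 1459 to 1487), Rb1 at 49.2 in PTD7_RS replicate 4 (others 70.8 to 72.0), Malat1 at 704.9 in PTD7_RS replicate 3 (others 826 to 850.4), Ctnnb1 at 10900 in PTD7_RS replicate 2 (others 9985 to 10102) and Bcl6b at 61.8 in PTD7_RS replicate 2 (others 88.5 to 93.0). Exact binomial tests of each library's count against the other 3 gave p = 8.44e-05 for Pcdh10, 0.0269 for Rb1, 0.00036 for Malat1, 2.06e-10 for Ctnnb1 and 0.0156 for Bcl6b. Counting error alone leaves out 3 of these 5 genes, at a limit of 0.01. All 27 pairs of libraries of a group differ by more than counting error over all genes, so this test does not set these libraries apart from other cultures of their group. The design gives no condition that separates these replicates, and no biological explanation was tested.

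In PTD7_RS replicate 3, Myog was at 9.17 normalized counts (0 in the others), Des at 7.86 (0 to 1.29) and H19 at 82.5 (3.86 to 15.5). These genes are high in PTD25. In total 20 genes had a mean of at least 2000 counts in PTD25 and at most 3 counts in every PTD7 and PTD7_RL library. Replicate 3 had 53 counts on 13 of these genes, against 12 counts on 4, 3 counts on 3 and 7 counts on 4 genes in the other PTD7_RS libraries. The counts of replicate 3 followed the proportions of parental PTD25, with a chi-square per degree of freedom of 0.727 over 7 groups of genes (exact multinomial p, estimated from 10000 draws, = 0.633). They did not follow the proportions of PTD25_RS, with 6.04 (exact multinomial p = 1e-04, the smallest that these draws can give). Reads of a parental PTD25 library, at 0.0265% of its counts over these genes and 0.0238% for H19, may therefore explain the traces, whether they entered as RNA, as cells or by mixing of reads. A biological explanation, expression of these genes in the rescued cells, would have to be present in a single culture and was not tested.

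The normalized count of Xist was 24.9 in PTD25_RS replicate 3, against 0.909 to 4.88 in the other replicates. This was 0.560% of its count in PTD7_RS. For comparison, 4 other genes (Dlk1, Fam213a, Morc1 and Slit3) were used that had a mean of at least 500 counts in PTD7_RS and at most 3 counts in every PTD25 and PTD25_RL library. The minimum was lowered to 500 because too few genes passed the higher minimum, and these genes were named after their values were seen. Together they reached 0.535% of the PTD7_RS count in replicate 3, against 0.107%, 0.214% and 0.0713% in the others. Reads of a library of the PTD7 family in that library may thus explain the value, which is consistent with the similar share of Xist and of the other genes. Ddx3y, a gene of the Y chromosome, was at 4.16 normalized counts in PTD7_RL replicate 2 and 0 in the other PTD7_RL libraries. This is close to the floor. The same library had the highest values of PTD7_RL for H19 (14.1), Uty (1.66) and Des (1.66), which are also high in PTD25. Myog was highest in another PTD7_RL library (1.01), and Myod1 and Myh3 were at 0 throughout PTD7_RL. Whether reads of a PTD25 library explain these values was not tested.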

How the results depend on the processing

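No test in this part was chosen only after the result was seen, apart from the setting named as such. The other alternatives were chosen before the data were examined. The counts of genes are given in the order PTD7_RS, PTD7_RL, PTD25_RS and PTD25_RL against their parental line, PTD25 against PTD7, long against short isoform in the PTD7 and in the PTD25 family, difference between families for the short and for the long isoform, shared by the isoforms in the PTD7 and in the PTD25 family, and shared by the families for the short and for the long isoform.

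Each of these 13 counts stayed within 1.5 times its value under DESeq2's Wald test, DESeq2 with a prior on fold changes, RLE factors, library size only, no filter, the replicate block, a fit of only the 2 groups compared and a fit of all 21 libraries, where these apply. Pcdh10 kept its increase past the threshold in the 4 rescued lines under each of these and in each fit that left out 1 library. For the comparison of PTD7_RS with PTD7, 1081 of the 1133 genes were also among the 1196 called by DESeq2's Wald test, and 1024 were among the 1057 called with the replicate block.

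With a mean of at least 50 counts the numbers were 526, 1028, 1212, 1074, 1144, 334, 179, 1134, 1011, 359, 887, 139 and 183. Tested against the threshold itself (glmTreat), they were 402, 717, 1396, 1184, 1418, 67, 102, 884, 802, 312, 977, 122 and 163, and the counts of 1396 for PTD25_RS and 1418 for the parental lines were within 1.5 times. With a log2 fold change over 1 throughout, PTD25_RS had 4570 genes, PTD25_RL 4082, the parental comparison 3838, the isoforms in the PTD25 family 1240, the differences between families 3876 and 3774, and the overlaps 3270 (PTD25 family), 623 (short isoform) and 825 (long isoform). With a log2 fold change over 2 throughout, PTD7_RS had 388 genes, PTD7_RL 504, the isoforms in the PTD7 family 93, and the overlaps 282 (PTD7 family), 165 (short isoform) and 169 (long isoform). A stricter threshold or filter gives fewer genes by construction, and otherwise the cause was not tested. DESeq2 with a prior on fold changes and a mean of at least 30 normalized counts, which was chosen after seeing the data, gave 546 in PTD7_RS, 1031 in PTD7_RL, 335 and 203 between the isoforms, and overlaps of 364 (PTD7 family), 150 (short isoform) and 199 (long isoform).

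Across the fits that each left out 1 library, the numbers were 1018 to 1199 in PTD7_RS, 1659 to 1840 in PTD7_RL, 2010 to 2154 in PTD25_RS, 1819 to 1958 in PTD25_RL, 1949 to 2028 between the parental lines, 504 to 679 and 360 to 407 between the isoforms, 1681 to 1779 and 1591 to 1692 for the differences between families, 743 to 858 and 1493 to 1591 for the genes shared by the isoforms, and 343 to 388 and 411 to 443 for those shared by the families. The fitted log2 fold change of Pcdh10, which depends on the model where a group is at the floor, ranged from 11.96 to 12.33, 12.40 to 12.74, 10.22 to 13.50 and 11.44 to 14.71 in the 4 rescued lines.

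For the single genes named, 2086 of 2117 values under alternatives kept their direction and their side of the threshold, 9 became weaker, 14 stronger and 8 reversed. Bcl9 in PTD7_RS was -0.005 on the log2 scale with library size only, against 0.11. H19 in PTD7_RL was -0.035 with a prior, against 0.28, and ranged from -1.08 (without PTD7_RL replicate 2) to 1.14 across the fits that left out 1 library, with -0.07 without PTD7 replicate 3. Gsk3b in PTD7_RS ranged from -0.084 to 0.014 (without PTD7 replicate 3), Xist in PTD7_RS from -0.19 to 0.17 (without PTD7 replicate 3, and 0.06 without PTD7_RS replicate 3), and Ddx3y in PTD25_RL from -0.12 (without PTD25 replicate 1) to 0.30. The cause of these reversals was not tested. The values of H19 in PTD7_RL rest on 0 to 17 counts per library.

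The depth limits results for genes at or near 3 counts in a group, such as Pcdh10 in the parental lines, Bex1 in the PTD7 family, Krt18 in the PTD7 family and 2610316D01Rik throughout. For these, a fold change is a bound or is not given.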

Differences from the paper's values

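No test in this part was chosen only after the result was seen, but 1 setting was, as stated where it is named. The paper's values come from its text, Table 2, Table S8 or Table S15, and its errors are the standard errors of DESeq2's log2 fold changes. The alternatives set before the data were examined are those listed with the processing, including the fits that leave out 1 library.

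For PTD7_RS against PTD7 the paper's number of differentially expressed genes is 399 in the text and 402 in its table, against 1133 here. A mean of at least 50 counts (526), a log2 fold change over 2 (388) and the test against the threshold (402) came within 1.5 times of the paper's value, and the other alternatives did not. For PTD7_RL the paper gives 909 and 913, against 1773, and the filter on a mean of 50 (1028) and the test against the threshold (717) closed the gap. For genes shared by the isoforms in the PTD7 family the paper has 233, against 833. A log2 fold change over 2 (282) and the test against the threshold (312) closed this gap and the other alternatives did not. The paper's 26% of the PTD7_RL genes shared with PTD7_RS compares with 47.2%, and only the filter on a mean of 50 (35.3%) closed it.

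For genes found with a single isoform, the paper has 164 in PTD7_RS, against 296, closed by the filter on a mean of 50 (163), and 207 in PTD25_RL, against 313, closed by that filter (182) and the test against the threshold (206). Of genes lowered by more than 2 in PTD7_RS the paper has 75, against 346, and 69 of these shared with PTD7_RL, against 318. Only the filter on a mean of 50 closed these, with 74 and 66.

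The setting with a prior and a mean of at least 30 normalized counts was chosen after seeing the values, by comparing 7 expression measures with the paper's lists. It gave 546 genes in PTD7_RS, 1031 in PTD7_RL, 35.5% shared for PTD7_RL, 180 and 213 for a single isoform in PTD7_RS and PTD25_RL, and 73 and 69 for the strong decreases, each within 1.5 times of the paper's value. For genes shared by the isoforms in the PTD7 family it gave 364 against the paper's 233, which is not within 1.5 times. It also gave 1388 differentially expressed genes in PTD25_RS, 1238 in PTD25_RL, 1331 between the parental lines and 1021 differentially expressed genes shared by both isoforms in the PTD25 family, where the paper's table lists 1388, 1238 and 1330 and its text gives 1378, 1228, 1275 and 1014. Having been chosen for this, it carries no weight as a comparison. Of the genes in the paper's table, 387 of 402, 869 of 913, 1324 of 1388, 1178 of 1238 and 1277 of 1330 were also differentially expressed here, in PTD7_RS, PTD7_RL, PTD25_RS, PTD25_RL and between the parental lines.

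The paper's log2 fold change of Pcdh10 is 5.73 in PTD7_RS and 6.10 in PTD7_RL. The lower bounds here are 7.83 and 8.23, and none of the alternatives set before the data were examined closed the gap (DESeq2 with a prior gave 5.02 and 5.37). Cyba is at the floor in the rescued PTD7 lines, where the paper has -4.97 (error 0.27) in PTD7_RS and -5.05 (error 0.27) in PTD7_RL, against limits of -5.67 and -5.92. No alternative closed these, and DESeq2 with a prior gave -5.47 and -5.51.

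For 8 further log2 fold changes, a gap counted as closed when it was within the larger of the paper's error and the error of the fit. DESeq2 with a prior closed all 8. They are Dapk1 in PTD7_RL (paper -4.48, here -4.88, with a prior -4.58), Bex1 in PTD25_RS (paper -10.29, here -10.72, with a prior -10.28), Myog in PTD25_RS (paper -7.19, here -7.77, with a prior -7.19), Myh3 in PTD25_RS (paper -6.70, here -7.38, with a prior -6.69), Sp8 in PTD25_RS (paper 6.34, here 6.82, with a prior 6.33) and in PTD25_RL (paper 6.05, here 6.51, with a prior 6.04), H19 between the parental lines (paper 15.16, here 15.65, with a prior 15.16) and Xist between the parental lines (paper -10.03, here -10.53, with a prior -10.03).

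Other alternatives closed some of these gaps as well. Several of their values differ little from the value here, so a gap may also have closed because the error of the fit was larger. For Bex1 they were the replicate block (-10.58) and the fits without PTD25_RS replicate 1 (-10.60) or replicate 4 (-10.58). For Myog they were the replicate block (-7.65) and the fits without PTD25 replicate 1 (-7.75) or replicate 2 (-7.72) and without PTD25_RS replicate 2 (-7.76), replicate 3 (-7.76) or replicate 4 (-7.63). For Myh3 they were the fits without PTD25_RS replicate 3 (-7.25) or replicate 4 (-7.19). For Sp8 the fit without PTD25 replicate 2 gave 6.39 and 6.09. For H19 they were the fit of all 21 libraries (15.62) and the fits without PTD7 replicate 2 (15.42) or replicate 3 (15.33). For Xist they were the fits without PTD25 replicate 3 (-10.29) or PTD7 replicate 3 (-10.29). The remaining alternatives did not close them.

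Some statements of the paper differ from the values here. The paper describes the responses of the 2 families as completely different, with hardly any genes in common. Here 370 and 431 genes were differentially expressed in both families with the short and the long isoform, against 102 and 144 expected by chance. Of these, 249 and 291 changed in the same direction, and 121 and 140 in opposite directions. The lists in the paper's own tables share 113 genes for the short isoform and 187 for the long isoform, of which 67 and 131 changed in the same direction. For PTD7_RS and PTD25_RL they share 113 genes, 58 in the same direction. For PTD7_RL and PTD25_RS they share 207, of which 154 did. The paper calls Tert not expressed, and each library had at least 4 counts of it. The paper sees no clear influence on transcripts of the Wnt pathway, and the values here differ from this for Lef1 alone of the 5 genes tested. It passed the threshold with the long isoform only and in opposite directions, with log2 fold changes of 1.23 in PTD7_RL and -2.46 in PTD25_RL. Malat1 was past the threshold in PTD7_RL at 1.24, and Table S15 of the paper also lists it as increased there. The paper describes p53 and Rb as ablated, and the mean normalized counts of Trp53 and Rb1 were 101 and 39.1 in PTD7 and 135 and 55.3 in PTD25, which are sums over whole genes. Table 2 of the paper names Armcx5 where Table S8 has Armcx3.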

Other observations

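Chosen only after the result was seen were the tests of single genes, of uneven libraries and of parts of chromosomes, of PTD7 cells in the rescued PTD25 lines, of unchanged cells and outgrowth, of random lists, scaling and mitochondrial synthetases, and of the coincidence of lists. The other tests were set before.

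Other splits of the libraries were compared with the real arrangement. They exchange libraries with the same replicate number between the groups compared, so that as many same-numbered pairs are parted. In PTD7_RS and in PTD7_RL, 1 of 8 splits gave as many differentially expressed genes as the real arrangement, namely the real one. The highest number in another split for PTD7_RL was 157. In PTD25_RS it was 1 of 8 splits, in PTD25_RL 1 of 4 and between the parental lines 1 of 4. With 8 or 4 splits the share cannot fall under 0.125 or 0.25, so that these tests alone cannot exclude a coincidental grouping. For genes shared by the families, 1 of 64 splits for the short isoform and 1 of 32 for the long isoform (at most 44 genes in the others) gave as many. For genes shared by the isoforms in the PTD7 family it was 1 of 100 splits, with at most 789 genes in another. In the PTD25 family it was 4 of 100, drawn from 216 arrangements. The other 3 (1641, 1589 and 1656 genes) moved 0 parental libraries and exchanged 4, 2 and 4 libraries between the isoforms, which leaves the number of genes shared by the isoforms about as it was.

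Genes of whole chromosomes were shifted together between the lines. The median log2 fold change of each chromosome was computed over genes with a mean of at least 100 normalized counts and compared with the limit that held 95% of 1000 shuffles of the genes. The number of chromosomes past this limit was 13 in PTD7_RS, 9 in PTD7_RL, 14 in PTD25_RS, 13 in PTD25_RL and 17 between the parental lines. After regression on GC content, gene length and expression level, 7, 6, 11, 10 and 14 of these were still past the limit, and the others fell under it. The explanations were tested further on chromosome 14 alone, chosen after its values were seen, which had a median of 0.65 (340 genes) in PTD25_RS, 0.26 in PTD25_RL and -0.95 in PTD25 against PTD7. For this chromosome in PTD25_RS the regression left 0.60, and 78.2% of the genes lay above the median of all genes, so neither these properties nor a few strongly changed genes were the cause. Uneven libraries within a group were not the cause of a shift of this size, as the largest deviation of a library's median from its group, for any chromosome, was 0.14 (chromosome X). This deviation is larger than the limits in PTD7_RS (0.081), PTD7_RL (0.105) and the parental comparison (0.130), so that smaller shifts cannot be told apart from uneven libraries. As to a change in part of the chromosome, all 4 parts into which chromosome 14 was divided had a higher median (0.82, 0.58, 0.70 and 0.63). On chromosome 15 in PTD25_RS the parts were uneven (0.77, 0.13, -0.01 and 0.31), so a partial change is not excluded for other chromosomes. Different numbers of chromosome copies in the lines compared are a candidate explanation, but with 0 DNA libraries analysed here it could not be tested. A shift by Pcdh10 cannot be told apart from it.

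Genes that differ between the parental lines changed the other way in the rescued PTD25 lines. Of 1293 genes higher in PTD25 than in PTD7, 679 (52.5%) were lower in PTD25_RS and 61 higher. Pearson's r across genes, which are not independent replicates, between the parental difference and the change in the rescued line was -0.60 for PTD25_RS and for PTD25_RL. The parental PTD25 libraries enter both comparisons with opposite signs, which by itself makes r negative. With different replicates in the 2 comparisons r was -0.58 over 12565 genes for PTD25_RS and -0.57 for PTD25_RL, against -0.58 with the same replicates in PTD25_RS. This removes the noise between cultures but not the level of the PTD25 line itself, so the pattern cannot be told apart from the shared parental line. To examine loss of the muscle genes alone, the 693 genes at least 4 higher in PTD25 were left out, and r was -0.42 in either line, which for the same reason decides nothing. Cells of the PTD7 family in the rescued lines were not the cause, since 7 genes that are high in PTD7 and at most 3 counts in PTD25 reached a median of 0.0744% of their PTD7 level in PTD25_RS and 0.0807% in PTD25_RL, and 7 and 6 of them were under 1%. Each rescued line was made once, so an effect of Pcdh10 cannot be told apart from properties of the derived lines.

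Some genes had no detectable counts in a rescued line. Of 9917 genes with at least 100 normalized counts in PTD25, 97 had at most 3 counts in every PTD25_RS library and 50 in every PTD25_RL library. Of 9330 such genes in PTD7 there were 5 in PTD7_RS and 5 in PTD7_RL. Thinned to equal depth, the numbers were 93, 45, 3 and 5. The reverse, genes at most 3 counts in the parental line and at least 100 in the rescued line, was found for 16, 12, 1 and 1 genes. A share of unchanged parental cells left in the rescued lines was tested for PTD25_RS only. The counts of Thbs4, chosen after its values were seen, allow at most 0.200% of such cells there if each of them has the mean Thbs4 level of PTD25. If PTD25 is a population, as the paper's methods describe it, parental cells without Thbs4 are not excluded. Outgrowth of part of the parental pool may then explain the 97 genes. The paper's supplement, however, lists PTD25 as a subclone, like PTD7. Silencing by Pcdh10 cannot be told apart from these explanations with bulk libraries.

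The 20 genes of cytosolic aminoacyl-tRNA synthetases, a list chosen after its values were seen, had a median log2 fold change of 0.70 in PTD7_RS and 0.38 in PTD7_RL. Of them, 19 and 18 were higher, and 15 and 12 of these passed the adjusted p-value. In PTD25_RS and PTD25_RL, 7 and 4 were higher and the medians were -0.17 and -0.36. Among 10000 random lists of the same size matched on mean expression the median was at percentile 100 in PTD7_RS, 99.6 in PTD7_RL, 16.6 in PTD25_RS and 4.82 in PTD25_RL. Scaling of the libraries shifts all genes alike and cannot raise the list relative to all genes, so other scalings do not test this. Over 3 other scalings the smallest median in the rescued PTD7 lines was 0.30, with 0.59 in PTD7_RS for library size only. Relative to the median of all genes it stayed at 0.70 in PTD7_RS and 0.35 in PTD7_RL. The 17 mitochondrial genes rose by a median of 0.14 in PTD7_RS and 0.10 in PTD7_RL, so a general rise of this gene family was not the cause. All 9 genes of the response to amino acid shortage that were examined, also chosen after their values were seen, rose in the rescued PTD7 lines, for example Asns by 1.69 and 1.47, Pck2 by 2.11 and 2.29 and Ddit3 by 1.11 and 1.05. In PTD25_RS and PTD25_RL, Asns changed by -0.02 and -0.51, Pck2 by 1.24 and 0.16, Ddit3 by 1.21 and 1.50, Psat1 by -0.80 and -0.99, Phgdh by -0.48 and -0.73, Chac1 by 0.35 and -0.49, Trib3 by 0.25 and -0.05, Atf4 by 0.26 and 0.01, and Atf5 by 0.52 and 0.07. Differences in medium or density between cultures at harvest are a candidate explanation. The paper states that all lines were grown to confluence, and 0 records of medium or density for single cultures were analysed here, so an effect of Pcdh10 cannot be told apart from remaining differences of this kind.

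The 145 genes changed the same way in all 4 rescued lines are 67.8% of the 214 differentially expressed in all of them. Coincidence of independent lists was not the cause of the overlap, since the 214 genes are 4.22 times the number expected. Of the genes of Table S15, Pcdh10, Bcl6b and Dapk1 are among those 145. Lentiviral transduction, sorting and culture of the rescued lines may produce such changes, and with 0 vector-only libraries analysed here, an effect of Pcdh10 cannot be told apart from them.

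Of the genes of the sex chromosomes, Xist had a mean normalized count of 6012 in PTD7 and Ddx3y, Eif2s3y, Kdm5d and Uty were detected in PTD25. Hotair and 2610316D01Rik had 0 counts in every library.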
